# A novel medication decision gene signature predicts response to individualized therapy and prognosis outcomes in hepatocellular carcinoma patients

**DOI:** 10.3389/fimmu.2022.990571

**Published:** 2022-10-07

**Authors:** Jingsheng Yuan, Zijian Liu, Zhenru Wu, Lvnan Yan, Jiayin Yang, Yujun Shi

**Keywords:** hepatocellular carcinoma, immunotherapy, multikinase inhibitor, individualized therapy, prognostic model

## Abstract

Molecular targeted therapy has shown potential in hepatocellular carcinoma (HCC) patients, and immunotherapy applications are developing rapidly. However, clinical guidance for making individualized therapy decisions for HCC patients remains lacking. MDH (Medication Decision in HCC) gene signatures comprising 70 genes were screened using transcriptomic data from multikinase inhibitor (TKI)-resistant HCC cells and HCC patient-derived xenograft model (PDX) models. Four MDH subtypes with distinct biological and clinical characteristics were defined by unsupervised cluster analysis of HCC data from The Cancer Genome Atlas (TCGA) database. To facilitate individualized and reasonable clinical guidance for each HCC patient, we constructed the MDH score. Comprehensive analysis suggested high MDH scores were associated with TKI resistance, a high proportion of stromal cell infiltration and poor survival outcomes. We recommend concomitant stromal activity intervention and immunotherapy for this type of HCC. Moreover, low MDH scores indicate TKI sensitivity, and a combination of targeted and immunotherapy is recommended. The nomogram constructed by iteration least absolute shrinkage and selection operator (LASSO) Cox regression analysis successfully predicted 3- or 5-year survival outcomes and mortality risks of HCC patients. In conclusion, TKI resistance model-based MDH gene signatures provide novel insight into potential mechanisms of drug resistance and heterogeneity in HCC. Integrative analysis plus a simplified decision model may aid personalized treatment and prognostic assessment among HCC patients.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most common cancers worldwide and the third leading cause of cancer-related deaths (1). HCC represents ~90% of all primary liver cancers (2). Approximately half of HCC patients eventually receive systemic therapy during their disease course, especially in the advanced stages of the disease (3). The number of available systemic treatment drugs for HCC is gradually increasing (4). Sorafenib was the first multikinase inhibitor (TKI) for HCC to be approved by the FDA and increased the median patient overall survival time from 8 to 11 months (5). Several newer TKIs, including first-line levatinib and second-line regorafenib and cabozantinib, have gradually been incorporated into clinical approaches (6). Additionally, immune checkpoint inhibitors have been an option for HCC treatment since 2020, and the combination of targeted therapies and immunotherapy is emerging as the most promising clinical treatment option for this disease (7). Notably, studies have revealed that patients receiving individualized therapy have better clinical outcomes (8). However, there are no appropriate clinical recommendations for precise drug selection in HCC patients. Furthermore, despite the clinical benefits of systemic therapy, the improvement in patient prognosis is limited and has occurred gradually. Therefore, further studies are necessary to investigate the underlying mechanisms of drug resistance in HCC and facilitate accurate medication decision-making for HCC patients.

Most of the current clinical treatments for tumours address specific genes or genomes, but researchers realize that these specific genes or genomes comprise a limited number of targets. In addition to the already widely applied analysis of carcinogenic signalling pathways, previous studies have proposed tumour mutation burden (TMB) to measure gene mutation frequency (9), the mRNA-based stemness index (mRNAsi) to evaluate the stemness of tumours (10), and the ferroptosis potential index (FPI) to assess the vulnerability of tumour cells to ferroptosis (11). Moreover, tumour immune cell markers for immune infiltration analysis and the Estimation of Stromal and Immune cells in malignant tumours using Expression data (ESTIMATE) algorithm for calculating stromal and immune cell proportions have recently been proposed (12, 13). Tumour genetic alterations are complex, and these genomes comprise only a small fraction of oncogenic transformation; thus, it is necessary to identify new biomarkers or tumour-associated genomic profiles. Whole transcriptome sequencing offers new opportunities to dissect tumour heterogeneity and complexity, providing a multifaceted view of tumour characteristics for exploring and developing new therapeutic strategies, potentially driving further identification and optimization of individualized treatment options for cancer patients (14).

Although many models for tumour assessment or classification have been proposed using transcriptome sequencing or multiomics studies, most of these models are based on a known mutated gene, tumour phenotype or gene cluster (15), and few have been constructed starting from a tumour drug resistance-associated gene cluster. Multidrug resistance (MDR) refers to drug resistance to several antitumour drugs with diverse structures and various mechanisms after tumours develop resistance to certain chemotherapeutic drugs (16), which is the main reason for the failure of chemotherapy. Interestingly, our study also observed this MDR phenomenon in HCC against TKIs. Given this mechanism of MDR, we speculate that there may be a relevant set of genes mediating MDR in HCC TKI therapy. Thus, our study proposed the MDH (Medication Decision in HCC) gene signatures and characterized the MDH subtype of HCC. Moreover, we further performed MDH scoring to predict individualized therapy and prognosis outcomes in HCC patients.

## Materials and methods

### Clinical samples

A retrospective analysis of HCC resection samples from the West China Hospital of Sichuan University from May 2019 to December 2020 was performed. HCC samples taken at the initial surgery that met the following criteria were included: 1. a history of sorafenib; 2. prognosis information after sorafenib therapy was available; 3. a confirmed clinicopathological diagnosis of HCC through pathology reports. Formalin-fixed and paraffin-embedded HCC tumour specimens were obtained from a tissue bank maintained at the West China Hospital. According to the Modified Response Evaluation Criteria in Solid Tumours (mRECIST) (17), we obtained 20 HCC samples from patients with progressive disease (PD) and 20 HCC samples from patients with partial response (PR). PD patient samples were considered sorafenib-resistant. The PR patient samples were considered sorafenib-sensitive. This clinical sample study was approved by the Ethics Committee on Biomedical Research, West China Hospital of Sichuan University (2016, no. 120). Informed consent was obtained from all patients or their relatives. The details of HCC patients are listed in **Table S1**.

### Cell culture

Huh7 and HepG2 cell lines were purchased from the National Collection of Authenticated Cell Cultures (Shanghai, China) and were cultured in complete medium containing Dulbecco’s modified Eagle’s medium (DMEM) (HyClone, UT, USA) supplemented with 10% foetal bovine serum (FBS) (Gibco, NY, USA), 1000 U/ml penicillin and 100 μg/ml streptomycin (HyClone, UT, USA) and were grown in a humidified air atmosphere containing 5% CO_2_ at 37°C. All cell lines were analysed by STR profiling for cell line authentication, and routine mycoplasma detection was performed. Sorafenib-resistant HCC cell lines generated from Huh7 and HepG2 parental cells were cultured as previously described (18).

### Patient-derived xenograft model

A patient-derived xenograft model (PDX) was established as previously reported (19). Briefly, freshly procured hepatocellular carcinoma samples were cut into small tissue blocks (~50 mm^3^) and kept in tissue culture media on ice until use (<5 hours). Six-week-old nude mice were anaesthetized with an isoflurane/oxygen mixture. Engrafted tissue blocks were carefully sealed under the skin of the mice using a tissue adhesive (Vetbond). Dosing was initiated when tumours reached approximately 0.2 cm^3^, and sorafenib (10 mg/kg) was administered thereafter every day. Tumour that regressed significantly were considered sorafenib-sensitive HCC. Tumours did not regress significantly despite continuous dosing were considered sorafenib-induced drug-resistant HCC. Human samples were obtained patient consent and approval from the institutional review board, conforming to the ethical guidelines of the 1975 Declaration of Helsinki. Animals received humane care, and the Institutional Animal Care and Use Committee (IACUC) approved all animal experiments (2020351A). Subsequently, tumour samples were collected by GeneChem Co., Ltd. (Shanghai, China) for transcriptome sequencing and subsequent data analysis. Three PDX samples per group were used for sequencing.

### Transcriptome sequencing of HCC cells

Total RNA from HCC cells was processed and extracted using a TRIzol reagent kit (Takara, Dalian, China) and collected by Novogene Co., Ltd. (Tianjin, China) for transcriptome sequencing and subsequent data analysis. Three samples of the parental and sorafenib-resistant HCC cells were used for sequencing.

### Cell counting kit-8

The cell counting kit-8 (CCK-8) was performed as previously described (20).

### Clonogenic cell survival assay

The indicated cells were treated with sorafenib (Selleck, S7397, TX, USA) and lenvatinib (Selleck, S1164) for 24 h, and 3000 cells were plated into 6-well plates. Two weeks later, the colonies were fixed with 4% paraformaldehyde, followed by 30 min of incubation with 0.1% crystal violet. The 6-well plates were washed and then visualized.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed as previously described (18). The primary antibodies used in this study are listed in **Table S2**.

### Data sources and preprocessing

The raw data of fragment per kilobase (FPKM) values and liver hepatocellular carcinoma (LIHC) clinical information in The Cancer Genome Atlas (TCGA) and International Cancer Genome Consortium (ICGC) datasets were downloaded from the UCSC XENA database. The series matrix files of the Affymetrix and Illumina-generated microarray for GSE109211 and GSE73571 were directly downloaded from the Gene Expression Omnibus (GEO) database. The immunotherapy cohort of patients with metastatic urothelial carcinoma treated with the anti-PD-L1 antibody atezolizumab (IMvigor210) was obtained according to official guidelines. All the information about the public datasets is summarized in **Table S3**.

### Functional and pathway enrichment analysis

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis results were obtained from The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (21). Gene set enrichment analysis (GSEA) was performed on the expression data of a specified set of transcripts according to previously published expression methods (22). To further estimate pathway and biological process activity variations in samples from expression datasets, we performed Gene Set Variation Analysis (GSVA) enrichment analysis using the “GSVA” R package, a nonparametric and unsupervised method (23). The gene set “c5.all.v6.2. symbols” was downloaded from the MSigDB database on the GSEA website, and another published pathway gene set is summarized in **Table S4** (24).

### Assessment of the tumour immune microenvironment

As described above, we used the GSVA method to perform gene-set enrichment analysis to quantify the relative abundance of each infiltrating cell in a single sample. The immune cell markers used in this study were extracted from two previously published authoritative studies (12, 25), as shown in **Table S5, S6**, referred to as immune cell signatures 1 and 2, respectively. Additionally, ESTIMATE was used to infer the fraction of stromal and immune cells in the samples (13).

### Unsupervised clustering for MDH gene signatures

Based on the expression of the MDH gene signatures, unsupervised clustering analysis was performed using the TCGA-LIHC dataset to identify distinct MDH gene expression patterns and to classify HCC patients for further analysis. The number of clusters and their stability were determined by a consensus clustering algorithm. We performed the above steps using the “ConsensuClusterPlus” R package and performed 1000 repetitions to guarantee the stability of the classification.

### Dimension reduction and generation of the MDH score

To quantify the MDH expression patterns of individual tumours, we constructed a scoring system based on the principal component analysis (PCA) score method to evaluate the MDA score of individual HCC patients. Gene patterns were annotated using the clusterProfiler R package. A consensus clustering algorithm was applied to define gene clusters, and PCA was performed (26). Principal components 1 and 2 were both used as gene feature scores. After obtaining the prognostic value of each gene signature score, we applied a method similar to gene expression grade index (GGI) to define the MDH score for each patient:

MDHscore=Σ(PC1i+PC2i)

where i is the expression of MDH phenotype-related genes.

### Calculation of the ferroptosis potential index (FPI) and mRNA-based stemness index (mRNAsi)

The index representing ferroptosis susceptibility was established from the expression data of ferroptosis core machine genes, including positive components and negative components, as shown in **Table S7**. The enrichment score (ES) of the gene set was calculated using the ‘GSVA’ R package, and the FPI was calculated as follows (11):

FPI=ES(positive)-ES(negative)

To assess the stemness of cancer cells, a one-class logistic regression algorithm, mRNAsi, was used to calculate the stemness index for each HCC sample using the workflow available on a previously established database (10).

### Predicting response to immunotherapy

The Tumor Immune Dysfunction and Exclusion (TIDE) algorithm was used to predict HCC responsiveness to immunotherapy (27). The TIDE algorithm captures two different mechanisms of the tumour immune escape score, including immunosuppressive factor rejection of tumour-infiltrating cytotoxic T lymphocytes (CTLs) score (exclusion) and CTLs dysfunction score (dysfunction). Additionally, the TIDE algorithm obtains three cell types that limit T-cell infiltration into tumours, myeloid-derived suppressor cells (MDSCs), cancer-associated fibroblasts (CAFs), and the M2 subtype of tumour-associated macrophages (TAM-M2s).

### Establishment of the MDH Risk score

Univariate Cox regression analysis was used to observe the correlation between the expression level of the MDH gene set in the TCGA and patient prognosis. Genes with p< 0.01 in univariate Cox regression analysis were included in the construction of prognostic risk models. Next, the iteration least absolute shrinkage and selection operator (LASSO) Cox regression model was used to screen for the best gene signature involved in patient resistance to TKIs (28). Finally, multivariate Cox proportional hazards regression was performed to model the risk score and previously published algorithms were used to calculate the risk score. The median of risk scores was used as a cut-off to stratify patients into high- and low-risk groups. Differences in survival between the high- and low-risk groups were further compared using Kaplan–Meier analysis. Univariate Cox regression analysis and multivariate Cox regression analysis were performed using the “survminer” package in R to investigate the relationship between risk score and prognosis. Using the “timeROC” package in R, the area under the curve (AUC) was used to test the performance of the classifier. We also assessed the prognostic value of these genes in the model.

### Development and validation of the prognostic nomogram

Based on the risk scores of clinical risk factors and multivariate Cox regression coefficients, a prognostic nomogram was built using the “rms” R package, and the predictive accuracy of this nomogram was assessed using the calibration curve and the concordance index.

### Statistical Analysis

All statistical calculations were performed using R software (version 3.6.1). Analysis of differentially expressed genes between different defined groups was performed using the empirical Bayesian approach of the “limma” R package, with significance criteria set as adjusted P-value< 0.05 and log2 |fold change (FC)| > 1. Differentially expressed mRNAs were visualized as heatmaps and volcano plots in R using the packages “pheatmap” and “ggplot2”. To calculate the TMB per megabase, the total number of mutations counted was divided by the size of the coding region of the targeted territory in the TCGA-LIHC cohort (9). The mutation landscape oncoprint was generated using the R package “ComplexHeatmap. The comparison of normally distributed variables between the two groups was performed using an unpaired t test, and the statistical significance of the nonnormally distributed variables was estimated using the Mann–Whitney U test (Wilcoxon rank-sum test). Spearman’s correlation analysis was performed to calculate the correlation coefficient between the two factors. Based on the correlation between gene expression and patient survival, the optimal cut-off point for each dataset was determined using the “survminer” R package, and the “surv-cutpoint” function was used to repeat all potential cut-off points to obtain the maximum rank statistic, divided into two groups: high and low. Survival curves for prognostic analysis were generated using the Kaplan–Meier method, and significant differences were determined using the log-rank test. The false discovery rate (FDR) method was used to adjust the P-value for multiple comparisons, and statistical significance was set at p<0.05; that is, the FDR was less than 0.05. The asterisks represent the statistical P-value (*P< 0.05; **P< 0.01; ***P< 0.001).

## Results

### Establishment of MDH gene signatures based on TKI-resistant HCC

As shown in **Figure 1A**, we designed this study to construct MDH gene signatures and investigate their potential value for individualized therapy and clinical application in HCC. We first cultured sorafenib-resistant HCC cell lines using our previously published method (**Figures 1B, C**) (18). Interestingly, CCK-8 and clonogenic cell survival assays indicated that sorafenib-resistant HCC cells were also significantly less sensitive to lenvatinib (**Figures 1D, E**), implying multidrug resistance. To delineate the alterations in gene expression and functional characteristics of TKI-resistant HCC cells, we conducted transcriptome sequencing of TKI-resistant HCC cells and parental HCC cells and further performed KEGG pathway enrichment analysis on the differentially expressed genes (DEGs). 

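RNA from Huh7 and HepG2 cells, 2 human liver cancer cell lines, was sequenced from sorafenib-resistant and parental cells, with 3 samples in each of the 4 groups. According to the sample labels, resistant cells were obtained by exposure to sorafenib for 8 months from a first dose of 10 μmol. The paper describes no separate derivations of a resistant line. The p-values therefore cover the spread between samples of a line, not between derivations. The labels give the treatment as sorafenib for resistant and none for parental samples. An effect of drug still present therefore cannot be told apart from resistance. The deposited values are decimals without a stated unit. Their pattern is that of reads or fragments scaled by gene length and sequencing depth, and they are called FPKM here. In 6873 genes with a single exon, the value multiplied by the exon length falls on whole multiples of one step per sample, and this step gives the number of reads behind a sample. It was 18972397 to 19285958 (median 19012329) in resistant Huh7 cells, 16158299 to 17944449 (median 16845205) in parental Huh7 cells, 16935538 to 18281774 (median 17209241) in resistant HepG2 cells and 12290130 to 15728845 (median 13130254) in parental HepG2 cells. Between 5.42% and 9.19% of the reads of a sample came from its 10 most abundant genes. Of the 98711 genes listed, 27249 carry an Ensembl identifier and were analysed, and 27234 of these identifiers are found in GENCODE release 29 for the GRCh38 assembly. For each cell line, genes with at least 1 FPKM in at least 3 of the 6 samples were compared between resistant and parental cells with limma's moderated test on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the paper's methods, are called differentially expressed genes. Pearson correlations of log2(FPKM + 1) between samples of the same group lay between 0.9602 and 0.9855.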

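Gene sets were tested in each cell line with camera, a competitive test of whether the genes of a list rank higher or lower than the other genes, with a preset correlation of 0.01 between genes. The 42 lists are those of Table S4 and further lists of pathway genes and gene families, and 31 of them in Huh7 and 32 in HepG2 held at least 5 tested genes. At an adjusted p-value under 0.05 over the lists of a line, 6 lists were higher and 0 lower in resistant Huh7 cells, with 0 lower at an unadjusted p-value under 0.05 as well. In resistant HepG2 cells, 10 lists were higher and 12 lower. The rotation test fry called 6 of the 6 lists in Huh7 and 18 of the 22 in HepG2. Over all lists tested in Huh7, however, fry called 8 higher and 8 lower. With the correlation between genes estimated from the data, none was called at an adjusted p-value under 0.05, and the smallest adjusted p-value was 1 in Huh7 and 0.171 in HepG2; at an unadjusted p-value under 0.05, 0 and 7 were. The median log2 fold change of all genes tested was -0.04 in Huh7 and 0.12 in HepG2, and camera ranks a list against these genes. For the cell cycle, 62 of 114 genes were higher in resistant Huh7 cells (median log2 fold change 0.08, adjusted p = 0.875, camera in limma). In resistant HepG2 cells, 73 of 112 were (0.18, adjusted p = 0.178, and 0.0126 with fry in limma). Among differentially expressed genes of HepG2, Fisher's exact test called the cell cycle higher (adjusted p = 0.046) and FoxO signalling lower (0.0394). It called neither AMPK signalling (0.115) nor adherens junction (0.445) lower there, and found none of these enriched in Huh7. DNA replication genes were higher in 21 of 33 cases in Huh7 (0.28, adjusted p = 0.173 with camera and 0.00291 with fry) and in 29 of 32 in HepG2 (0.76, adjusted p = 1.91e-08). Of the FoxO signalling genes, 22 of 60 were higher in Huh7 (-0.36, adjusted p = 0.232 with camera and 0.00908 with fry) and 24 of 60 in HepG2 (-0.07, adjusted p = 0.00404). Adherens junction genes were higher in 33 of 61 cases in Huh7 (0.07, adjusted p = 0.986, with the direction reversed under fry) and in 26 of 60 in HepG2 (-0.06, adjusted p = 0.0421); the HepG2 call was lost with fry (adjusted p = 0.224) and in 4 of the 6 fits that left out 1 sample. For AMPK signalling, 35 of 60 genes were higher in Huh7 (0.12, adjusted p = 0.77) and 28 of 58 in HepG2 (-0.04, adjusted p = 0.0157, and 0.0749 without HepG2 resistant replicate 1). Genes of ribosomal proteins were higher in 79 of 83 cases in Huh7 (0.86, adjusted p = 1.17e-12) and in 24 of 81 in HepG2 (-0.15, adjusted p = 0.00137 with camera and 0.372 with fry), and the change differed between the lines (interaction, adjusted p = 1.19e-13).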

The results suggested that upregulated genes in TKI-resistant HCC cells were mainly enriched in the cell cycle and metabolic pathways (**Figure S1A**), while downregulated genes were mainly enriched in the FoxO signalling pathway, adherens junction and AMPK signalling pathway (**Figure S1B**). We further verified the above results using GSVA, which indicated four major variations in tumour metabolism, tumour-associated signalling, tumour phenotype and tumour immunity in TKI-resistant HCC cells (**Figure 2A**). Notably, tumour metabolism, such as oxidative phosphorylation, gluconeogenesis, and fatty acid metabolism, was dramatically enriched in TKI-resistant HCC cells. 

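Of the nuclear genes of oxidative phosphorylation, 53 of 78 were higher in resistant Huh7 cells, with a median log2 fold change of 0.41 (adjusted p = 0.00781, camera). In HepG2, 62 of 76 were higher, with a median of 0.28 (adjusted p = 0.0112), and the call was lost without HepG2 parental replicate 3 (adjusted p = 0.108). For gluconeogenesis, 17 of 20 genes were higher in resistant Huh7 cells (median 0.85, adjusted p = 5e-04) and 15 of 20 in resistant HepG2 cells (median 0.22, adjusted p = 0.989). In HepG2, the direction of this list reversed in 3 of the 6 fits that left out 1 sample, and the change differed between the lines (interaction, adjusted p = 0.00429, and 0.0742 after the GC trend was taken off). Fatty acid degradation genes were higher in 19 of 36 cases in Huh7 (median 0.11, adjusted p = 0.875) and in 15 of 36 in HepG2 (median -0.06, adjusted p = 0.0421). The latter call, toward lower expression, was lost with fry (adjusted p = 0.0932) and in 3 of the 6 fits that left out 1 sample. For cholesterol biosynthesis, 14 of 23 genes were higher in Huh7 (median 0.33, adjusted p = 0.41) and 20 of 21 in HepG2 (median 0.79, adjusted p = 4.73e-07). From its own enrichment of pathways in these cells, together with that in the PDX model, the paper proposes that changes in metabolism-related signalling, tumour phenotype and tumour immunity are mechanisms of TKI resistance in HCC.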

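Target genes of TGF-β were higher in 10 of 18 cases in resistant Huh7 cells (median log2 fold change 0.09, adjusted p = 0.986, camera), with the direction reversed under fry and after the GC trend was taken off. In resistant HepG2 cells, 5 of 18 were higher (-0.37, adjusted p = 0.002). Of the core genes of the PI3K/AKT/mTOR pathway, 16 of 30 were higher in Huh7 (0.02, adjusted p = 0.986) and 16 of 28 in HepG2 (0.09, adjusted p = 0.178); fry called the list lower in HepG2 (adjusted p = 0.00674), and the median in HepG2 fell below 0 when the libraries were scaled by their median ratio. Mesenchymal genes of EMT were higher in 9 of 23 cases in Huh7 (-0.36, adjusted p = 0.515 with camera and 0.00291 with fry) and in 5 of 16 in HepG2 (-0.23, adjusted p = 0.0298 with camera and 0.0779 with fry, and 0.0892 with camera without HepG2 parental replicate 1). A list of transcripts induced by ERK was higher in 13 of 15 genes in Huh7 (0.71, adjusted p = 0.0143, and 0.055 after the GC trend was taken off) and in 2 of 14 in HepG2 (-0.42, adjusted p = 1.9e-05), a difference between the lines (interaction, adjusted p = 0.000438). For targets of Wnt/β-catenin, 6 of 10 genes were higher in Huh7 (0.26, adjusted p = 0.865) and 11 of 13 in HepG2 (0.42, adjusted p = 0.0491). This HepG2 call was lost in 3 of the 6 fits that left out 1 sample (adjusted p up to 0.105), and the Huh7 direction reversed after the GC trend was taken off. Genes of DNA damage repair were higher in 58 of 123 cases in Huh7 (median -0.06, adjusted p = 0.914 with camera and 0.00282, toward lower expression, with fry) and were higher in 90 and lower in 32 cases in HepG2 (0.28, adjusted p = 0.00419), and the change differed between the lines (interaction, adjusted p = 0.0421). Angiogenic factors were higher in 8 of 15 cases in Huh7 (0.33, adjusted p = 0.986 with camera and 0.036, in the opposite direction, with fry) and in 5 of 12 in HepG2 (-0.48, adjusted p = 0.00767 with camera, and 0.071 with no filter on low values).

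**Figure D1:**
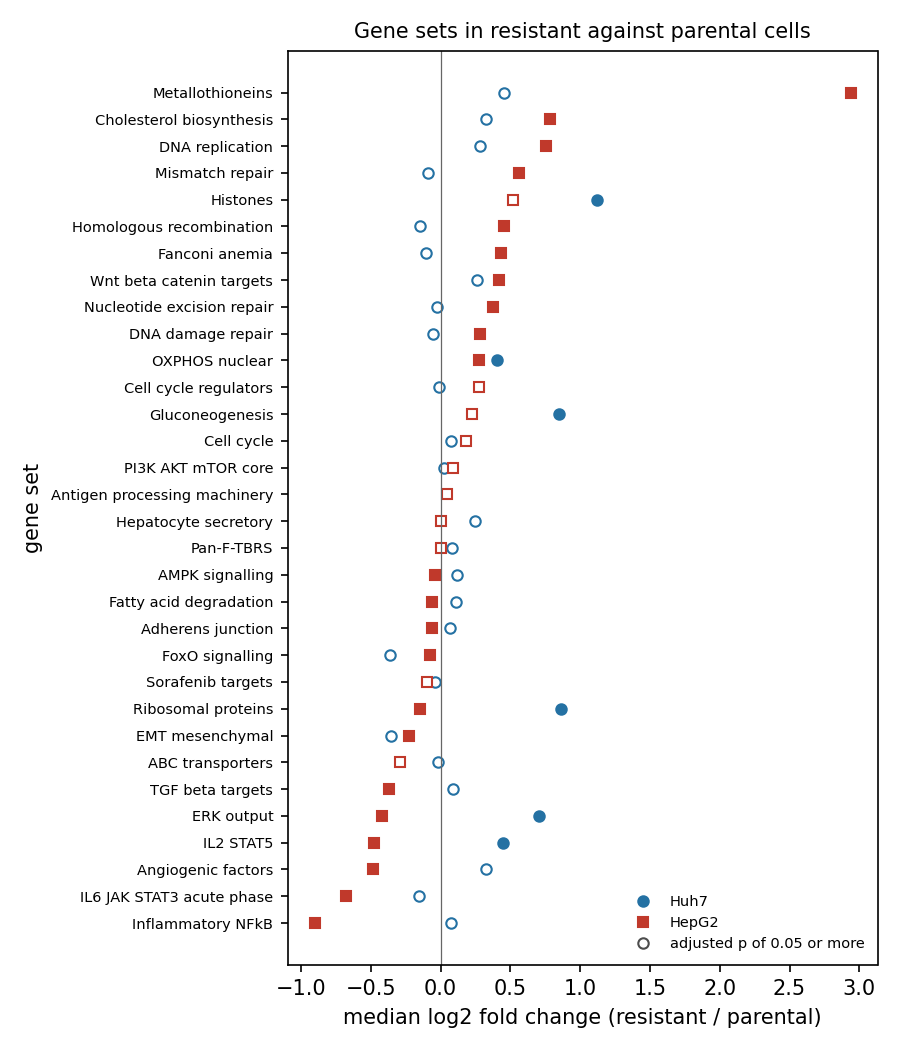
Median log2 fold change (resistant against parental cells, x axis) of each tested gene set (y axis) in Huh7 (circles) and HepG2 (squares); filled symbols mark an adjusted p-value under 0.05 with camera. The sets run from a median of 2.94 for the metallothioneins to -0.90 for inflammatory genes in HepG2; after scaling by the upper quartile or the median ratio, the sign of the median changed for 4 sets in Huh7 (nucleotide excision repair, cell cycle regulators, ABC transporters, sorafenib targets) and for 4 in HepG2 (Pan-F-TBRS, antigen processing, PI3K/AKT/mTOR, hepatocyte secretory genes).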

Among tumour-associated signalling and tumour phenotypes, TGF-β signalling, PI3K/AKT/mTOR signalling, KRAS signalling, and EMT signalling were remarkably enriched in parental HCC cells, while Wnt/β-catenin signalling, DNA repair and angiogenesis were significantly enriched in TKI-resistant HCC cells. Moreover, tumour immunity, such as the inflammatory response, IL6/JAK/STAT3 signalling and IL2/STAT5 signalling, was prominently enriched in parental HCC cells (**Figure 2A**). 

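Of the inflammatory genes regulated by NF-κB, 9 of 16 were higher in resistant Huh7 cells (median log2 fold change 0.07, adjusted p = 0.986, camera), with the direction reversed under fry (adjusted p = 0.0608) and with no filter on low values. In resistant HepG2 cells, 2 of 15 were higher (median -0.90, adjusted p = 5.09e-08), and the change differed between the lines (interaction, adjusted p = 0.00361). For IL6/JAK/STAT3 and acute phase genes, 9 of 20 were higher in Huh7 (median -0.16, adjusted p = 0.986 with camera and 0.0363 with fry) and 3 of 22 in HepG2 (median -0.68, adjusted p = 1.91e-08; interaction, adjusted p = 0.0415, and 0.0767 after the GC trend was taken off). Genes of IL2/STAT5 signalling were higher in 13 of 17 cases in Huh7 (median 0.45, adjusted p = 0.0389), a call that was lost in 5 of the 6 fits that left out 1 sample (adjusted p up to 0.144) and after the GC trend was taken off (adjusted p = 0.329). In HepG2, 6 of 15 were higher (median -0.48, adjusted p = 0.0141, and 0.052 after the GC trend was taken off), and the change differed between the lines (interaction, adjusted p = 0.00864, and 0.0742 without the GC trend).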

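Among the 10688 genes tested in both cell lines, 30 were differentially expressed toward higher expression in both resistant lines, where 25.3 would be expected (odds ratio 1.21, two-sided Fisher's exact test p = 0.343, adjusted over the 4 combinations of directions 0.457). Toward lower expression in both, there were 37, where 38.5 would be expected (odds ratio 0.96, p = 0.861, Fisher's exact test). The alternative that moved these counts most was limma-voom, with 106 and 123 genes. As limma-voom called more genes in each line, the expected counts above do not apply to it, and none were computed for it. Figure S1D lists 82 higher and 79 lower genes. Their mean FPKM differed in the listed direction in both lines for 161 of 161 genes, and 123 of them were tested in both lines. In both lines, 54 were differentially expressed in the listed direction, 23 higher and 31 lower; 92 were so in Huh7 and 91 in HepG2, and 0 in the opposite direction in either line. An adjusted p-value under 0.05 in both lines was reached by all but 7 of these 123 genes over all genes tested and by 123 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. With a pseudocount of 0.1, 91 of the listed genes passed the thresholds in both lines, and 121 with limma-voom. The listed higher genes have a median GC content of 57.8% and the lower genes one of 41.1% (permutation test, two-sided p = 1e-05, the smallest that the permutations can give), against a median of 46.7% for all genes tested in Huh7. After the GC trend of each library was taken off, 138 of the 142 listed genes tested in Huh7 and 136 of the 136 tested in HepG2 kept the listed direction, and 25 passed the thresholds in both lines.

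**Figure D2:**
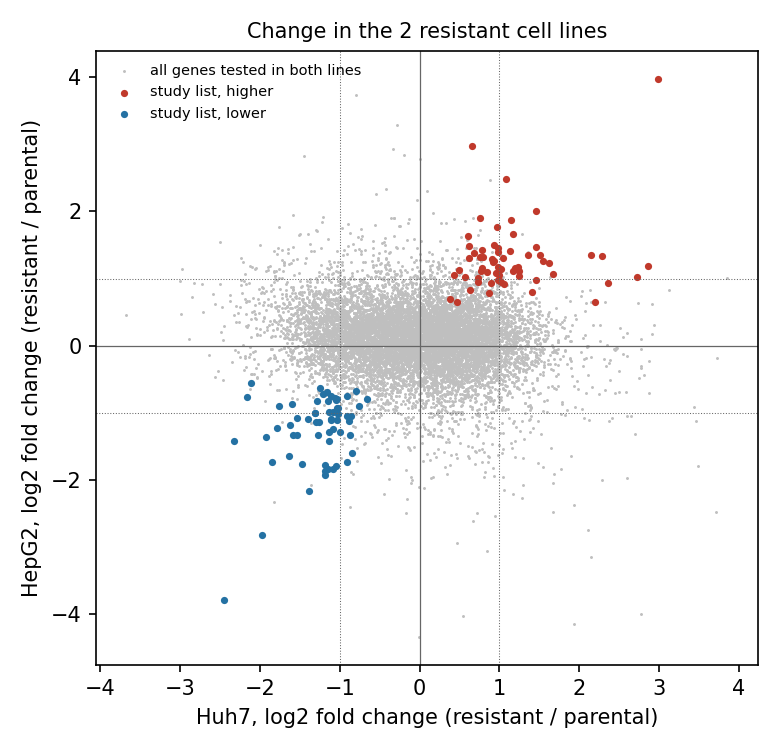
Log2 fold change (resistant against parental cells) in Huh7 (x axis) and HepG2 (y axis) of the 10688 genes tested in both lines (grey), with the listed higher (red) and lower (blue) genes of Figure S1D that were tested in both; dotted lines mark a log2 fold change of 1 in either direction. The 123 listed genes have the same sign in both lines, and 54 of them were differentially expressed in both.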

Finally, we obtained 161 genes from TKI-resistant HCC cells to establish MDH gene signatures (**Figures S1C, D**).

**Figure 1:**
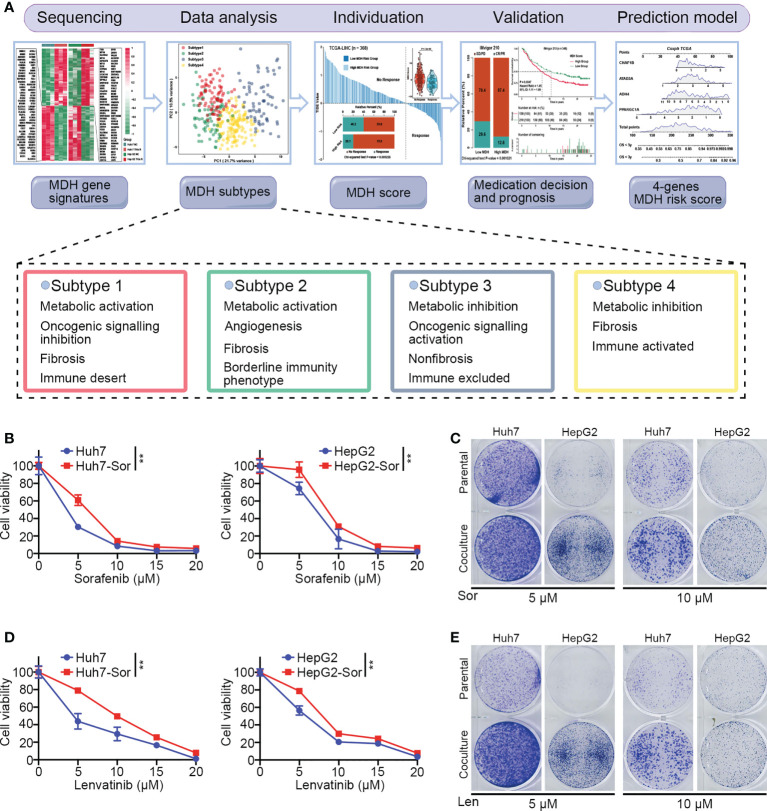
The culture of HCC sorafenib-resistant cell lines. **(A)** Schematic overview of the workflow in this study. **(B)** CCK-8 assays for parental HCC cells and corresponding sorafenib-resistant HCC cells treated with a range of concentrations of sorafenib. Cell viability was assessed 3 d after sorafenib treatment. **(C)** Clonogenic cell survival assay in specified cells treated with sorafenib for 24 h. **(D)** CCK-8 assays for parental HCC cells and corresponding sorafenib-resistant HCC cells treated with a range of concentrations of lenvatinib. Cell viability was assessed 5 d after lenvatinib treatment. **(E)** Clonogenic cell survival assay in specified cells treated with 10 μmol lenvatinib for 24 h. The asterisks in B and D represent the statistical p-value (**P< 0.01).

**Figure 2:**
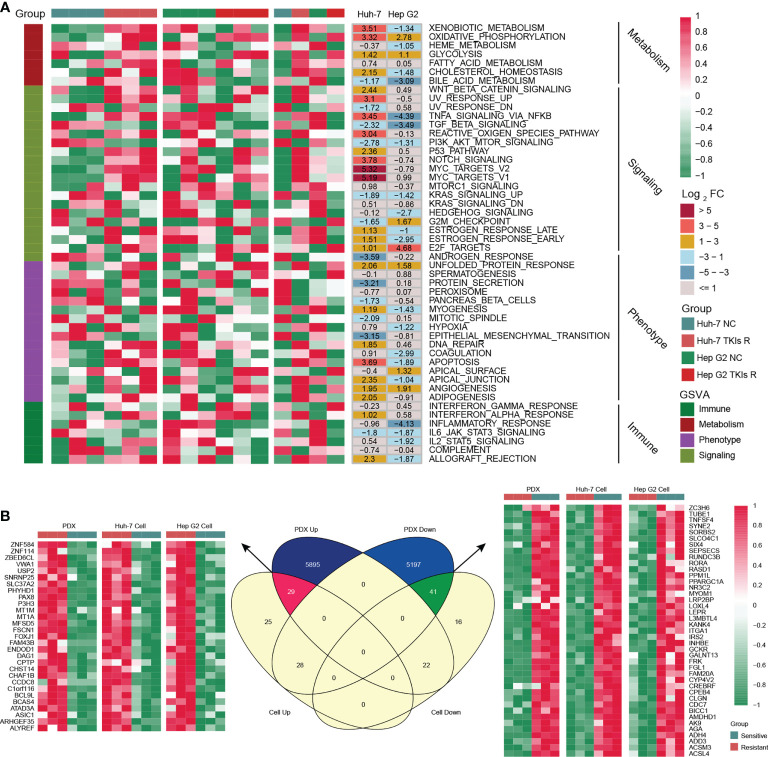
Generation of the MDH gene signatures. **(A)** GSEA enrichment analysis of differentially expressed genes (DEGs) between parental HCC cells and corresponding sorafenib-resistant HCC cells. **(B)** Venn diagram of MDH gene signatures acquired from the sorafenib-resistant PDX model and HCC cell lines.

To further screen potential key genes *in vivo* for constructing MDH gene signatures, we developed and induced a TKI-resistant PDX model of HCC by *in vivo* sorafenib injection. Importantly, consistent with the *in vitro* analysis, our transcriptome sequencing and GSEA analysis demonstrated that metabolism-related signalling pathways were also markedly enriched in the TKI-resistant PDX model (**Figure S1E**). GSVA further emphasized that metabolism-related signalling is the main enriched pathway in TKI-resistant HCC, while EMT signalling, the inflammatory response and IL2/STAT5 signalling are the critical characteristic pathways in TKI-sensitive HCC (**Figure S1F**). These results revealed that among the myriad of signalling pathways, alterations in metabolism-related signalling, tumour phenotype and tumour immunity were potentially crucial mechanisms of TKI resistance in HCC. 

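The 70 genes of Table S8 comprise 29 listed as higher and 41 as lower in the resistant cell lines of Figure S1D, and the PDX samples were not analysed here. In both cell lines, the mean FPKM of 70 of the 70 genes differed in the listed direction. Of the 53 tested in both lines, 22 were differentially expressed in both in that direction, 8 higher and 14 lower; 40 were so in Huh7 and 36 in HepG2. An adjusted p-value under 0.05 in both lines was reached by 51 over all genes tested and by 53 when adjusted over the list alone, which is not independent evidence. The count in both lines rose to 54 with limma-voom on reads calculated back and to 41 with a pseudocount of 0.1, and fell to 17 without HepG2 parental replicate 1. The median log2 fold change in Huh7 was 1.01 for the higher and -1.17 for the lower genes, and 0.56 and -0.77 after the GC trend of each library was taken off, with 57 of the 59 genes tested still in the listed direction. In HepG2, the corresponding medians were 1.08 and -1.06 before and 0.91 and -1.17 after, and 61 of 61 genes kept the direction. With the GC trend taken off, 11 genes passed the thresholds in both lines.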

Combined with previous *in vitro* results, we further screened 70 genes to construct MDH gene signatures (**Figure 2B** and **Table S8**).

### Unsupervised analysis of MDH gene signatures revealed four HCC subtypes

An unsupervised cluster analysis was performed using 368 HCC samples from the TCGA-LIHC dataset to recognize distinct HCC subtypes and investigate the potential value of screened MDH gene signatures in HCC. The consensus clustering algorithm determined the number and stability of clusters. This analysis revealed that the molecular profiles of HCC could be clustered into four distinct MDH subtypes (**Figure S2A**). PCA analysis further revealed significant distinctions in the transcriptional profiles among the four subtypes (**Figure 3A**). A combined heatmap was plotted to visualize MDH subtype gene expression levels and clinicopathological features to investigate the correlation between these subtypes and features in HCC (**Figure 3B**). Notably, we observed remarkable disparities in gene expression abundance among different MDH subtypes. Moreover, subtypes 3/4 were markedly associated with higher histological grade and more advanced staging in HCC, and subtype 3 was strongly associated with HBV infection. Subtypes 1/2/4 were all significantly associated with HCC fibrosis relative to subtype 3 (**Figure 3B**). Prognostic analysis of pairwise comparisons further indicated that patients with subtype 3 HCC had significantly worse overall survival rates than those with subtypes 1/2/4, while patients with subtype 1 had a relatively better prognosis than those with subtypes 3/4 (**Figure 3C**).

**Figure 3:**
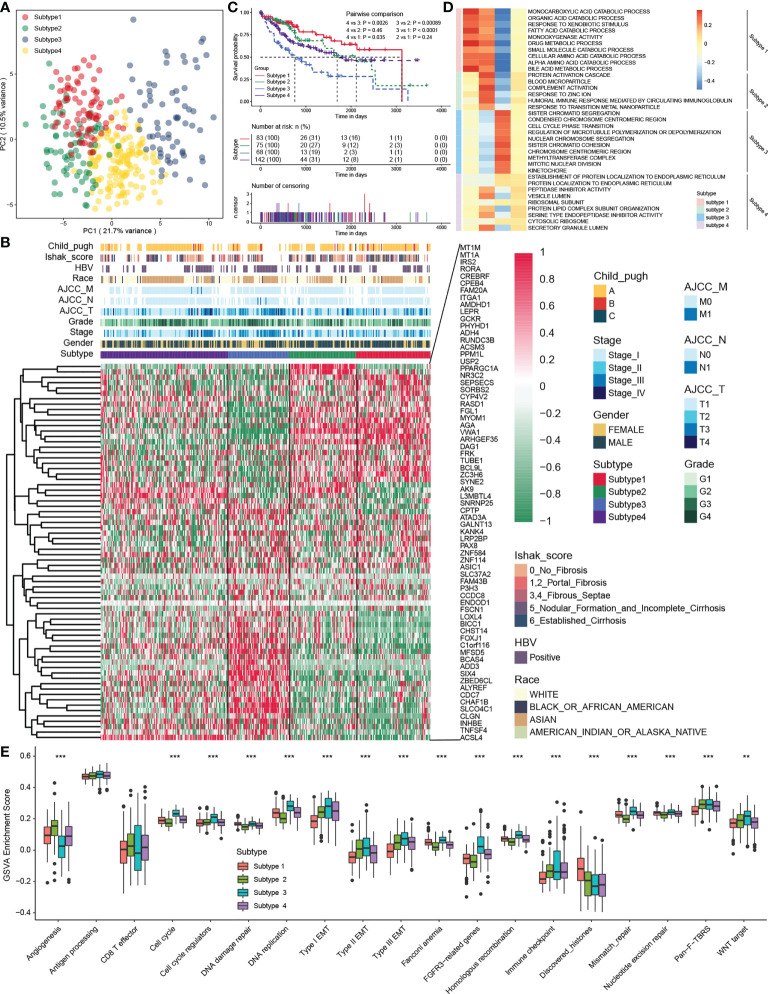
The four distinct MDH subtypes identified in HCC. **(A)** Principal component analysis for the transcriptome profiles in distinct MDH subtypes of the TCGA-LIHC cohort. **(B)** Unsupervised clustering of MDH gene signatures in the TCGA-LIHC cohort. **(C)** Survival analyses for distinct MDH subtypes of the TCGA-LIHC cohort. **(D)** GSVA enrichment analysis showing the activation states of biological pathways in distinct MDH subtypes of the TCGA-LIHC cohort. A heatmap was used to visualize these biological processes. **(E)** Differences in the expression of known signatures, including stromal activation-related signatures, tumour promotion-related signatures and immune activation-related signatures, in distinct MDH subtypes of the TCGA-LIHC cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. The asterisks represent the statistical p-value (**P< 0.01 and ***P< 0.001).

KEGG pathway enrichment analysis was performed utilizing the gene expression profiles of each MDH subtype from the TCGA-LIHC dataset to investigate the potential mechanisms contributing to the differences in clinical features and prognosis across MDH subtypes. Interestingly, the upregulated genes in subtype 1 were dramatically associated with tumour metabolism, including metabolic pathways and drug metabolism (**Figure S2B**), while tumour-associated signalling pathways, such as ECM receptor interaction, focal adhesion, the NFKB signalling pathway and the TNF signalling pathway, were markedly downregulated (**Figure S2C**). Conversely, the upregulated genes in subtype 3 were dramatically involved in tumour-associated signalling pathways, including the cell cycle, ECM receptor interaction, P53 signalling pathways, pathways in cancer, PI3K/AKT signalling pathways, focal adhesion and DNA replication (**Figure S2B**), while tumour metabolism in subtype 3 was remarkably suppressed (**Figure S2C**). Additionally, upregulated genes in subtype 2 and downregulated genes in subtype 1 were markedly enriched in tumour metabolism-related signalling, but genes in subtype 1/2 were not distinctly connected to oncogenic-associated signalling pathways (**Figures S2B, C**). We further presented a combined heatmap using GSVA to visualize the pathway differences between subtypes and the associations with clinical features of HCC, which also validated that metabolism-related signalling pathways were enriched in subtype 1, while oncogenic signalling pathways such as cell cycle and DNA replication were enriched in subtype 3 (**Figure 3D** and **Figure S3A**). Notably, GSVA enrichment analysis of the indicated pathway sets revealed that subtype 3 not only had the most remarkable correlation with signalling pathways such as the cell cycle, DNA replication, and EMT signalling but also had a strong association with tumour immune checkpoints, while subtype 2 was significantly correlated with angiogenesis (**Figure 3E**). In brief, our analysis revealed that HCC could be clustered into four distinct subtypes as shown in **Figure 1A**, namely, subtype 1, metabolic activation, oncogenic signalling inhibition, and fibrosis; subtype 2, metabolic activation, angiogenesis, and fibrosis; subtype 3, oncogenic signalling activation, metabolic inhibition, and nonfibrosis; and subtype 4, metabolic inhibition and fibrosis.

### Immune microenvironmental characteristics of four MDH subtypes in HCC

Significant progress has been recently achieved by combining immunotherapy and TKIs to treat HCC (29), illustrating the importance of the immune microenvironment in HCC therapy. Studies have revealed that tumours with a higher TMB are more responsive to immunotherapy (30). Our results suggested that the overall TMB of subtype 1 was markedly higher than that of other subtypes with mutations mainly derived from CTNNB1 gene (**Figures 4A, B**), while the mutation of P53 gene in subtype 3 was remarkably more frequent than that of other subtypes (**Figure 4B**). Next, we analysed the association of each subtype with the tumour immune microenvironment. Based on the ESTIMATE algorithm, subtype 1 had the poorest immune cell infiltration and stromal cell proportions and had the worst ESTIMATE score relative to other subtypes. Moreover, there were no statistical differences in immune cell infiltration between subtypes 2, 3 and 4, whereas subtype 2 had comparatively higher levels of stromal cell infiltration and ESTIMATE scores (**Figure S4A**). According to previously published methods (12, 25), we further calculated the types of infiltrating immune cells for each subtype and performed pairwise comparisons to further elucidate the differences in immune cells between subtypes. Consistently, the analysis indicated that subtype 1 had an extremely poor innate immune cell infiltration compared to subtypes 2/3/4, including T cells, B cells, natural killer cells, macrophages, eosinophils, mast cells, monocytes, MDSCs, and plasmacytoid dendritic cells (**Figure 4C**). Most solid tumours exhibit three main immunological phenotypes, termed immune inflamed, immune excluded and immune desert (31). Thus, MDH subtype 1 in HCC was classified as an immune desert. Indeed, an overall decrease in the expression of MHC molecules, adhesion molecules and immune checkpoints in subtype 1 was further confirmed (**Figure 4D**).

**Figure 4:**
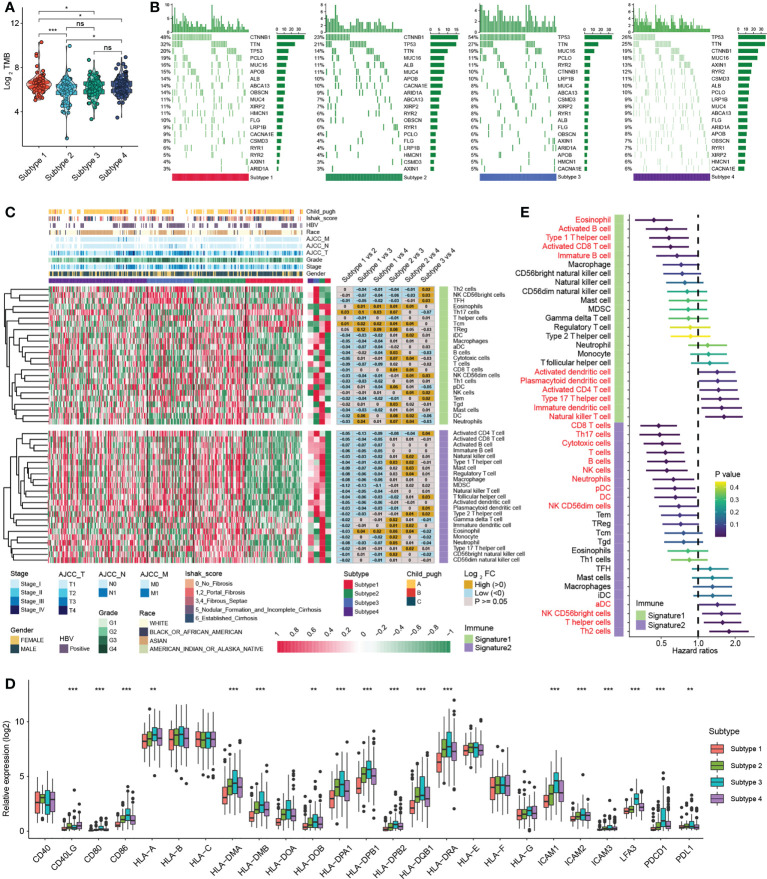
Immune infiltration analysis of distinct MDH subtypes in the TCGA-LIHC cohort. **(A)** Tumour mutation burden (TMB) in distinct MDH subtypes of the TCGA-LIHC cohort. **(B)** The gene mutation frequency in distinct MDH subtypes of the TCGA-LIHC cohort. Each column represents individual patients. The upper bar plot shows TMB. The number on the right indicates the mutation frequency in each gene. The right bar plot shows the proportion of each variant type. **(C)** Unsupervised clustering of two previously published immune cell gene signatures in distinct MDH subtypes of the TCGA-LIHC cohort. **(D)** Differences in the expression of MHC molecules, costimulatory molecules and adhesion molecules in distinct MDH subtypes of the TCGA-LIHC cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. The asterisks represent the statistical p-value (**P< 0.01 and ***P< 0.001). **(E)** Survival analyses for two previously published immune cell gene signatures based on the TCGA-LIHC cohort.

In contrast, natural killer CD56^+^ cells, Th2 cells, plasmacytoid dendritic cells (DCs) and activated CD4 T immune cells were abundant in subtype 3 (**Figure 4C**). Our prognostic analysis implied that natural killer CD56^+^ cells, Th2 cells, plasmacytoid DCs and activated CD4 T immune cell infiltration were negative factors for HCC patients (**Figure 4E**). Notably, MHC molecules and adhesion molecules were more abundant in HCC subtype 3 than in subtypes 1/2/4 (**Figure 4D**). Moreover, PD1 and PD-L1 expression levels were dramatically increased in subtype 3. Cytokines with analogous expression trends include CD80 and CD86, ligands for CTLA-4 (**Figure 4D**). In theory, subtype 3 should be the tumour type with a better immune response in HCC; however, patients with subtype 3 did not display a matching survival advantage (**Figure 3C**). Previous studies have identified that tumours with an immune-excluded phenotype also exhibit infiltration of abundant immune cells, whereas these immune cells are retained in the stroma surrounding tumour cell nests rather than penetrating the parenchyma (31). Stromal activation is an essential driver of T-cell suppression (32). Our ESTIMATE analysis indicated that subtype 3 was markedly associated with stromal cell infiltration (**Figure S4A**). Our GSVA further implied that subtype 3 was associated with dramatically enhanced stromal activation, including increased levels of TGF-β signalling and EMT signalling (**Figure S3A**). Thus, MDH subtype 3 in HCC was classified as immune-excluded.

Furthermore, subtype 2 and subtype 4 contained abundant activated CD8 T cells, activated B cells, immature B cells and eosinophil cells, and HCC subtype 2 contained abundant DCs, including activated DCs (aDC), immature DCs (iDC), and plasmacytoid DCs (pDC) (**Figure 4C**). Our prognostic analysis implied that activated CD8 T cells, activated B cells and immature B cells, eosinophils and plasmacytoid DC infiltration were protective factors in HCC, while activated DCs and immature DCs were detrimental factors (**Figure 4E**). DCs are responsible for antigen presentation and the activation of naive T cells, bridging innate and adaptive immunity, and their activation depends on the expression levels of MHC molecules, costimulatory molecules, and adhesion molecules (24). Our analysis indicated that the expression of MHC molecules, costimulatory molecules and adhesion molecules was indeed somewhat higher in subtype 2 than in subtypes 1/4 (**Figure 4D**). However, we noticed that subtype 2 HCC had more abundant stromal cell infiltration than subtype 1/4 (**Figure S4A**), and angiogenesis was also enriched in subtype 2 (**Figure 3E**), suggesting that stromal cells in subtype 2 HCC were also partially activated. Therefore, subtype 4 was classified as immune-activated HCC, while subtype 2 was classified as at the borderline between immune-activated and immune-excluded.

### The MDH score predicts the TKI response and prognosis in HCC

The ferroptosis index and mRNAsi are also scores used to measure tumour malignancy (10, 11). Notably, the mRNAsi score and ferroptosis index of HCC were significantly higher than those of nontumor liver tissues, indicating that tumour stemness and ferroptosis susceptibility in HCC were markedly higher than those of nontumor tissue (**Figures S5A, B**). Notably, subtype 3 had a higher ferroptosis index than subtypes 1/2/4 (**Figure S5A**), but the mRNAsi across subtypes could not be completely distinguished (**Figure S5B**). Combined with previous ESTIMATE scores (**Figure S4A**), these results indicated that although MDH gene signatures can classify HCC into four subtypes with individual features, there are restrictions in quantifying various known features in HCC. We speculated that each gene in the MDH gene signature has different weights in predicting malignancy and individuality characteristics in HCC. Additionally, the above analysis was only based on the HCC patient population and could not precisely forecast and quantitate the gene expression patterns of individual patients. Considering the individual heterogeneity and complexity of HCC, we constructed an MDH score based on the PCA-score algorithm to group each HCC patient and provide appropriate clinical guidance (33).

We first confirmed that there were remarkable differences in MDH scores among each subtype: subtype 3> subtype 4> subtype 2> subtype 1 (**Figure 5A**). We then divided the HCC patients in the TCGA-LIHC database into two groups according to the MDH score to facilitate subsequent analysis (**Figure 5B**). The patients with high MDH scores were mainly derived from subtype 3/4 HCC, while those with low MDH scores mostly originated from subtype 1/2 HCC (**Figure S5C**). We found that a high MDH score in HCC was dramatically associated with a high ferroptosis index and mRNAsi score (**Figures 5C, D**), and the correlation analysis revealed that the MDH score was remarkably positively correlated with the ferroptosis index and mRNAsi score (**Figure 5D**). We calculated the MDH scores of established TKI-resistant HCC cell lines and HCC TKI-resistant PDX models to further validate our results. The results indicated a significant distinction in the gene transcription profiles between the MDH score groups. Moreover, MDH scores were considerably higher in TKI-resistant HCC than in TKI-sensitive HCC, and MDH scores were significantly positively associated with the ferroptosis index and mRNAsi score (**Figures S5D, S5E**). 

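The MDH score, the sum of both components for the cell line samples, was 3.61 ± 0.81 (SD, n = 3) in resistant and -10.31 ± 1.75 (SD, n = 3) in parental Huh7 cells, a difference of 13.92. In HepG2, it was 9.87 ± 1.86 in resistant and -3.17 ± 1.88 in parental cells (SD, n = 3 each), a difference of 13.04. The groups did not overlap in either line (two-sided exact permutation test, p = 0.1 in each line, the smallest that 3 samples against 3 allow). In a permutation test within both lines together, the difference had p = 0.005, the smallest that the 400 arrangements allow. The genes were chosen on these samples, so this difference is not independent evidence. The alternative that moved the difference most was removal of the GC trend of each library, with 10.41 in Huh7 and 15.96 in HepG2. The ferroptosis index, the enrichment score of the positive list minus that of the negative list of Table S7, was computed from the 8 of 12 positive and 4 of 4 negative genes that passed the filter. It was -0.56 ± 0.29 in resistant and -0.05 ± 0.24 in parental Huh7 cells, and -0.01 ± 0.12 in resistant and 0.72 ± 0.37 in parental HepG2 cells (SD, n = 3 each). The differences of -0.52 and -0.73 had p = 0.1 in each line (two-sided exact permutation test, the smallest possible) and p = 0.005 within both lines together, and the Huh7 difference was -0.12 after the GC trend was taken off and -0.26 without Huh7 resistant replicate 1. The score of the negative list rose by 0.66 in Huh7 and 0.48 in HepG2 (exact permutation test, p = 0.1 each), while that of the positive list changed by 0.15 (p = 0.3) and -0.25 (p = 0.2). The samples form 4 separate groups of 3, so no correlation between the MDH score and the index was computed across them. The mRNAsi score was not computed here. From the scores of the resistant cell lines, the PDX model and further datasets, the paper concludes that a higher MDH score goes with increased TKI resistance, higher tumour stemness and reduced ferroptosis susceptibility.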

Consistently, datasets from the GEO database were utilized to confirm the potential value of MDH scores in discriminating gene expression profiles and predicting TKI responses, the ferroptosis index and the mRNAsi score (**Figures S5F, S5G**). These results revealed that higher MDH scores in HCC were associated with increased TKI resistance, higher tumour stemness and reduced ferroptosis susceptibility. More importantly, clinical analysis indicated that HCC with a high MDH score was dramatically correlated with a higher histological grade and Ishak score (**Figure S5C**). Moreover, HCC patients with high MDH scores had markedly worse overall survival outcomes than those with low MDH scores (**Figure 5E**). The GSVA further implied that P53 signalling, ROS signalling, oxidative phosphorylation, glycolysis, IL2/STAT5 signalling, and DNA repair were remarkably activated in HCC with high MDH scores, while KRAS signalling, angiogenesis, adipogenesis and fatty acid metabolism were inhibited (**Figure 5F**).

**Figure 5:**
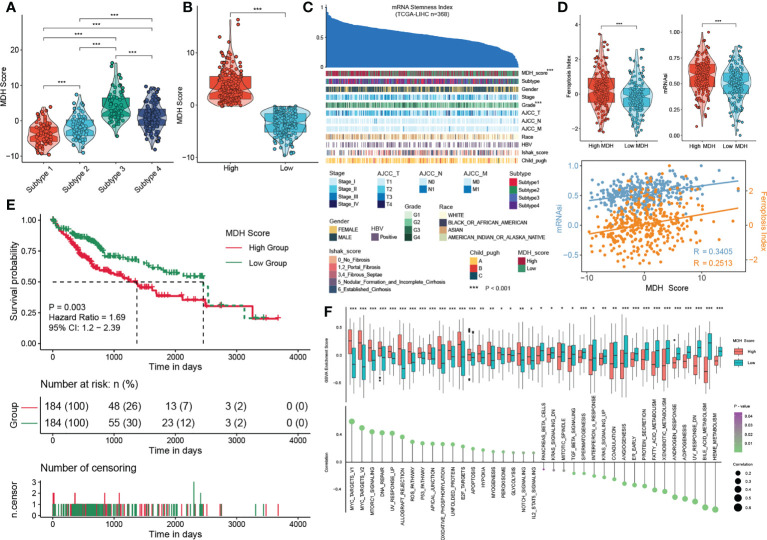
Construction of the MDH score. **(A)** MDH score of distinct MDH subtypes in the TCGA-LIHC cohort. **(B)** The TCGA-LIHC cohort was divided into two groups based on median expression values of MDH scores. **(C)** An overview of the association between known clinical features and mRNAsi in patients in the TCGA-LIHC cohort. Columns represent samples sorted by mRNAsi from low to high (top row). Rows represent known clinical and molecular features. **(D)** mRNAsi score and ferroptosis index in the MDH high- or low-score groups of the TCGA-LIHC cohort. Correlation analysis of mRNAsi scores, ferroptosis index and MDH score in patients in the TCGA-LIHC cohort. **(E)** Survival analyses for MDH high- or low-score groups of the TCGA-LIHC cohort. **(F)** GSVA enrichment analysis showing the activation states of biological pathways in the MDH high- or low-score groups. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. The asterisks in A, B, D and F represent the statistical p-value (*P< 0.05; **P< 0.01 and ***P< 0.001).

### The MDH score predicts the response to immunotherapy in HCC

Next, we evaluated the relationship between MDH scores and immune cell infiltration using the ESTIMATE algorithm (13). No significant distinction was found in stromal cells between the two groups of HCC patients, but both immune cell infiltration and ESTIMATE scores were higher in HCC with high MDH scores than in HCC with low MDH scores (**Figure S6A**). Notably, MDH scores were markedly positively correlated with CD8 T cell, CD4 T cell, NK cell, B cell, DC and macrophage infiltration but significantly negatively correlated with eosinophil cell infiltration in HCC (**Figures S6B, C**). However, as previously stated, HCC patients with higher CD8 T cell, B cell and pDC infiltration had a better prognosis than HCC patients with lower CD8 T cell, B cell and pDC levels (**Figure 4E**), which appears to contradict the true overall survival time of HCC patients. This contradictory actual overall survival outcome implied that patients with high MDH scores may have an immune-excluded phenotype. Supporting insights also included that the expression levels of MHC molecules, costimulatory molecules, and adhesion molecules in high-MDH-score HCC patients were comprehensively elevated (**Figures 6A**, **S6D**), and the MDH score was positively correlated with the expression levels of PD1, CD80 and CD86 (**Figure 6A**).

**Figure 6:**
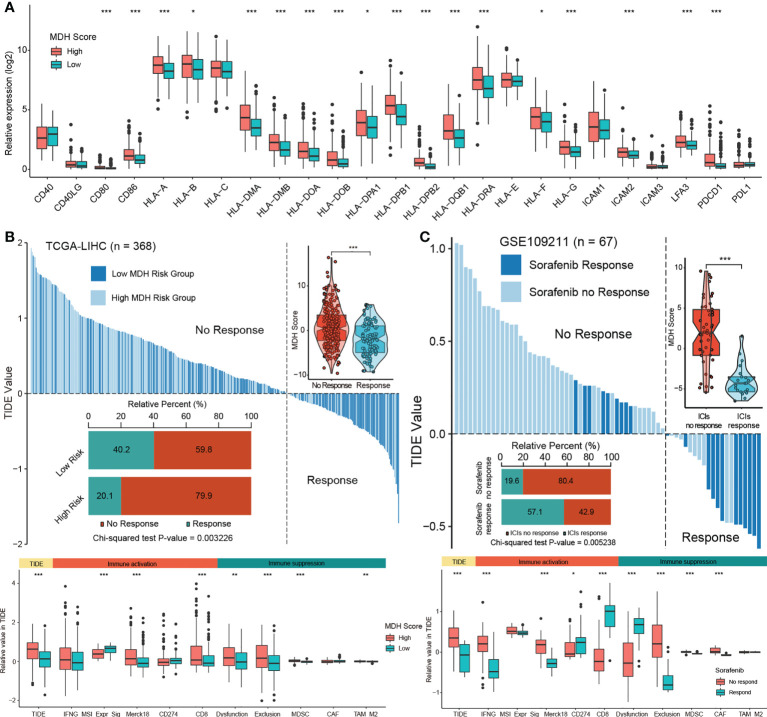
The MDH score predicts the immunotherapy response in HCC. **(A)** Differences in the expression of MHC molecules, costimulatory molecules and adhesion molecules in the MDH high- or low-score groups of the TCGA-LIHC cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. **(B)** TIDE value of MDH high- or low-score groups of TCGA-LIHC cohort. **(C)** TIDE values of sorafenib responders and nonresponders in the GSE109211 cohort. The chi-square test was used to calculate significant differences in **(B, C)** The asterisks represent the statistical p-value (*P< 0.05; **P< 0.01 and ***P< 0.001).

To further evaluate whether MDH scores could predict immunotherapy response in HCC, we applied the TIDE algorithm to the TCGA-LIHC dataset. Studies have suggested that high TIDE scores are associated with poorer immune checkpoint inhibition treatment efficacy and worse overall survival outcomes in patients treated with anti-PD1 and anti-CTLA4 (27). Importantly, there is a strong positive correlation between MDH scores and TIDE scores (**Figure 6B**), indicating that HCC patients with high MDH scores respond poorly to immunotherapy. Moreover, our results suggested that MDH scores were positively correlated with CD8 and T cell inflamed (Merck18) levels and negatively correlated with microsatellite steady-state (MSI). We also observed that the MDH score was positively correlated with MDSC and TAM-M2 cell levels. Meanwhile, the MDH score was directly correlated with immune dysfunction and exclusion (**Figure 6B**), further supporting that HCC with a high MDH score is tightly associated with the immune-excluded phenotype. TIDE analysis of a testing dataset GSE109211 further demonstrated that HCC with a high MDH score, although responsive to sorafenib, was markedly less responsive to immunotherapy (**Figure 6C**). Correlation analysis also indicated that HCC with a high MDH score contained abundant immunosuppressive cells, including MDSCs and CAFs. Importantly, HCC with a high MDH score was indeed significantly positively correlated with immune dysfunction and exclusion (**Figure 6C**). These results revealed that HCC patients with a high MDH score had more immune cell infiltration than those with a low MDH score, but most of the cells were immune-escape and immunosuppressive cells; thus, HCC patients with a low MDH score responded better to immunotherapy.

### Validation of the MDH score for therapy selection in HCC

To ascertain the validity of the MDH score for immunotherapy evaluation, we utilized the ICGC-LIHC dataset as a test dataset to validate our above results. We first confirmed that low MDH scores exhibited significant clinical benefits and remarkably prolonged survival compared with high MDH scores in HCC (**Figure 7A**). TIDE scores were then determined for ICGC-LIHC samples, and the results suggested that high MDH scores were indeed associated with high TIDE scores and poorer immune responses in HCC (**Figure 7B**). Consistent with the TCGA analysis, HCC with high MDH scores had higher proportion of immunosuppressive infiltrating cells, including MDSCs and CAFs (**Figure 7B**). High MDH scores in ICGC-LIHC samples were also positively correlated with immune exclusion (**Figure 7B**). Moreover, high MDH scores in ICGC-LIHC samples were markedly positively correlated with high CD8 T cell and B cell levels and negatively correlated with eosinophil cell levels in HCC (**Figure S7A**), and high MDH scores caused comprehensive elevated expression of MHC molecules, costimulatory molecules, and adhesion molecules in HCC (**Figure S7B**). Consistent results also included pathway enrichment analysis, with the analysis of ICGC-LIHC samples indicating that high MDH scores were positively correlated with the cell cycle, EMT signalling and DNA replication and adversely correlated with angiogenesis (**Figure 7C**).

**Figure 7:**
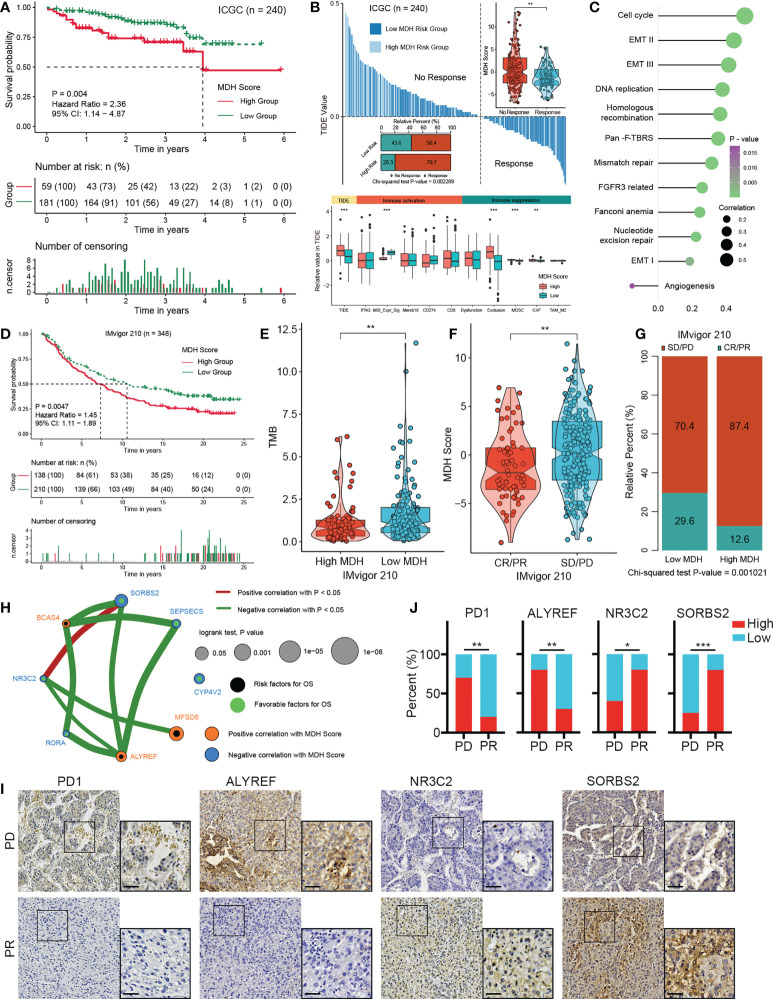
Validation of the MDH score for the immunotherapy response in HCC. **(A)** Survival analyses for MDH high- or low-score groups of the ICGC-LIHC cohort. **(B)** TIDE value of MDH high- or low-score groups in the ICGC-LIHC cohort. The chi-square test was used to calculate significant differences. **(C)** Differences expression of known signatures, including stromal activation-related signatures, tumour promotion-related signatures and immune activation-related signatures, in the MDH high- or low-score groups of the ICGC-LIHC cohort. **(D)** Survival analyses for MDH high- or low-score groups of the IMvigor210 cohort. **(E)** TMB score in the MDH high- or low-score groups of the IMvigor210 cohort. **(F)** MDH score in complete response/partial response (CR/PR) patients and stable disease/progressive disease (SD/PD) patients in the IMvigor210 cohort. **(G)** Correlation analysis of the MDH score with TKI response in the IMvigor210 cohort. The chi-square test was used to calculate significant differences. **(H)** The interaction between 8 hub genes in the MDH gene signatures of the TCGA-LIHC cohort. **(I)** Representative IHC images of PD1, ALYREF, NR3C2 and SORBS2 staining in sorafenib sensitive- and resistant- groups from our HCC cohort. Scale bar denotes 40 μm. **(J)** Correlation analysis of sorafenib sensitivity and the expression of specified proteins. The asterisks in B, E, F and J represent the statistical p-value (*P< 0.05; **P< 0.01 and ***P< 0.001).

We further investigated whether MDH scores could predict patient response to immune checkpoint blockade therapy based on a published immunotherapy cohort (IMvigor210). As expected, a survival benefit trend was observed in the anti-PD-L1 immunotherapy cohort of patients with low MDH scores (**Figure 7D**). Moreover, patients with low MDH scores had relatively higher TMB (**Figure 7E**). Importantly, the clinical response to anti-PD-L1 immunotherapy and prominent therapeutic advantages were validated in patients with low MDH scores compared with patients with high MDH scores (**Figures 7F, G**). Moreover, patients with high MDH scores exhibited markedly higher expression of PD1, PD-L1, CD80 and CD86, which indicated that an immune-excluded phenotype may also be present in metastatic urothelial carcinoma (**Figure S7C**). Inconsistent with HCC, high MDH scores in IMvigor210 cohorts were significantly positively correlated not only with CD8 T cells and B cells but also with eosinophil cells and NK cells (**Figure S7D**). Moreover, GSVA suggested that high MDH scores were positively correlated with EMT signalling, immune checkpoints, angiogenesis and CD8 effectors and negatively correlated with the cell cycle and DNA replication (**Figure S7E**). These biological differences may be due to tumour origin and heterogeneity.

We further analysed the association between individual genes in MDH gene signatures with MDH scores and prognosis in HCC. We found that 55 genes in the MDH gene signatures were statistically significantly associated with the MDH score, 26 of which were positively correlated and 29 negatively correlated (**Figure S8A**). Moreover, 35 of the 70 genes could be used individually as prognostic genes for HCC patients, of which 12 genes were prognostic protective factors and 23 genes were adverse prognostic factors (**Figure S8B**). We further screened 8 hub genes (**Figure 7H**), three positive correlations and five negative correlations with MDH score and immune checkpoints (**Figures 7H**, **S8C**). Consistent correlation analysis results with immune checkpoints were also confirmed using ICGC-LIHC samples (**Figure S8D**). Importantly, the IHC results of our cohort validated that PD-1 expression was markedly more abundant in TKI-resistant HCC than in TKI-sensitive HCC (**Figures 7I, J**). We then validated the correlation of three Hub genes with sorafenib resistance using our HCC cohort. A positive correlation between sorafenib resistance and ALYREF protein expression, and a negative correlation between sorafenib resistance and NR3C2 or SORBS2 protein expression was obtained in our HCC cohort (**Figures 7I, J**), further supporting the relevance of the hub genes to sorafenib resistance in HCC. Furthermore, a positive correlation between PD-1 levels and ALYREF protein expression and a negative correlation between PD-1 levels and NR3C2 or SORBS2 protein expression were obtained in our HCC cohort (**Figure S8E**).

### Construction of a nomogram predicting OS in HCC based on a simplified MDH risk score

To further simplify the MDH score and facilitate the clinical application of MDH scores, we applied an iterative LASSO Cox regression model (28). A 4-gene MDH risk score (**Figures 8A**, **S9A**) then was obtained, MDH Risk score=0.19961×ATAD3A+0.19332×CHAF1B-0.07906×ADH4-0.18327×PPARGC1A. Using TCGA-LIHC data, we confirmed that the MDH risk score can be used as an alternative diagnostic predictor of the MDH score, with an AUC of 0.659 (**Figure S9B**), and that it could also be used as a prognostic predictor for HCC (**Figure S9C**). Moreover, using the Human Protein Atlas, we confirmed that HCC with a high MDH risk score had significantly higher protein levels of ATAD3A and CHAF1B and relatively lower protein levels of ADH4 (**Figure 8B**), but PPARGC1A was not found on the website. Importantly, the correlation between the MDH score and MDH risk score was 0.68, indicating that the MDH risk score could replace the MDH score in clinical application (**Figure S9D**). Univariate and multivariate analyses were performed on the four genes, and a nomogram capable of predicting the 3- or 5-year survival probability and mortality risk of HCC patients was finally constructed (**Figures 8C**, **S9E**). The calibration curves at 3 and 5 years indicated good consistency between the prediction by the nomogram and actual overall survival outcomes (**Figure 8D**). We further calculated the MDH risk score for each HCC patient in the ICGC-LIHC dataset and compared the survival difference between the high MDH risk group and the low MDH risk group. Importantly, the results suggest that the MDH risk score can better predict the overall prognosis of HCC patients than the MDH score (**Figures 8E**, **7A**), which further proves the clinical value of the MDH risk score in predicting the outcome of HCC patients.

**Figure 8:**
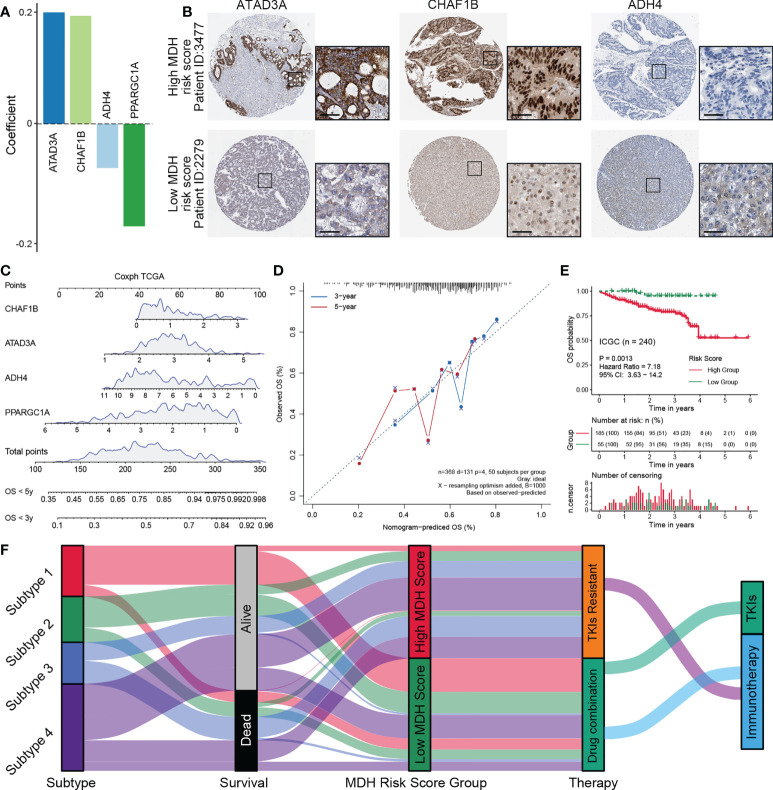
Construction of a nomogram predicting OS outcomes based on the MDH risk score in the TCGA-LIHC cohort. **(A)** Coefficients of 4 genes involved in the prognostic signatures. **(B)** Representative IHC images of ATAD3A, CHAF1B and ADH4 in MDH high- or low-score groups from the Human Protein Atlas. Scale bar denotes 50 μm. **(C)** Nomogram to predict the 3‐y and 5‐y overall survival of HCC patients. **(D)** Calibration curve for the comprehensive survival nomogram model in the TCGA-LIHC cohort. The dashed diagonal line represents the ideal situation, and the blue and red lines represent the 3‐y and 5‐y observed nomograms, respectively. **(E)** Survival analysis for the MDH risk score in the ICGC cohort. **(F)** Alluvial diagram showing the association of the MDH subtype with patient survival status, MDH score and individualized therapy.

## Discussion

Immune checkpoint inhibition has revolutionized the cancer therapy paradigm, but effective durable responses are still observed in only a minority of patients, sometimes with severe side effects (34). Although the TKI resistance mechanisms in HCC have been extensively explored, comprehensive analysis based on the transcriptomic data of TKI-resistant HCC remains lacking. Comprehensive analysis of RNA transcripts greatly contributes to tissue deconstruction, provides a clear understanding of transcriptome-specific variations across various HCC subtypes and treatment responses, elucidates the mechanisms of therapeutic resistance to TKIs and immunotherapies and identifies novel therapeutic strategies.

Unlike previous reports, the MDH subtypes presented in our study were segregated into clusters defined by distinct signalling pathways and unique immune cell compositions. These MDH subtypes facilitated the interpretation of the underlying mechanisms of TKI resistance in HCC and revealed the intrinsic connections of the tumour immune microenvironment described among each subtype. Previous studies have revealed that the biological processes, stroma, and immunological activities of the immune microenvironment in various cancers are remarkably similar (35). Notably, four MDH subtypes could also be classified into four immunological subtypes with markedly distinct immune cell infiltration characteristics. Moreover, the observed MDH subtypes share multiple similarities with immune clusters identified in previous studies, reflecting or expanding those patterns. The stromal components and cytokines classified subtype 1 as an immune desert. Notably, the prognosis of subtype 1 was relatively good compared to subtype 2/3/4, which may be associated with marked suppression of oncogenic signalling pathways and effective response to TKIs in subtype 1 of HCC. In addition, subtypes 2/3/4 all had abundant immune cell infiltration and cytokine expression, which were strikingly separated by stromal activation level, immunosuppressive profile and mutational burden. Subtype 4 exhibits a consistent immune-activated phenotype accompanied by massive immune cell infiltration. However, subtype 3 clearly displayed a similar pattern to the immune-excluded phenotype, with marked stromal cell infiltration and activation and the worst prognosis in HCC patients. Subtype 2 showed similarities to the immune-enriched subtype but also had an angiogenic, fibrotic phenotype and was therefore classified as at the borderline between immune-activated and immune-excluded. The overall survival of HCC patients also reflects that the prognosis of subtype 4 is inferior to that of subtype 2. Our proposed MDH typing differs from previous ideas of cancer immunograms or cancer-immune set points, providing new insights for drug selection and mechanism exploration in HCC.

Immune checkpoint therapy is currently only recommended as the first-line treatment for HCC in clinical practice (36), but individualized advice is not explicitly proposed. Precision therapy can remarkably improve patient outcomes (37); thus, *a priori* identification of responders is urgently needed. Here, we further proposed an MDH score to predict the response to immunotherapy. Our study revealed that immune cell infiltration was more abundant in HCC with high MDH scores, and a high MDH score was significantly positively correlated with high expression of PD1, PDL1, CD80 and CD86. However, HCC with high MDH scores responded poorly to immune checkpoint blockade, which was mainly associated with the infiltration of stromal cells. Therefore, immune checkpoint blockade with concomitant inhibition of stromal cell activity or stromal signalling may be a beneficial therapeutic strategy for HCC patients with high MDH scores. Additionally, transcriptome profiling and clinical validation suggested that HCC patients with low MDH scores could benefit from TKIs and immunotherapy. Notably, patients with low MDH scores mostly had subtype 1, with an immune desert phenotype, suggesting that immune cell infiltration is not the only reference factor affecting the immune response and patient prognosis. Our results suggest that the TMB of subtype 1 was significantly higher than that of other subtypes, while stromal cell infiltration was significantly lower than that of other subtypes. Meanwhile, patients with low MDH scores also presented with higher eosinophilic infiltration and microsatellite instability. These results indicate that a comprehensive assessment of various markers, rather than individual factors or cells, would more accurately reflect the complexity and dynamics of the immune microenvironment and better describe its prognosis. Our proposed MDH score for predicting the efficacy of immunotherapy has been validated with different datasets and our HCC patient samples, which also indicates that our MDH score is superior in partial predictive performance to assessing tumor immunotherapy response based only on a single index.

Although multiomics studies have become more accessible and widespread over the past decade (38, 39), clinical tools that can be applied to medication decision-making for HCC patients are still lacking. To address this demand, we constructed an MDH risk score and nomogram using an iterative LASSO Cox regression model, which greatly reduces clinical effort, simplifies the prediction process and is worthy of large-scale clinical application. More importantly, MDH risk scores retain the predictive abilities of the MDH score, providing a global summary of all potential targetable alterations and mechanisms for characterizing each HCC, further providing a simple and reasonable selection for personalized treatment. However, our study also has certain limitations. Since immunotherapy has only been applied to the systemic treatment of HCC in the past two years, we did not have enough HCC samples to verify the validity of the MDH score in predicting response to immunotherapy. Thus, we only applied a public dataset containing clinical outcomes of immunotherapy for validation and analyzed the correlation of huh genes using our HCC samples. Next, we will conduct prospective clinical trials to further explore the clinical significance of MDH score and MDH risk score.

## Conclusions

In conclusion, as shown in **Figures 1A**, **8F**, this study proposed a new subtyping model for HCC and deeply investigated the underlying mechanisms of TKI resistance and the cellular infiltration characteristics of the tumour microenvironment. The MDH score might help to evaluate individualized therapy and overall survival outcomes for HCC patients, providing important clinical guidance for medication decision-making for HCC patients.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE213615.

## Ethics statement

This clinical sample study was approved by the Ethics Committee on Biomedical Research, West China Hospital of Sichuan University. The patients/participants provided their written informed consent to participate in this study. Animals received humane care, and the Institutional Animal Care and Use Committee (IACUC) approved all animal experiments.

## Author contributions

JYY, YS and LY designed the project, analyzed results and interpreted data. ZL and JSY performed the bioinformatics analysis and wrote the manuscript. ZW provided experimental assistance. JYY, YS and LY supervised the project. All authors read and approved the final manuscript.

## Funding

This work was supported by grants from the National Natural Science Foundation of China (no. 82070674), the Sichuan Province Science and Technology Department Project (no. 2019YFG0036), the 1.3.5 Project for Disciplines of Excellence, West China Hospital, Sichuan University (no. ZY2017308).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] SungHFerlayJSiegelRLLaversanneMSoerjomataramIJemalA. Global cancer statistics 2020: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA. Cancer J Clin (2021) 71(3):209–49. doi: 10.3322/caac.21660 33538338

[2] AkceMEl-RayesBFBekaii-SaabTS. Frontline therapy for advanced hepatocellular carcinoma: an update. Therap. Adv Gastroenterol (2022) 15:1–12. doi: 10.1177/17562848221086126 PMC900637035432597

[3] ReigMFornerARimolaJFerrer-FàbregaJBurrelMGarcia-CriadoÁ. BCLC strategy for prognosis prediction and treatment recommendation: The 2022 update. J Hepatol (2022) 76(3):681–93. doi: 10.1016/j.jhep.2021.11.018 PMC886608234801630

[4] ZhangCHLiMLinYPGaoQ. Systemic therapy for hepatocellular carcinoma: Advances and hopes. Curr Gene Ther (2020) 20(2):84–99. doi: 10.2174/1566523220666200628014530 32600231

[5] LlovetJMRicciSMazzaferroVHilgardPGaneEBlancJF. Sorafenib in advanced hepatocellular carcinoma. N Engl J Med (2008) 359(4):378–90. doi: 10.1056/NEJMoa0708857 18650514

[6] AwosikaJSohalD. A narrative review of systemic treatment options for hepatocellular carcinoma: state of the art review. J Gastrointest Oncol (2022) 13(1):426–37. doi: 10.21037/jgo-21-274 PMC889975235284102

[7] ChengALHsuCChanSLChooSPKudoM. Challenges of combination therapy with immune checkpoint inhibitors for hepatocellular carcinoma. J Hepatol (2020) 72(2):307–19. doi: 10.1016/j.jhep.2019.09.025 31954494

[8] SchneiderBPJiangGBallingerTJShenFChitambarCNandaR. BRE12-158: A postneoadjuvant, randomized phase II trial of personalized therapy versus treatment of physician's choice for patients with residual triple-negative breast cancer. J Clin Oncol (2022) 40(4):345–55. doi: 10.1200/JCO.21.01657 34910554

[9] ChalmersZRConnellyCFFabrizioDGayLAliSMEnnisR. Analysis of 100,000 human cancer genomes reveals the landscape of tumor mutational burden. Genome Med (2017) 9(1):34. doi: 10.1186/s13073-017-0424-2 28420421PMC5395719

[10] MaltaTMSokolovAGentlesAJBurzykowskiTPoissonLWeinsteinJN. Machine learning identifies stemness features associated with oncogenic dedifferentiation. Cell (2018) 173(2):338–54. doi: 10.1016/j.cell.2018.03.034 PMC590219129625051

[11] LiuZZhaoQZuoZXYuanSQYuKZhangQ. Systematic analysis of the aberrances and functional implications of ferroptosis in cancer. iScience (2020) 23(7):101302. doi: 10.1016/j.isci.2020.101302 32629423PMC7334617

[12] BindeaGMlecnikBTosoliniMKirilovskyAWaldnerMObenaufAC. Spatiotemporal dynamics of intratumoral immune cells reveal the immune landscape in human cancer. Immunity (2013) 39(4):782–95. doi: 10.1016/j.immuni.2013.10.003 24138885

[13] YoshiharaKShahmoradgoliMMartínezEVegesnaRKimHTorres-GarciaW. Inferring tumour purity and stromal and immune cell admixture from expression data. Nat Commun (2013) 4:2612. doi: 10.1038/ncomms3612 24113773PMC3826632

[14] PipisMRossorAMLauraMReillyMM. Next-generation sequencing in charcot-Marie-Tooth disease: opportunities and challenges. Nat Rev Neurol (2019) 15(11):644–56. doi: 10.1038/s41582-019-0254-5 31582811

[15] ChenLHeikkinenLWangCYangYSunHWongG. Trends in the development of miRNA bioinformatics tools. Brief Bioinform (2019) 20(5):1836–52. doi: 10.1093/bib/bby054 PMC741452429982332

[16] BukowskiKKciukMKontekR. Mechanisms of multidrug resistance in cancer chemotherapy. Int J Mol Sci (2020) 21(9):3233. doi: 10.3390/ijms21093233 PMC724755932370233

[17] LlovetJMLencioniR. mRECIST for HCC: Performance and novel refinements. J Hepatol (2020) 72(2):288–306. doi: 10.1016/j.jhep.2019.09.026 31954493PMC12452114

[18] YuanJYinZTanLZhuWTaoKWangG. Interferon regulatory factor-1 reverses chemoresistance by downregulating the expression of p-glycoprotein in gastric cancer. Cancer Lett (2019) 457:28–39. doi: 10.1016/j.canlet.2019.05.006 31078735

[19] OkadaSVaeteewoottacharnKKariyaR. Application of highly immunocompromised mice for the establishment of patient-derived xenograft (PDX) models. Cells (2019) 8(8):889. doi: 10.3390/cells8080889 PMC672163731412684

[20] TanLYuanJZhuWTaoKWangGGaoJ. Interferon regulatory factor-1 suppresses DNA damage response and reverses chemotherapy resistance by downregulating the expression of RAD51 in gastric cancer. Am J Cancer Res (2020) 10(4):1255–70.PMC719109632368400

[21] ShermanBTHaoMQiuJJiaoXBaselerMWLaneHC. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res (2022) 50(W1):W216–21. doi: 10.1093/nar/gkac194 PMC925280535325185

[22] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMA. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA (2005) 102(43):15545–50. doi: 10.1073/pnas.0506580102 PMC123989616199517

[23] HänzelmannSCasteloRGuinneyJ. GSVA: gene set variation analysis for microarray and RNA-seq data. BMC Bioinf (2013) 14:7. doi: 10.1186/1471-2105-14-7 PMC361832123323831

[24] MariathasanSTurleySJNicklesDCastiglioniAYuenKWangY. TGFβ attenuates tumour response to PD-L1 blockade by contributing to exclusion of T cells. Nature (2018) 554(7693):544–8. doi: 10.1038/nature25501 PMC602824029443960

[25] CharoentongPFinotelloFAngelovaMMayerCEfremovaMRiederD. Pan-cancer immunogenomic analyses reveal genotype-immunophenotype relationships and predictors of response to checkpoint blockade. Cell Rep (2017) 18(1):248–62. doi: 10.1016/j.celrep.2016.12.019 28052254

[26] Ben SalemKBen AbdelazizA. Principal component analysis (PCA). Tunis Med (2021) 99(4):383–9.PMC873447935244921

[27] JiangPGuSPanDFuJSahuAHuX. Signatures of T cell dysfunction and exclusion predict cancer immunotherapy response. Nat Med (2018) 24(10):1550–8. doi: 10.1038/s41591-018-0136-1 PMC648750230127393

[28] ZhaoZLiuHZhouXFangDOuXYeJ. Necroptosis-related lncRNAs: Predicting prognosis and the distinction between the cold and hot tumors in gastric cancer. J Oncol (2021) 2021:6718443. doi: 10.1155/2021/6718443 34790235PMC8592775

[29] SangroBSarobePHervás-StubbsSMeleroI. Advances in immunotherapy for hepatocellular carcinoma. Nat Rev Gastroenterol Hepatol (2021) 18(8):525–43. doi: 10.1038/s41575-021-00438-0 PMC804263633850328

[30] SamsteinRMLeeCHShoushtariANHellmannMDShenRJanjigianYY. Tumor mutational load predicts survival after immunotherapy across multiple cancer types. Nat Genet (2019) 51(2):202–6. doi: 10.1038/s41588-018-0312-8 PMC636509730643254

[31] ChenDSMellmanI. Elements of cancer immunity and the cancer-immune set point. Nature (2017) 541:321–30. doi: 10.1038/nature21349 28102259

[32] GajewskiTFWooSRZhaYSpaapenRZhengYCorralesL. Cancer immunotherapy strategies based on overcoming barriers within the tumor microenvironment. Curr Opin Immunol (2013) 25:268–76. doi: 10.1016/j.coi.2013.02.009 23579075

[33] YaoHYTsengKWNguyenHTKuoCTWangHC. Hyperspectral ophthalmoscope images for the diagnosis of diabetic retinopathy stage. J Clin Med (2020) 9(6):1613. doi: 10.3390/jcm9061613 PMC735623832466524

[34] KhanMAroojSWangH. NK cell-based immune checkpoint inhibition. Front Immunol (2020) 11:167. doi: 10.3389/fimmu.2020.00167 32117298PMC7031489

[35] LeiXLeiYLiJKDuWXLiRGYangJ. Immune cells within the tumor microenvironment: Biological functions and roles in cancer immunotherapy. Cancer Lett (2020) 470:126–33. doi: 10.1016/j.canlet.2019.11.009 31730903

[36] XuFJinTZhuYDaiC. Immune checkpoint therapy in liver cancer. J Exp Clin Cancer Res (2018) 37(1):110. doi: 10.1186/s13046-018-0777-4 29843754PMC5975687

[37] DuttaAKAlbergeJBSklavenitis-PistofidisRLightbodyEDGetzGGhobrialIM. Single-cell profiling of tumour evolution in multiple myeloma - opportunities for precision medicine. Nat Rev Clin Oncol (2022) 19(4):223–36. doi: 10.1038/s41571-021-00593-y 35017721

[38] BagaevAKotlovNNomieKSvekolkinVGafurovAIsaevaO. Conserved pan-cancer microenvironment subtypes predict response to immunotherapy. Cancer Cell (2021) 39(6):845–65. doi: 10.1016/j.ccell.2021.04.014 34019806

[39] LiuZLiuYQianLJiangSGaiXYeS. A proteomic and phosphoproteomic landscape of KRAS mutant cancers identifies combination therapies. Mol Cell (2021) 81(19):4076–90. doi: 10.1016/j.molcel.2021.07.021 34375582

# Supplementary material for: A novel medication decision gene signature predicts response to individualized therapy and prognosis outcomes in hepatocellular carcinoma patients
**Source:** Front Immunol. 2022 Oct 7;13:990571. doi: 10.3389/fimmu.2022.990571
**Supplement:** Supplementary file 1

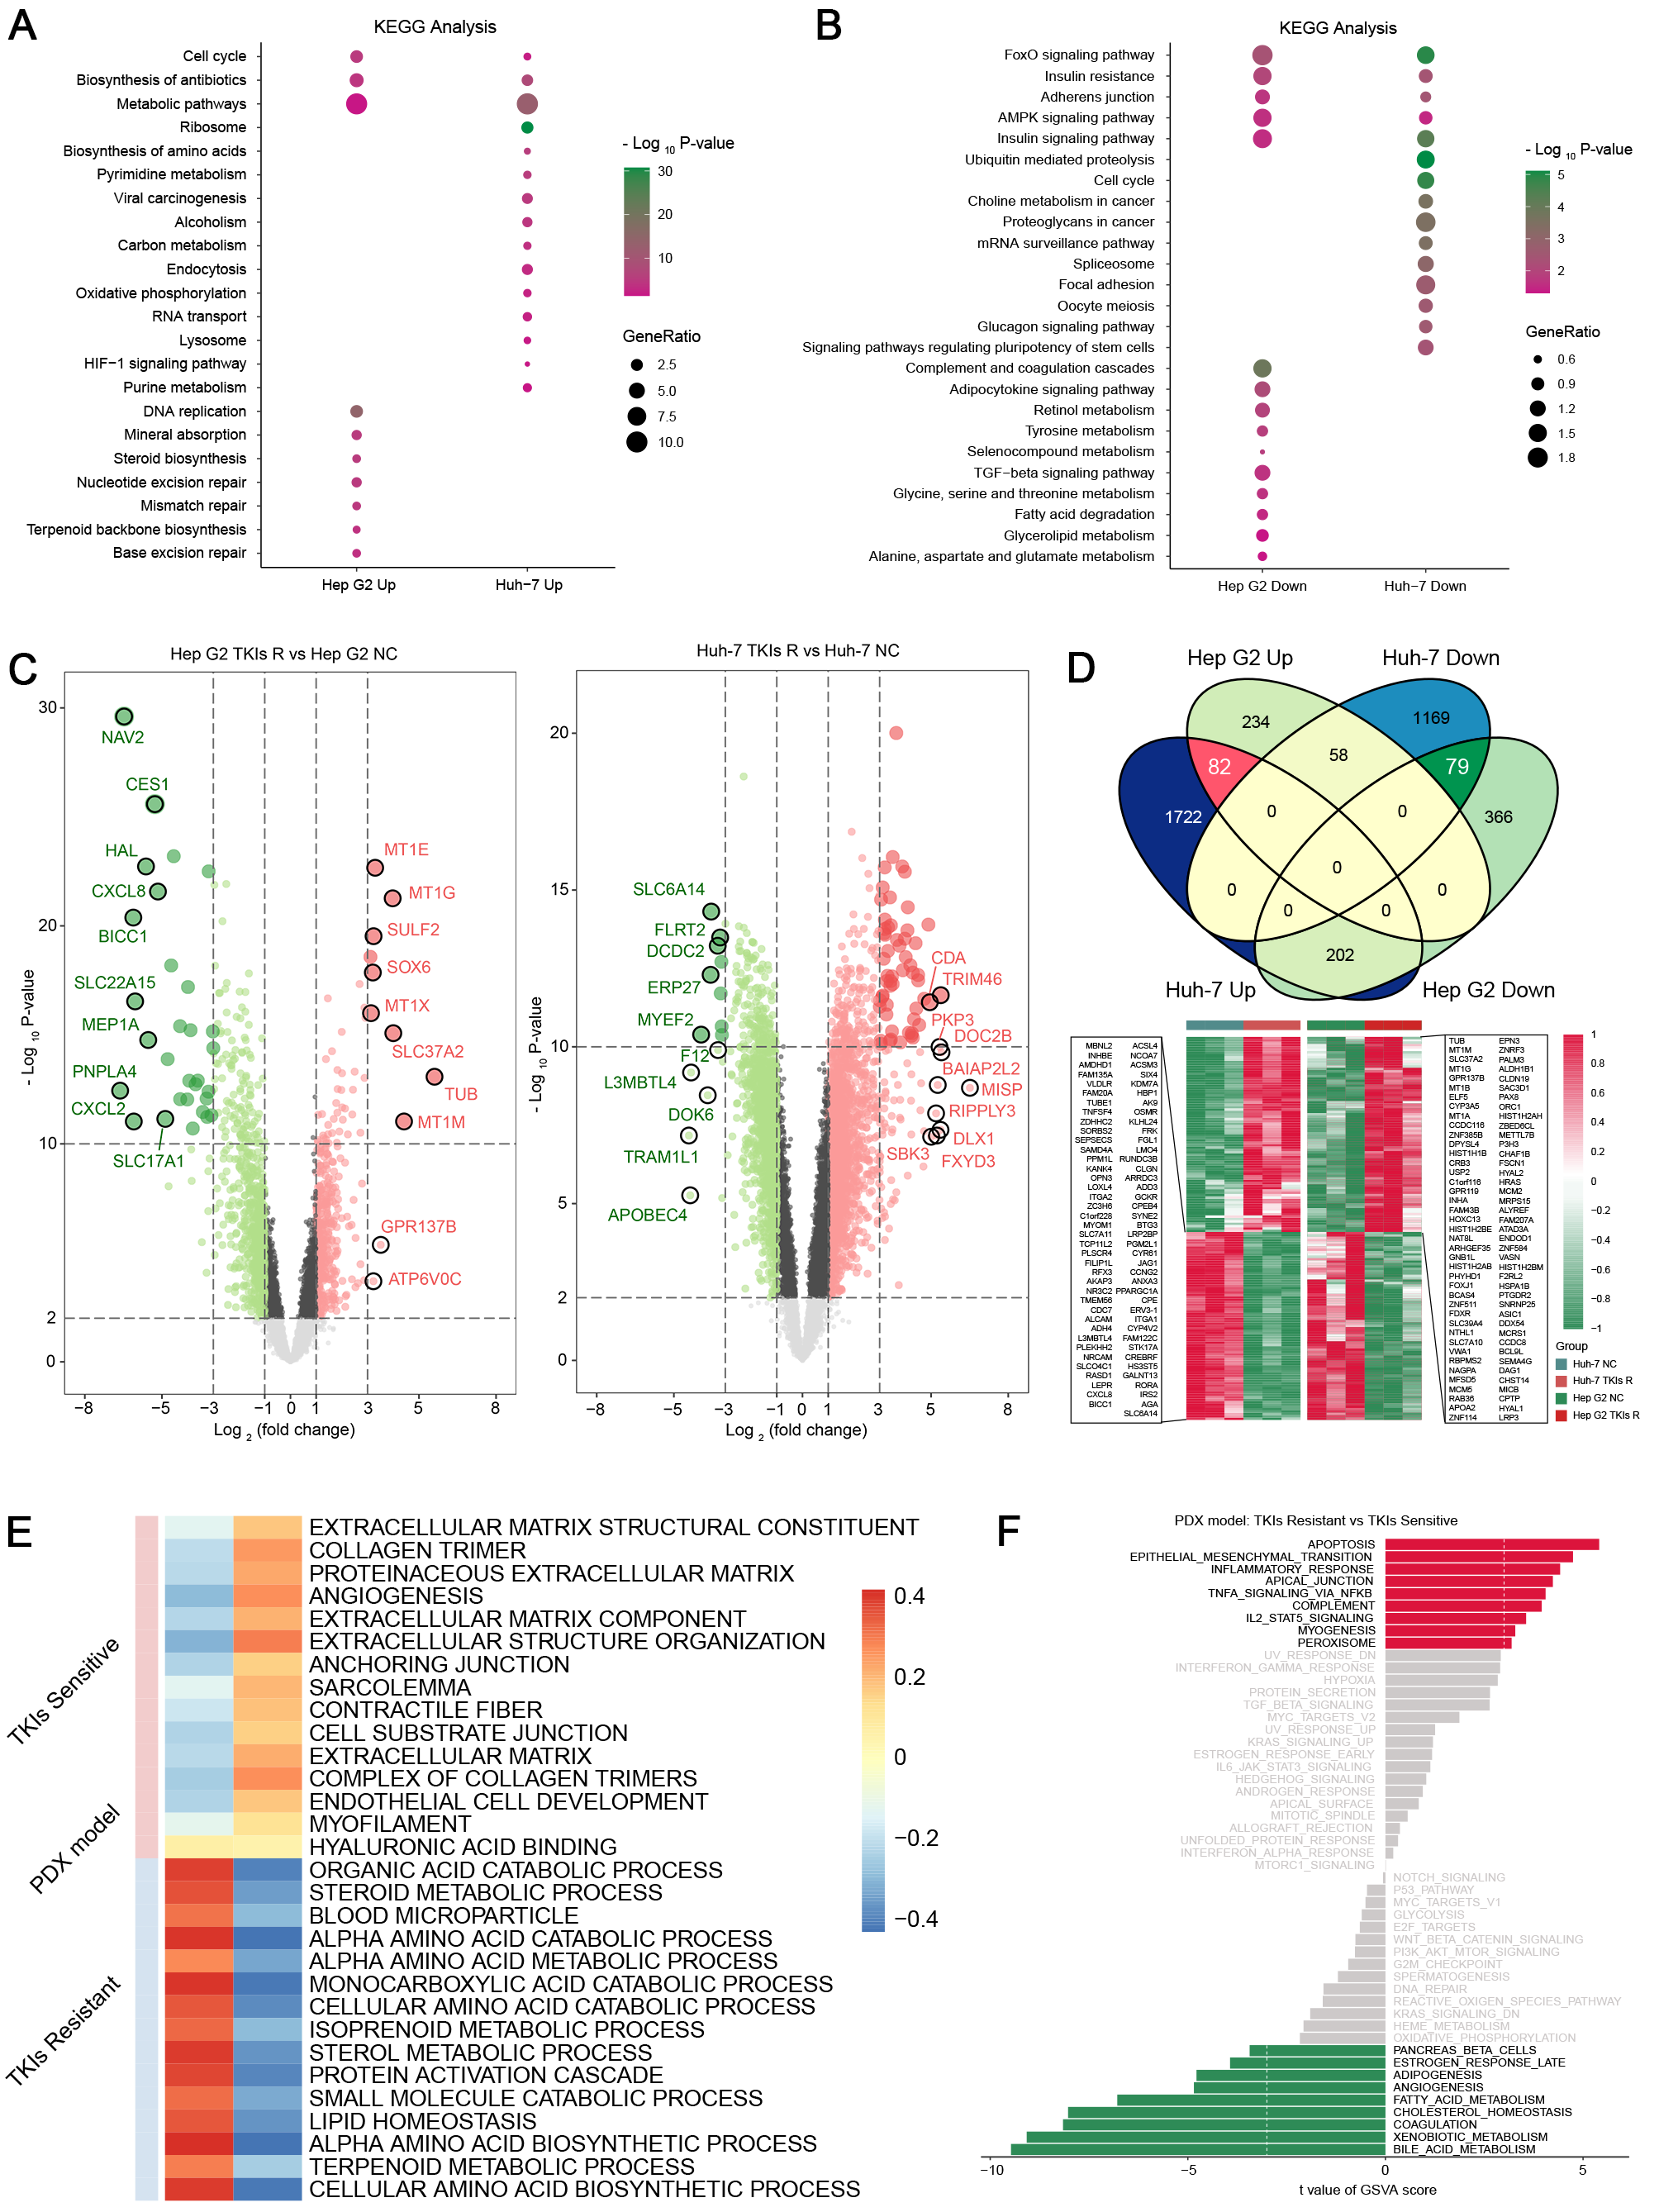

**Supplementary Figure 1.** The pathway enrichment analysis of sorafenib-resistant HCC. (A-B) KEGG enrichment analysis of up- and downregulated genes in sorafenib-resistant HCC cell lines. The asterisks in B and C represent the statistical p-value (**P < 0.01). (C) The differentially expressed genes (DEGs) in parental HCC cells and corresponding HCC sorafenib-resistant cells are visualized in volcano plots. The red and green colours indicate high and low expression, respectively. (D) Venn diagram of MDH gene signatures acquired from sorafenib-resistant HCC cell lines. (E) GSEA enrichment analysis of DEGs from the sorafenib-resistant PDX model. (F) GSVA enrichment analysis of DEGs from the sorafenib-resistant PDX model.

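In Huh7, 12554 genes were tested, of which 1079 were higher and 1759 lower in resistant cells. In HepG2, 11762 genes were tested, of which 387 were higher and 350 lower. The 3 resistant samples lay entirely above or entirely below the 3 parental samples in 74.5% of the genes tested in Huh7 and in 40.4% of those tested in HepG2, against 10% by chance. Of the differentially expressed genes, 1748 of 2838 in Huh7 and 377 of 737 in HepG2 passed the thresholds in the same direction in every fit that left out 1 sample; 2292 and 620 had enough samples at 1 FPKM to be tested in all 6 of these fits. Limma-voom on reads calculated back from the FPKM gave 2162 higher and 3388 lower genes in Huh7. In HepG2, it gave 965 higher and 708 lower genes, and a pseudocount of 0.1 gave 612 and 489. Removal of the GC trend of each library gave 703 higher and 787 lower genes in Huh7 and 279 and 444 in HepG2. Lower genes also outnumbered higher ones in HepG2 with median-ratio scaling (286 higher, 441 lower) and upper-quartile normalization (306 higher, 417 lower). In Huh7, the log2 fold change rose with the GC content of the gene, with a Spearman correlation across genes of 0.62, against 0.04 in HepG2; genes are not independent replicates. With the GC trend taken off, 1076 of the Huh7 genes and 620 of the HepG2 genes remained differentially expressed in the same direction. The higher genes with the largest changes in Huh7 were S100A9, CD7, NQO1, S100P and FGF19. S100A9 rose from 3.42 ± 0.553 FPKM (SD, n = 3) in parental to 68.5 ± 6.29 FPKM (SD, n = 3) in resistant cells, a log2 fold change of 3.98 (adjusted p = 2.81e-06, limma). NQO1 (ENSG00000181019), on chromosome 16 from 69706996 to 69726951 of GRCh38, rose from 52.8 ± 5.47 to 710.2 ± 22.9 FPKM (SD, n = 3 each), a log2 fold change of 3.73 with a standard error of 0.119. The largest decreases in Huh7 were those of RF00019, TMEM47, the U6 genes ENSG00000212305 and ENSG00000207156 and AP003181.2. TMEM47 fell from 14.4 ± 1.52 to 0.341 ± 0.112 FPKM (SD, n = 3 each). The other 4 are 106 to 181 bases long and had between 0 and 10 reads in the resistant samples, so that their fold changes rest on few reads. ENSG00000212305, with 0 to 2 reads per resistant sample, was at least 10.3-fold lower. In HepG2, MT1G, HEPACAM, MT1E and MT1M were among the genes with the largest increases. MT1G rose from 45.3 ± 32.0 to 610.5 ± 98.2 FPKM (SD, n = 3 each), with a log2 fold change of 3.98 (adjusted p = 0.00146, limma). MT1G, MT1E and MT1M belong to the metallothioneins, whose similar sequences can share reads. The largest decreases in HepG2 were those of CES1, DUSP5, NAV2, HAL and CXCL8. CES1 (ENSG00000198848), on chromosome 16 from 55802851 to 55833337, fell from 45.6 ± 4.72 to 1.30 ± 0.223 FPKM (SD, n = 3 each), a log2 fold change of -4.34 with a standard error of 0.146 (adjusted p = 6.34e-06, limma). Of the genes labelled in Figure S1C, 14 of 20 for Huh7 and 18 of 20 for HepG2 were tested, and all of these were differentially expressed in the direction of the figure.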

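Genes that were higher in one resistant line and lower in the other were counted in the same way. The 55 genes higher in Huh7 and lower in HepG2 compare with 24.6 expected (odds ratio 2.61, two-sided Fisher's exact test p = 1.12e-08, adjusted 4.48e-08). The 59 genes lower in Huh7 and higher in HepG2 compare with 39.6 expected (odds ratio 1.63, p = 0.00136, adjusted 0.00272, Fisher's exact test), and without HepG2 resistant replicate 1 there were 33. The Spearman correlation of the log2 fold changes across the genes tested in both lines was -0.098. It changed sign without HepG2 resistant replicate 1 (0.075) and without HepG2 parental replicate 2 (0.062), and was -0.234 without HepG2 resistant replicate 2. In a model of all 12 samples, the interaction of cell line and resistance passed the thresholds for 3976 of 13800 genes, among them each of the 114 genes that changed in opposite directions and 5 of the 67 that changed in the same direction.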

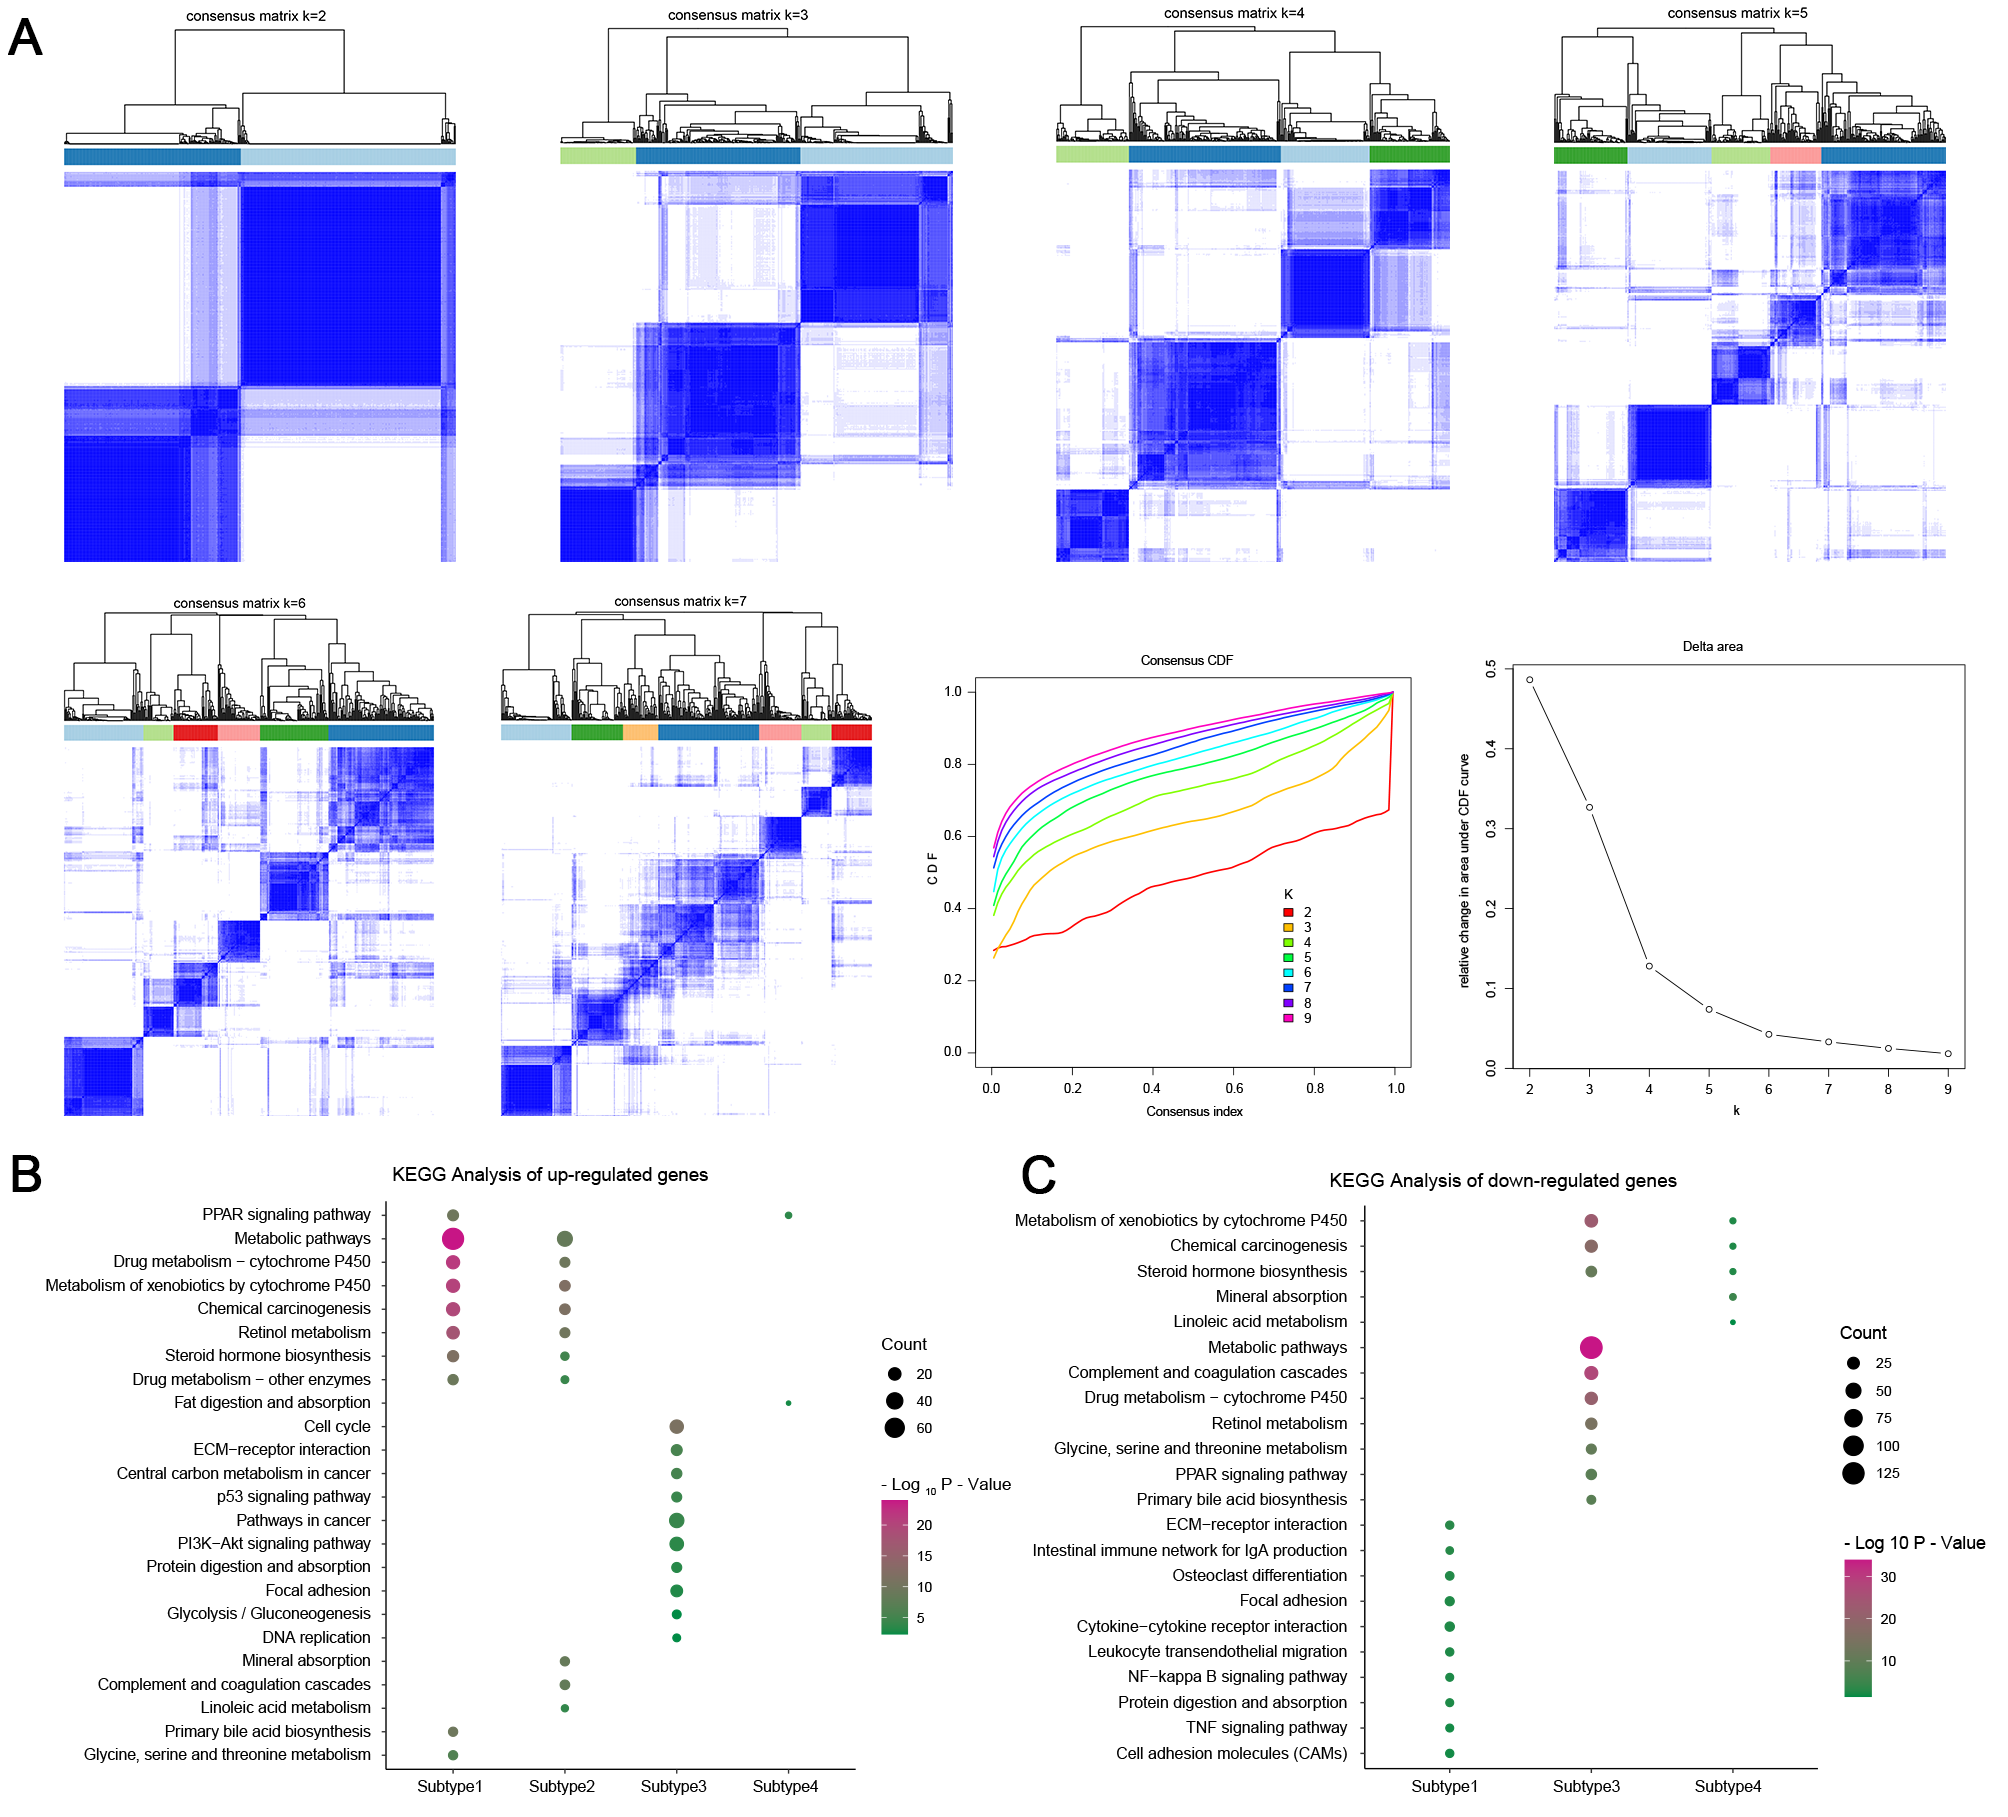

**Supplementary Figure 2.** (A) Consensus matrices of the TCGA-LIHC cohort for k = 2-6. (B-C) KEGG enrichment analysis of up-and downregulated genes in distinct MDH subtypes of the TCGA-LIHC cohort.

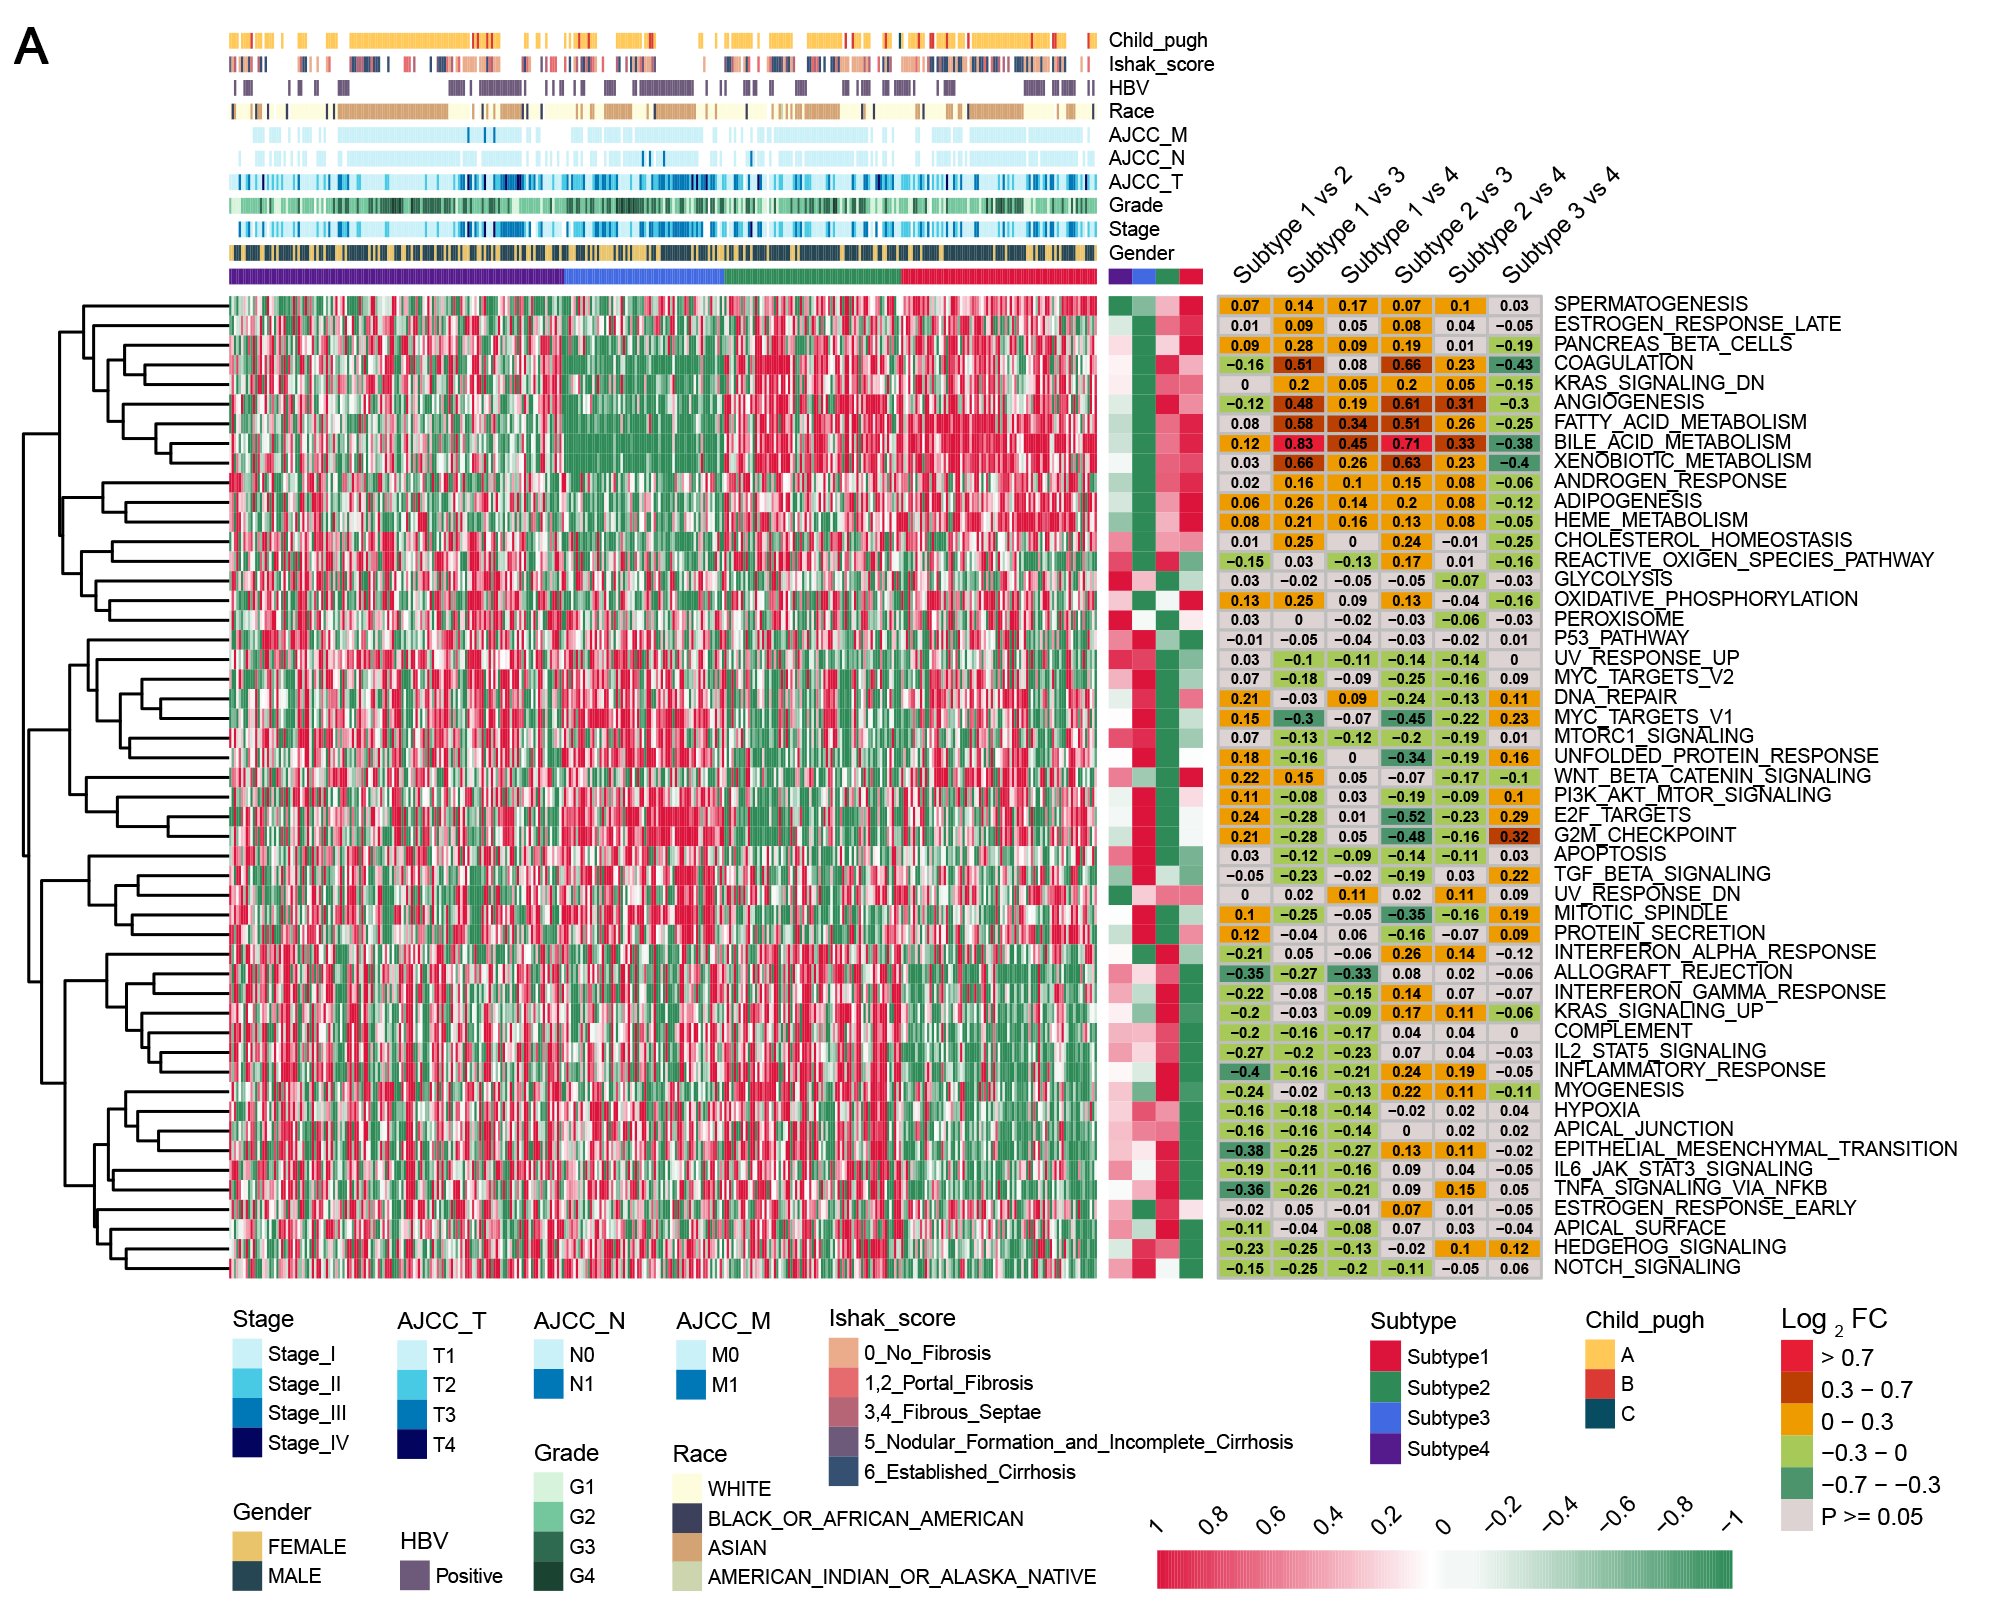

**Supplementary Figure 3**. Analysis of the transcriptional profiles of distinct MDH subtypes in the TCGA-LIHC cohort. (A) Unsupervised clustering of distinct MDH subtypes in the TCGA-LIHC cohort.

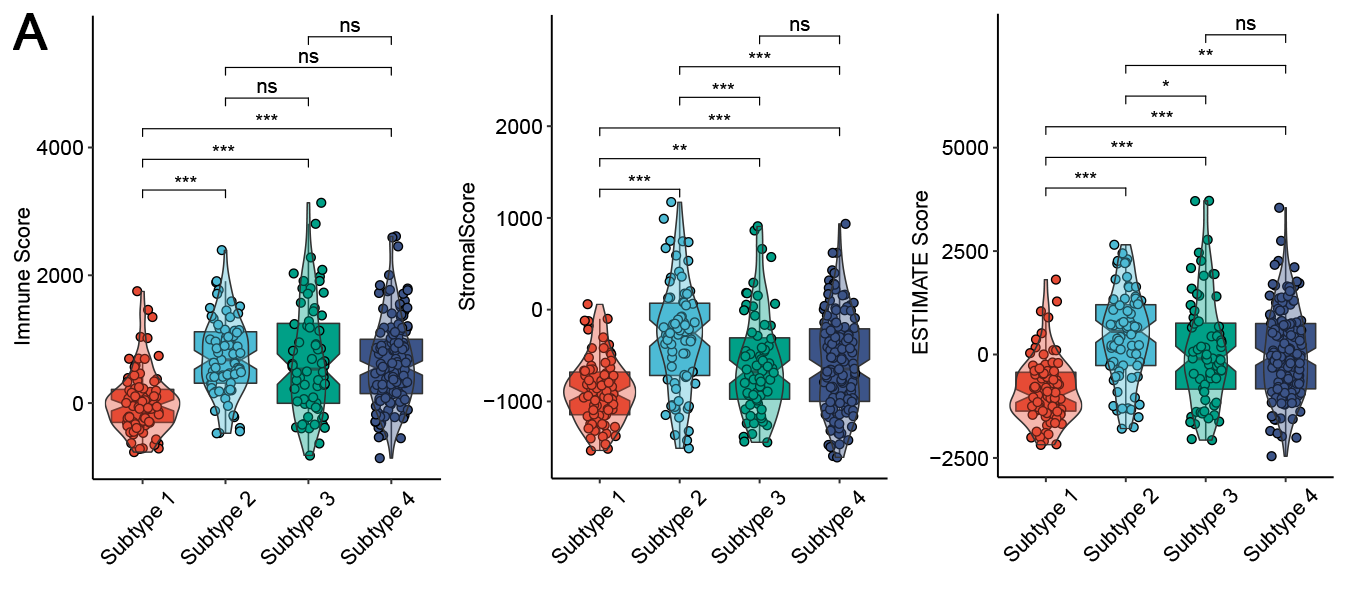

**Supplementary Figure 4**. The immune infiltration analysis of distinct MDH subtypes. (A) Immune cell infiltration score, stromal cell infiltration score and ESTIMATE score in distinct MDH subtypes of the TCGA-LIHC cohort based on the ESTIMATE algorithm. The asterisks in B-C represent the statistical p-value (*P < 0.05; **P < 0.01; ***P < 0.001, ns, no significance).

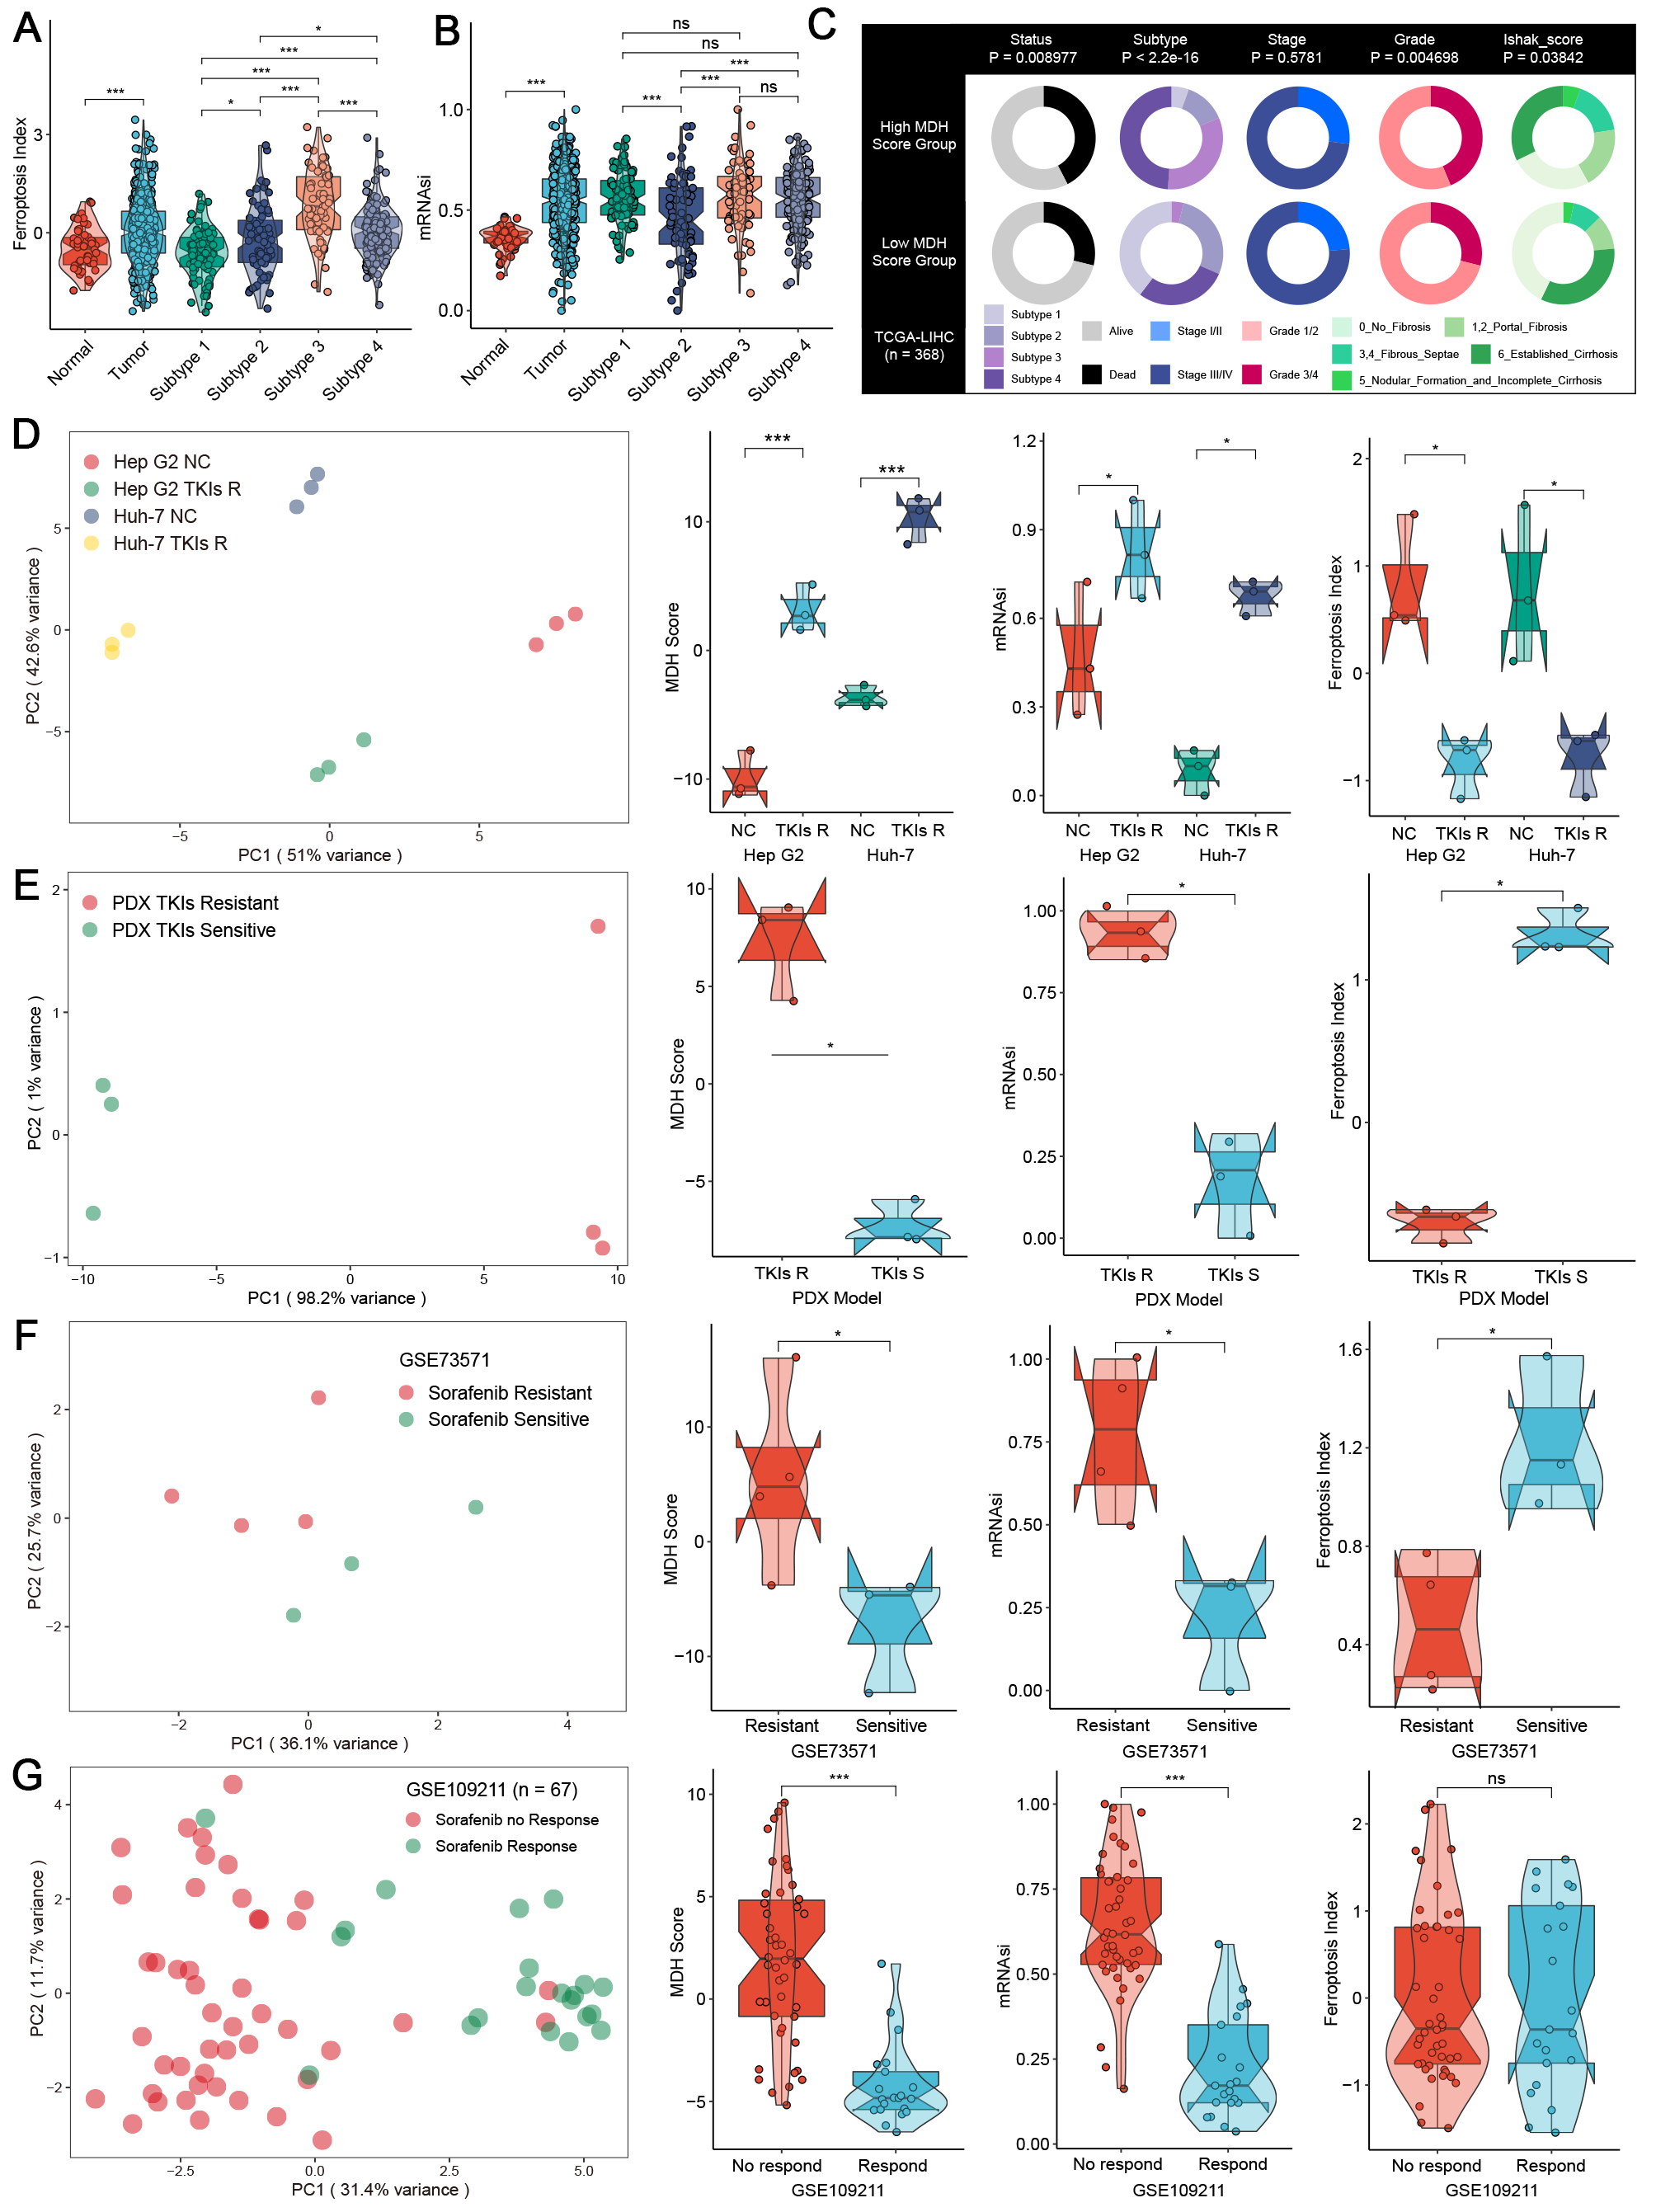

**Supplementary Figure 5**. The MDH score predicts TKI response in HCC. (A) Ferroptosis index in distinct MDH subtypes of the TCGA-LIHC cohort. (B) mRNAsi score in distinct MDH subtypes of the TCGA-LIHC cohort. (C) Clinical characterization in the MDH high- and low-score groups, and the chi-square test was used to calculate significant differences. (D) Principal component analysis for the transcriptome profiles in parental HCC cells and corresponding sorafenib-resistant HCC cells. MDH score, mRNAsi score and ferroptosis index in parental HCC cells and corresponding sorafenib-resistant HCC cells. (E) Principal component analysis for the transcriptome profiles in the sorafenib-resistant PDX model. MDH score, mRNAsi score and ferroptosis index in the sorafenib-resistant PDX model. (F-G) Principal component analysis for the transcriptome profiles in GSE73571 and GSE109211. MDH score, mRNAsi score and ferroptosis index in GSE73571 and GSE109211. The asterisks in A-B and D-G represent the statistical p-value (*P < 0.05; ***P < 0.001; ****P < 0.0001; ns, no significance).

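Components were computed from log2(FPKM + 1) of the 70 MDH genes over the 12 cell line samples, with each gene centred and scaled. Component 1 held 63.3% of the variance and component 2 held 27.8%. Each was turned so that the genes listed as higher had the higher loadings. Component 1 was 7.03 ± 0.75 (SD, n = 3) in resistant and -5.38 ± 1.37 in parental Huh7 cells, and 5.38 ± 1.79 in resistant and -7.04 ± 1.67 in parental HepG2 cells (SD, n = 3 each). Component 2 separated the cell lines, with -3.43 ± 0.23 and -4.93 ± 0.40 in resistant and parental Huh7 cells against 4.49 ± 0.11 and 3.87 ± 0.27 in resistant and parental HepG2 cells (SD, n = 3 each).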

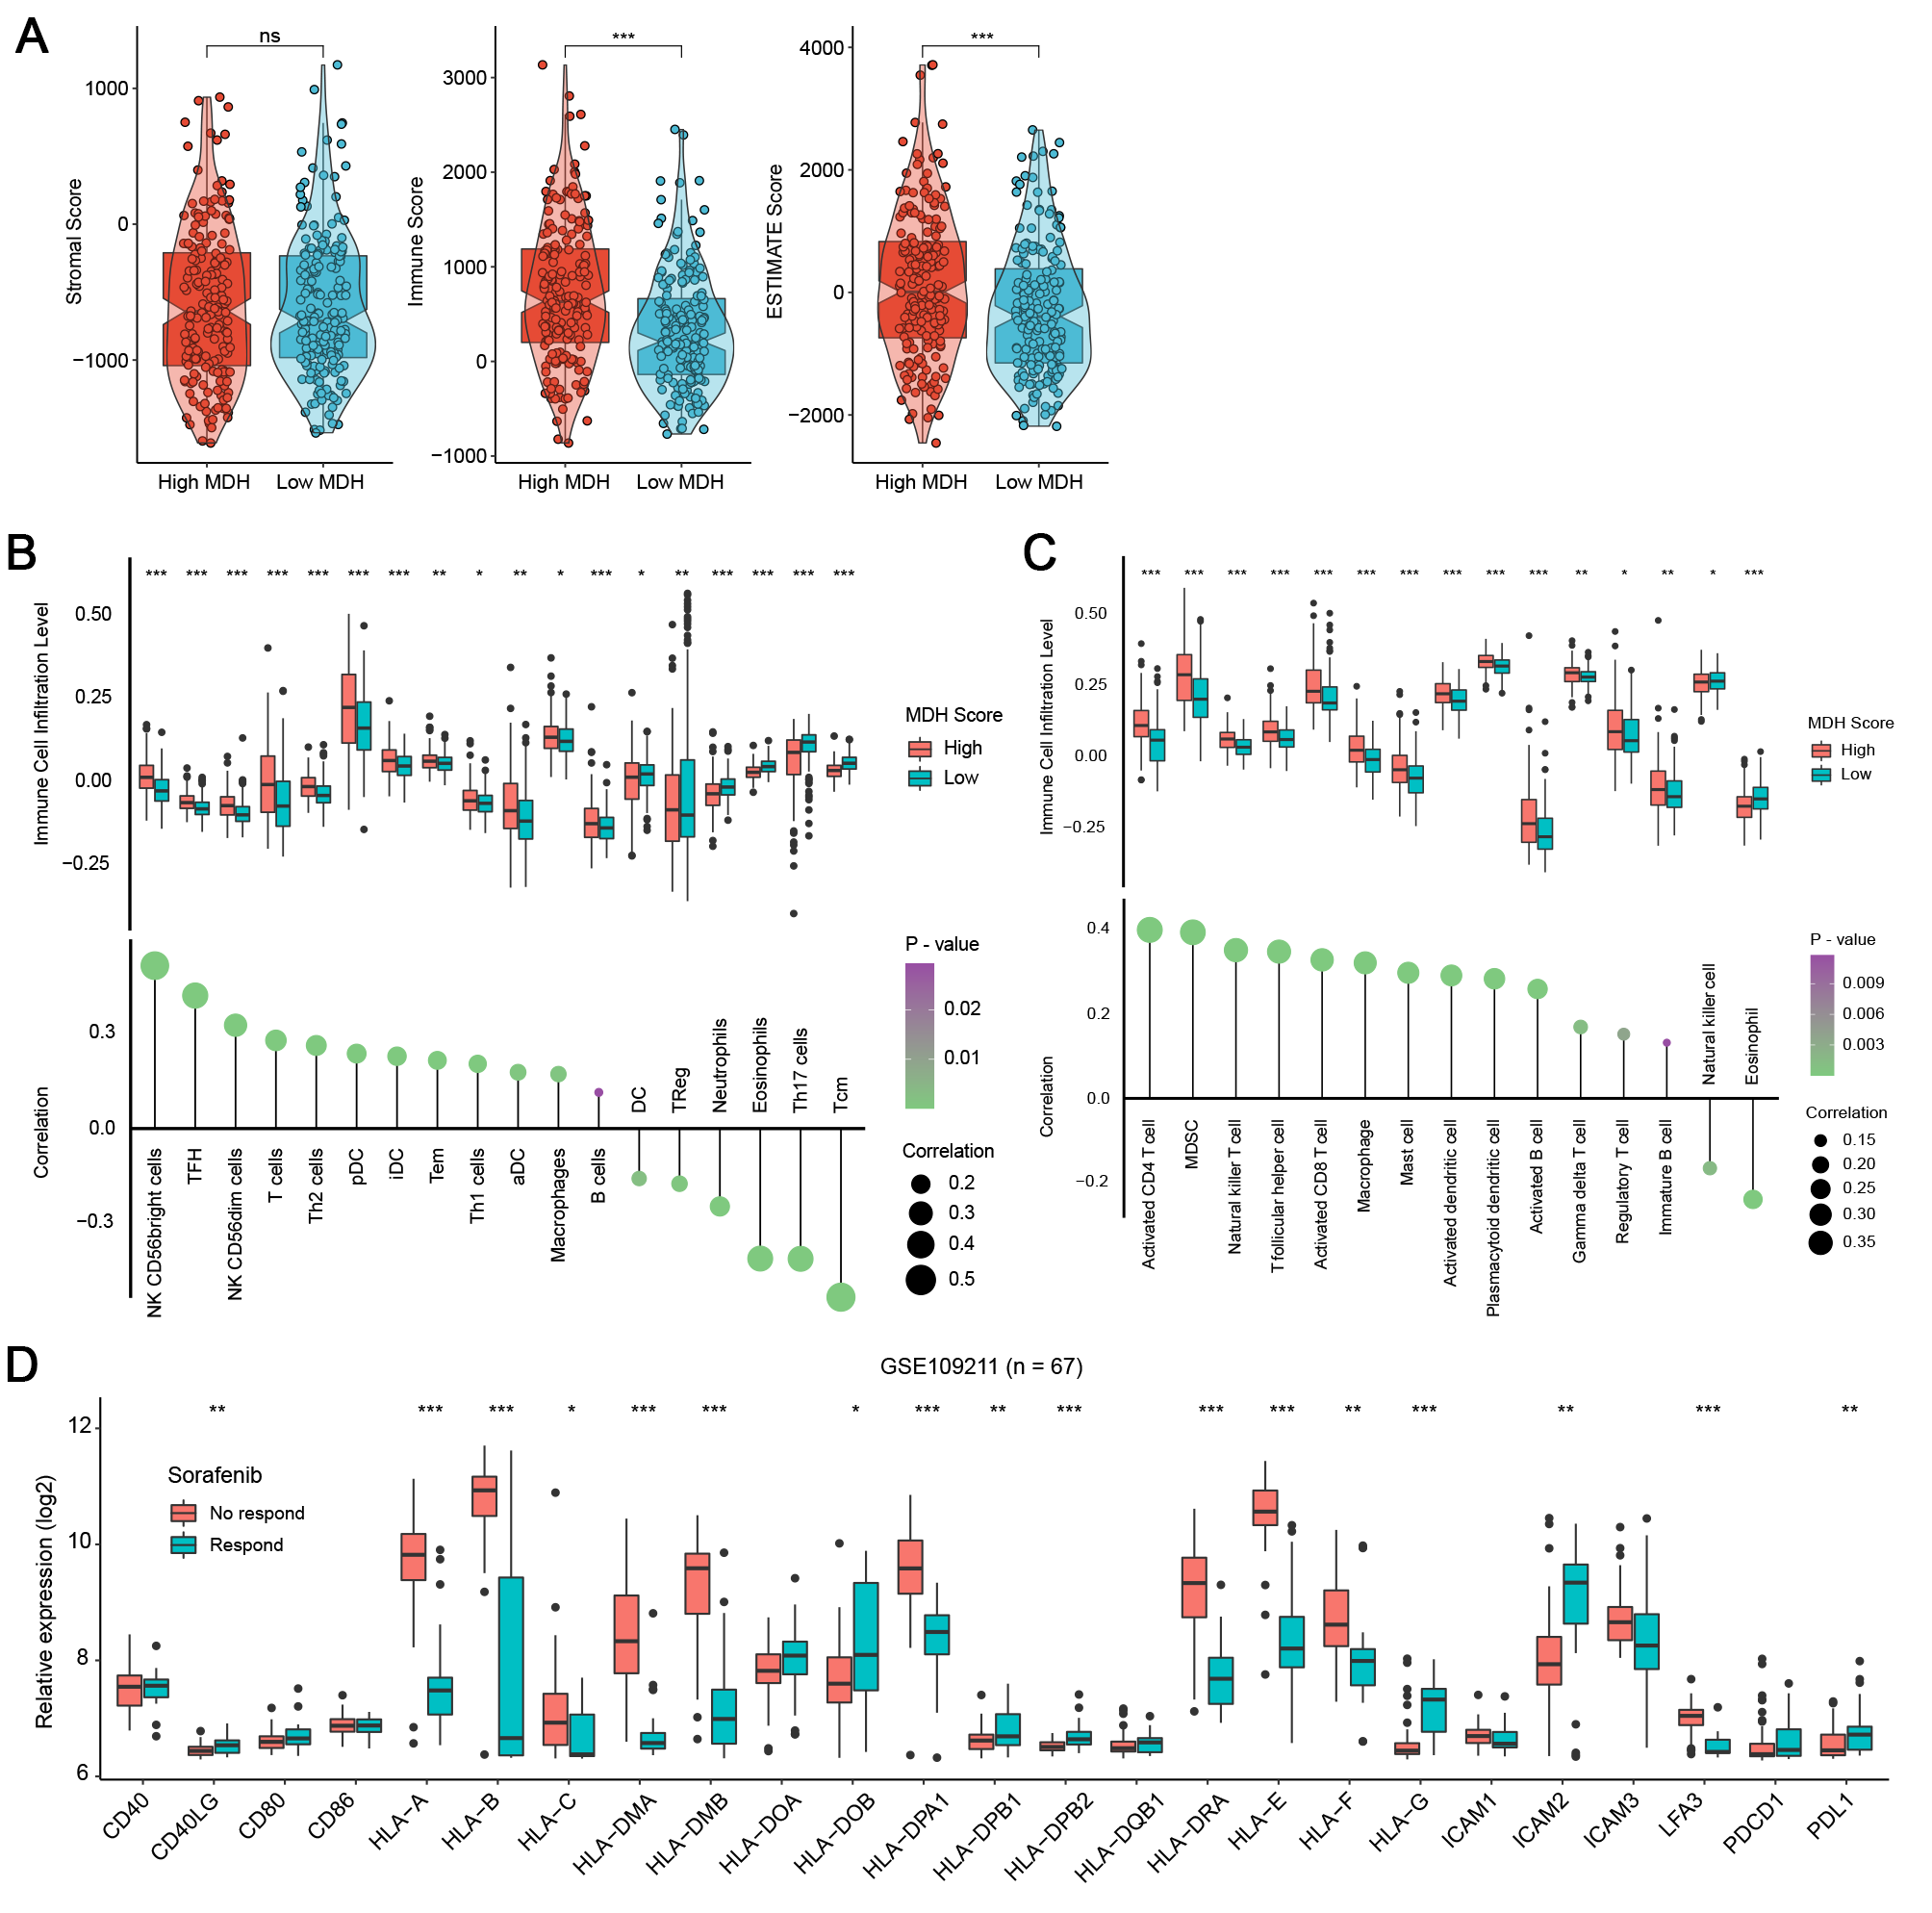

**Supplementary Figure 6**. Figure S7 Immune infiltration analysis of HCC with distinct MDH scores from the TCGA-LIHC cohort. (A) Immune cell infiltration score, stromal cell infiltration score and ESTIMATE score in the MDH high- or low-score groups of the TCGA-LIHC cohort based on the ESTIMATE algorithm. (B-C) Analysis of immune cell infiltration levels and correlation with immune cell infiltration in MDH high- or low-score groups of the TCGA-LIHC cohort based on two previously published immune cell gene signatures. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. (D) Differences in the expression of MHC molecules, costimulatory molecules and adhesion molecules in the sorafenib response and nonresponse groups of the GSE109211 cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. The asterisks represent the statistical p-value (*P < 0.05; **P < 0.01; ***P < 0.001; ns, no significance).

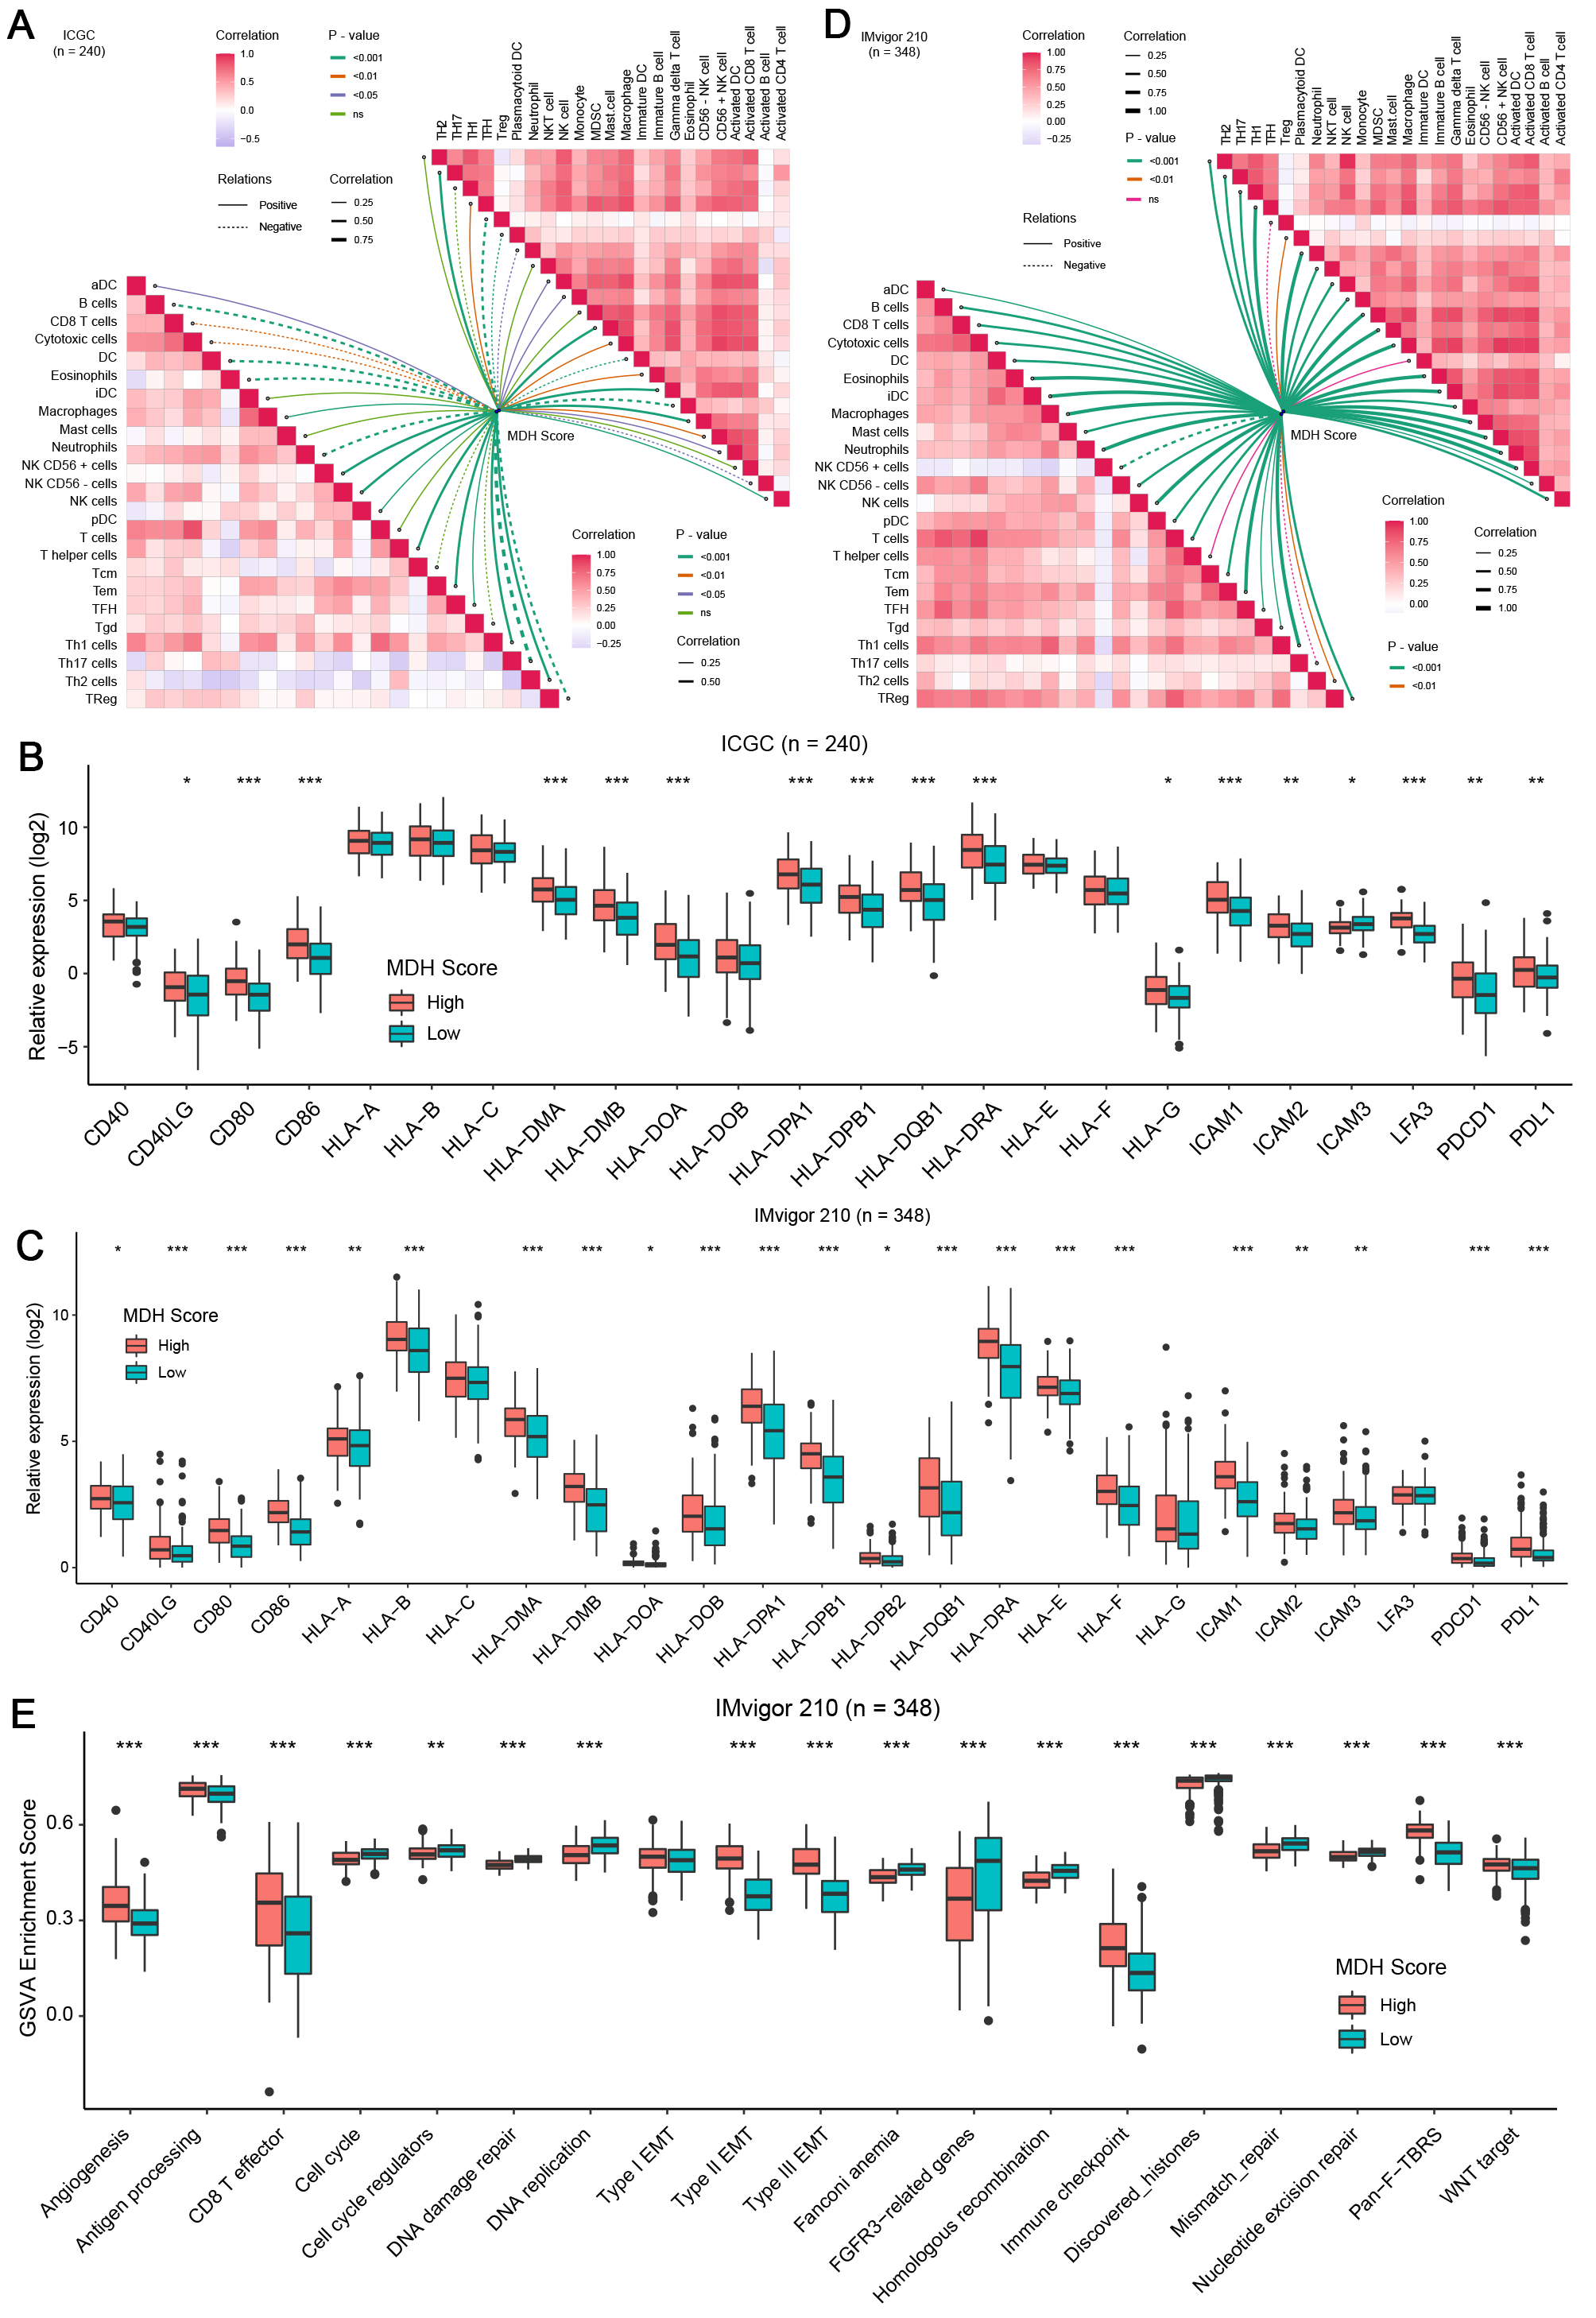

**Supplementary Figure 7**. Validation of the MDH score for the immunotherapy response based on a public cohort. (A) Correlation analysis of the MDH score with previously published immune cell gene signatures in the ICGC-LIHC cohort. (B) Differences in the expression of MHC molecules, costimulatory molecules and adhesion molecules in the MDH high- or low-score groups of the ICGC-LIHC cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. (C) Differences in the expression of MHC molecules, costimulatory molecules and adhesion molecules in the MDH high- or low-score groups of the IMvigor210 cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. (D) Correlation analysis of the MDH score with previously published immune cell gene signatures in the IMvigor210 cohort. (E) Differences in the expression of known signatures, including stromal activation-related signatures, tumour promotion-related signatures and immune activation-related signatures, in the MDH high- or low-score groups of the IMvigor210 cohort. The upper and lower ends of the boxes represent the interquartile range of values. The lines in the boxes represent the median value, and black dots show outliers. The asterisks in B-C and E represent the statistical p-value (*P < 0.05; **P < 0.01; ***P < 0.001).

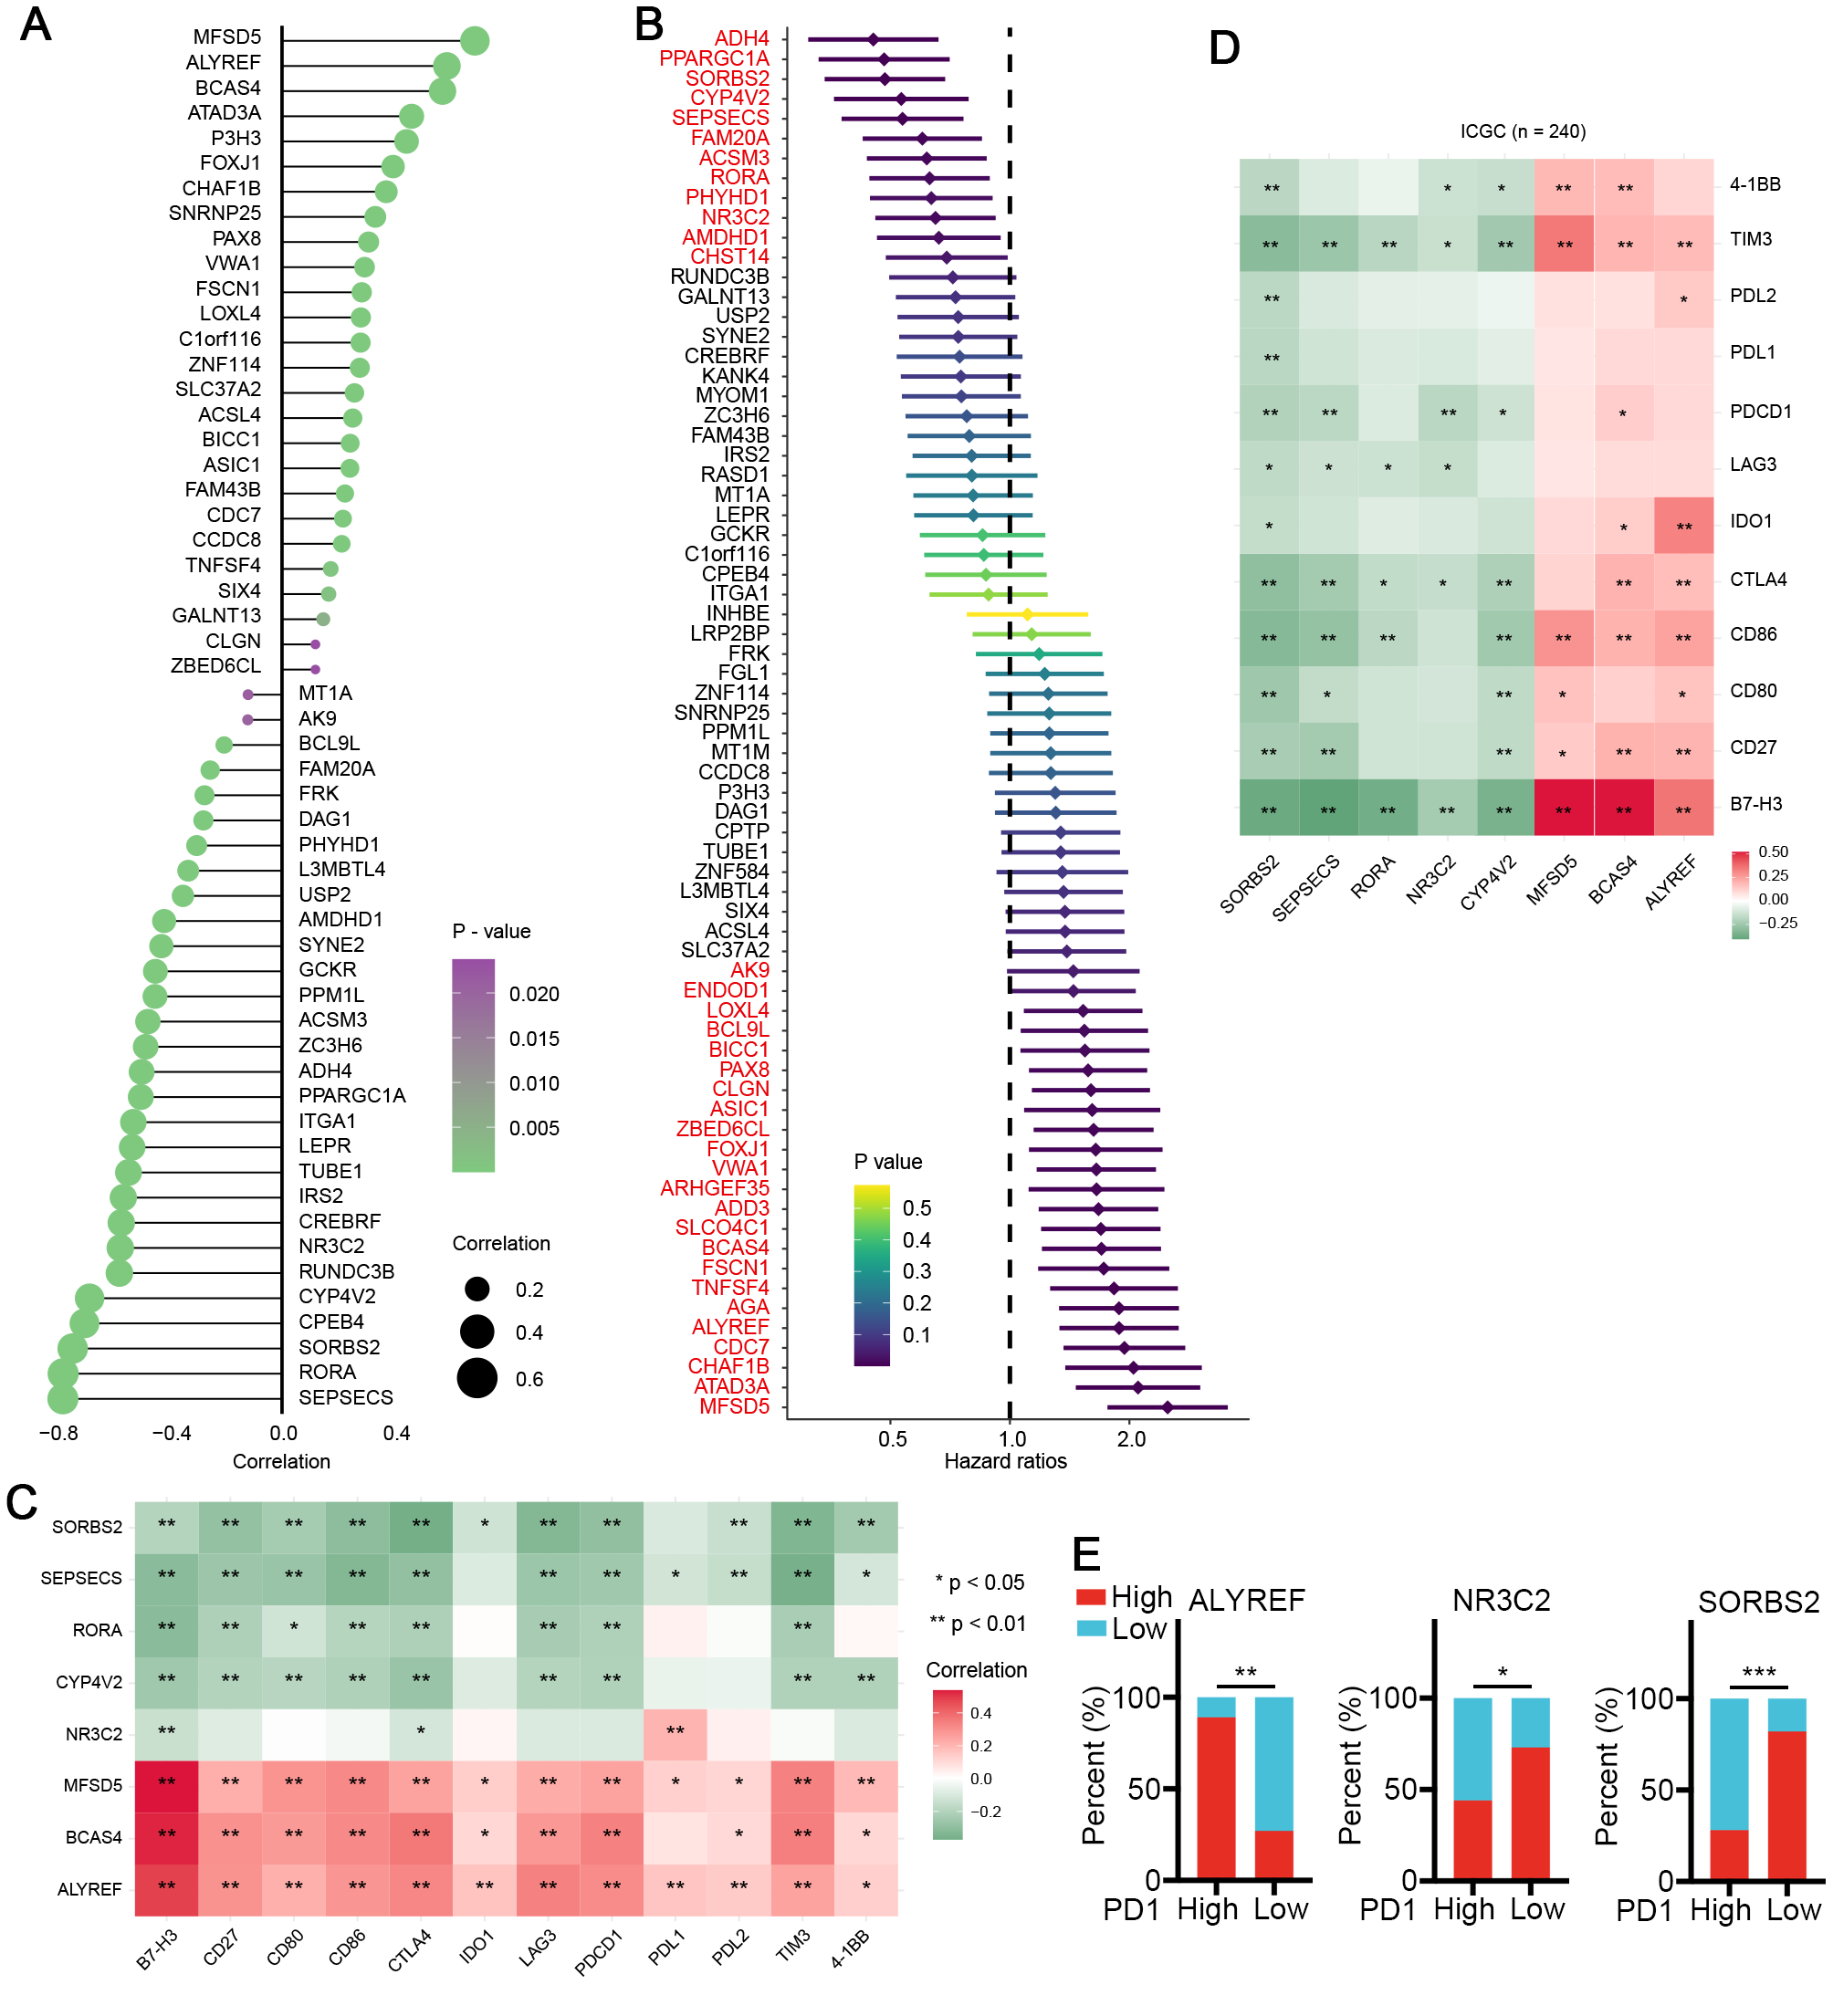

**Supplementary Figure 8**. Screening of Hub genes of the MDH gene signatures. (A) Correlation analysis of the MDH score with each gene in the MDH gene signatures of the TCGA-LIHC cohort. (B) Survival analyses for each gene in the MDH gene signatures of the TCGA-LIHC cohort. (C) Correlation analysis of 8 hub genes in MDH gene signatures with immune checkpoints in the TCGA-LIHC cohort. (D) Correlation analysis of 8 hub genes in MDH gene signatures with immune checkpoints in the ICGC-LIHC cohort. (E) Correlation analysis of the protein expression of PD1 and ALYREF, NR3C2 and SORBS2. The asterisks in C-E represent the statistical p-value (*P < 0.05; **P < 0.01; ***P < 0.001).

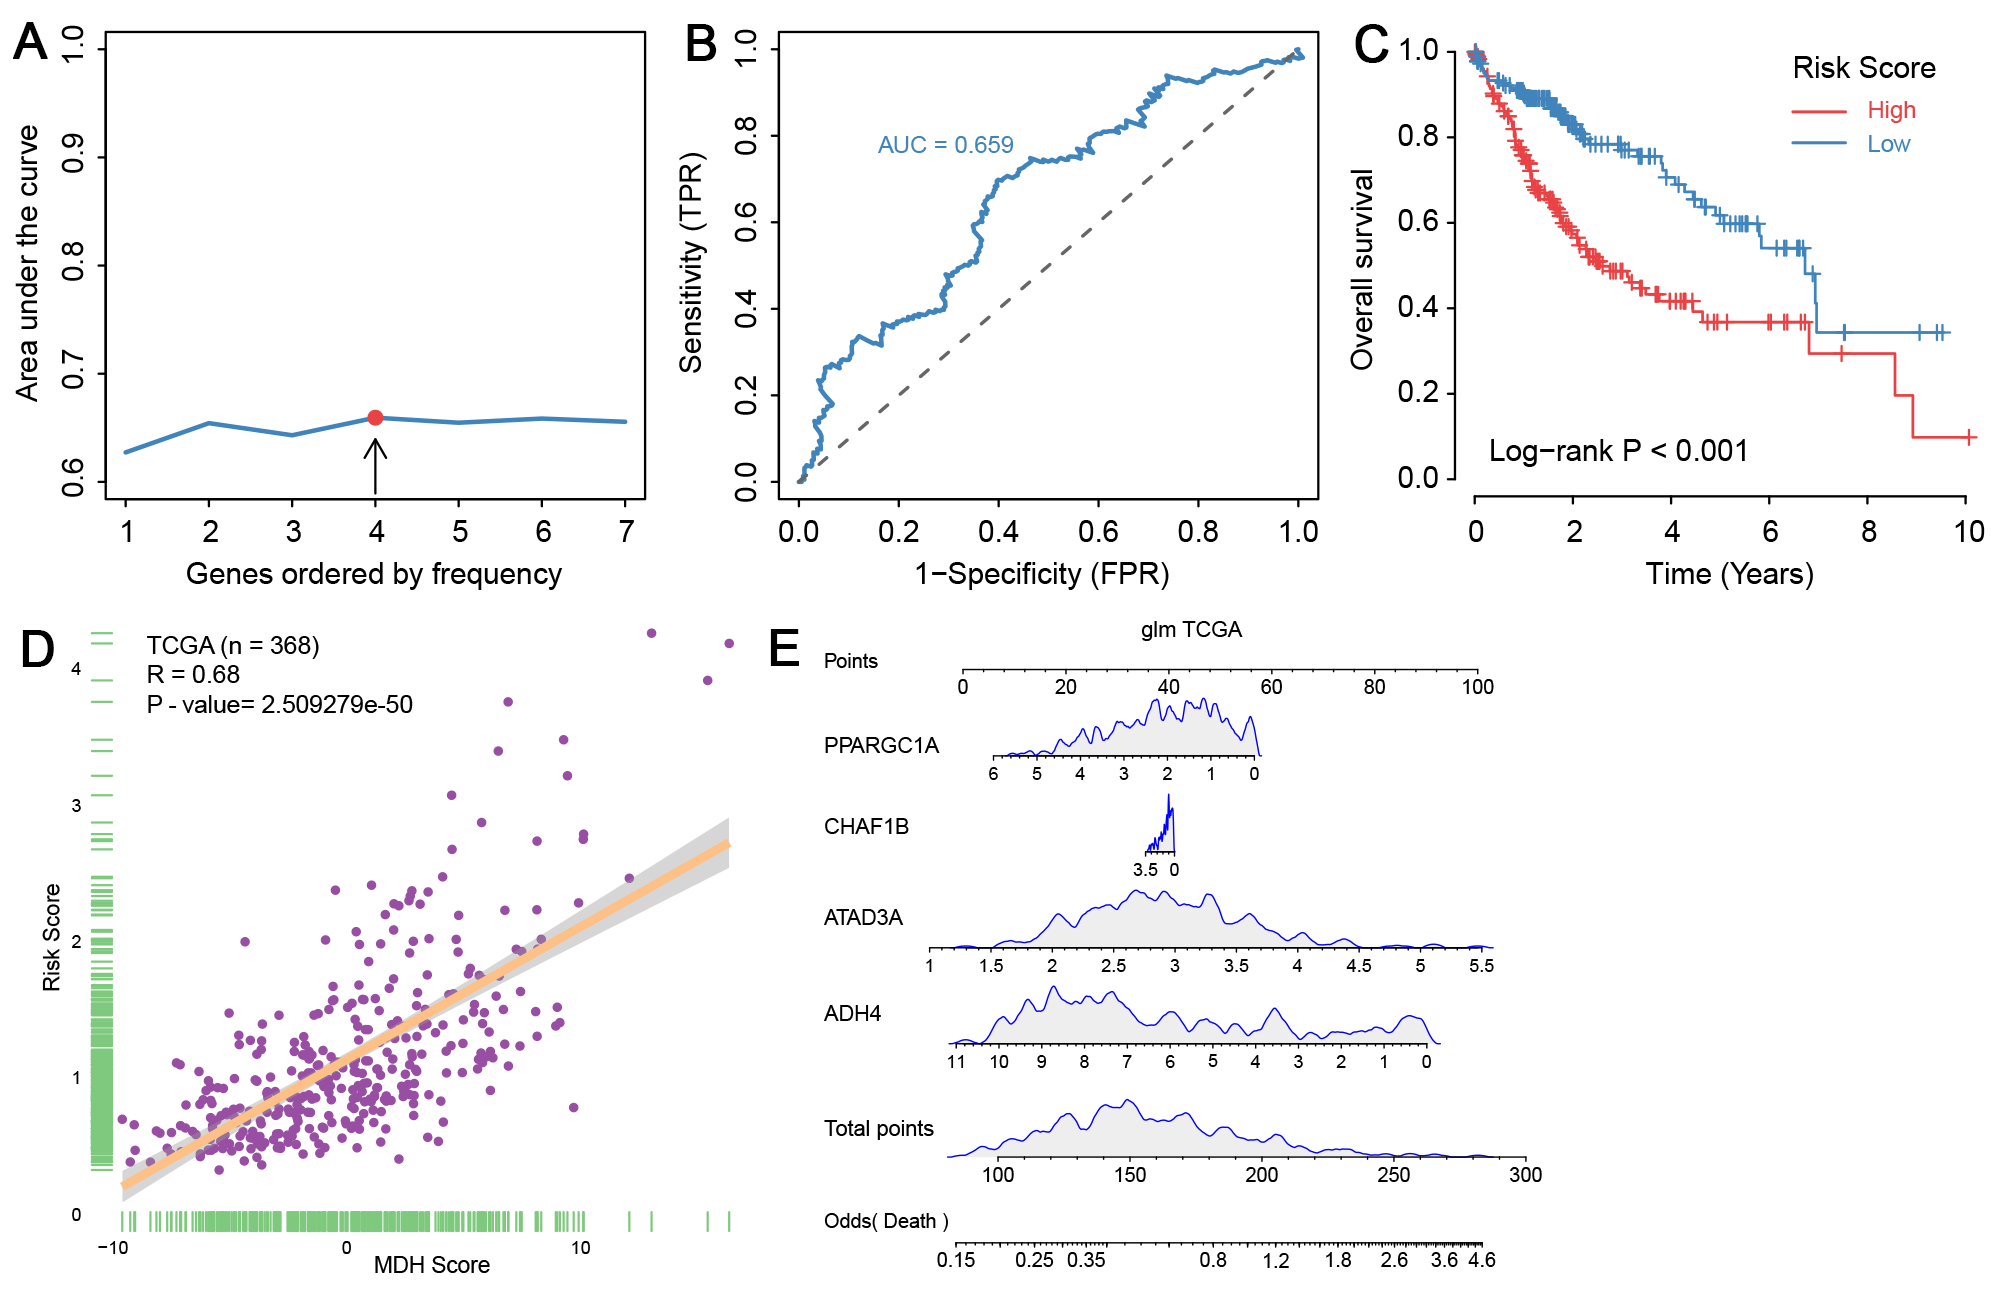

**Supplementary Figure 9**. Construction of a nomogram predicting OS outcomes based on the MDH risk score. (A-C) Iteration LASSO constructed a prognostic signature with 4 genes. The AUC for 5 years was 0.659, and the survival curve for the risk score is shown in the right panel. (D) Correlation analysis between the MDH score and risk score. (E) Nomogram to predict the mortality risk of HCC patients.

**Table S1 The clinicopathological parameters of HCC patients in this study.**

| Clinical features |  | PR (n=20) | PD (n=20) | P-value |
| --- | --- | --- | --- | --- |
| BCLC stage | A | 13 | 14 | 0.736 |
|  | B | 7 | 6 |  |
| Lymph node metastasis | No | 15 | 11 | 0.185 |
|  | Yes | 5 | 9 |  |
| Tumor differentiation | Poor | 14 | 16 | 0.465 |
|  | Well | 6 | 4 |  |
| Liver cirrhosis | No | 8 | 9 | 0.749 |
|  | Yes | 12 | 11 |  |
| Number of HCC | 1 | 16 | 18 | 0.376 |
|  | >1 | 4 | 2 |  |
| HBsAg | - | 2 | 2 | 1.000 |
|  | + | 18 | 18 |  |
| HBV DNA | - | 14 | 16 | 0.465 |
|  | + | 6 | 4 |  |
| Child-Pugh classification | A | 16 | 14 | 0.465 |
|  | B | 4 | 6 |  |
| HGB (g/L) | | 142.700±18.212 | 139.100±18.459 | 0.538 |
| TBIL (μmol/L) | | 17.015±5.747 | 18.845±10.436 | 0.496 |
| DBIL (μmol/L) | | 7.060±3.209 | 6.765±2.665 | 0.754 |
| ALT (IU/L) | | 41.700±19.129 | 36.200±16.411 | 0.335 |
| AST (IU/L) | | 89.650±114.394 | 57.700±42.579 | 0.249 |
| ALB (g/L) | | 41.460±6.829 | 40.165±6.462 | 0.542 |
| UREA (mmol/L) | | 4.817±1.476 | 5.440±1.711 | 0.225 |
| CREA (μmol/L) | | 75.660±14.442 | 72.230±21.849 | 0.562 |

PR: partial response; PD: progressive disease; HGB: hemoglobin; CREA: creatinine; ALB: albumin; TBIL: total bilirubin; DBIL: direct bilirubin; AST: aspartate aminotransferase; ALT: alanine aminotransferase.

**Table S2 Primary antibodies used in this study.**

| **Antigens** | **Manufacturer** | **Catalog Number** | **Application** |
| --- | --- | --- | --- |
| PD1 | ASGB-Bio | TA806806 | 1:200 for IHC |
| ALYREF | Proteintech | 16690-1-AP | 1:100 for IHC |
| NR3C2 | Proteintech | 21854-1-AP | 1:50 for IHC |
| SORBS2 | Proteintech | 24643-1-AP | 1:100 for IHC |

IHC, immunohistochemistry.

**Table S3 Basic information of datasets included in this study.**

| **Data base** | **Series Number** | **Disease Type** | **Total** | **Region** | **Version** |
| --- | --- | --- | --- | --- | --- |
| GEO | GSE109211 | Liver cancer | 67 | Spain | 2018 |
| GEO | GSE73571 | Liver cancer | 7 | Spain | 2018 |
| TCGA | LIHC | Liver cancer | 368 | USA | 2019 |
| ICGC | LIHC | Liver cancer | 240 | International | 2019 |
| Imvigor 210 | mUC | metastatic urothelial cancer | 348 | USA | 2018 |

mUC, metastatic urothelial cancer.

**Table S4 The gene sets used in this work for estimating the enrichment score in pathway and biological process activity.**

**Table S5 The immune cell signature 1 used in this work to estimate the relative abundance of immune cell infiltration.**

**Table S6 The immune cell signature 2 used in this work to estimate the relative abundance of immune cell infiltration.**

**Table S7 The list of ferroptosis regulators to calculate FPI.**

| **Symbol** | **Type** |
| --- | --- |
| LPCAT3 | Positive |
| ACSL4 | Positive |
| NCOA4 | Positive |
| ALOX15 | Positive |
| GPX4 | Positive |
| SLC3A2 | Positive |
| SLC7A11 | Positive |
| NFE2L2 | Positive |
| NOX1 | Positive |
| NOX3 | Positive |
| NOX4 | Positive |
| NOX5 | Positive |
| FDFT1 | Negative |
| HMGCR | Negative |
| COQ10A | Negative |
| COQ10B | Negative |

**Table S8 The list of MDH gene signature in this study.**

| **DEGs** | **DEGs** | **DEGs** |
| --- | --- | --- |
| ITGA1 | CPEB4 | ALYREF |
| ADH4 | FRK | FAM43B |
| ZC3H6 | PPARGC1A | C1orf116 |
| IRS2 | LRP2BP | MFSD5 |
| SLCO4C1 | SEPSECS | VWA1 |
| CREBRF | FAM20A | ZNF114 |
| PPM1L | RASD1 | PHYHD1 |
| AK9 | RUNDC3B | DAG1 |
| L3MBTL4 | FGL1 | ZNF584 |
| SORBS2 | MYOM1 | CCDC8 |
| CLGN | SIX4 | CHST14 |
| NR3C2 | CDC7 | SNRNP25 |
| ADD3 | GCKR | CHAF1B |
| CYP4V2 | TUBE1 | ENDOD1 |
| GALNT13 | RORA | SLC37A2 |
| AMDHD1 | ACSL4 | FOXJ1 |
| INHBE | SYNE2 | PAX8 |
| LOXL4 | AGA | BCAS4 |
| KANK4 | ACSM3 | ASIC1 |
| BICC1 | CPTP | P3H3 |
| TNFSF4 | ARHGEF35 | FSCN1 |
| LEPR | MT1M | USP2 |
| ATAD3A | MT1A | ZBED6CL |
| BCL9L |  |  |

DEGs: differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

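RNA of sorafenib-resistant and parental Huh7 and HepG2 cells was analysed, with 3 samples in each of the 4 groups. Condition and replicate number were taken from the sample labels. The patient, xenograft and public cohort data of the paper were not analysed here. According to the paper's methods, total RNA was sequenced by a service provider; the labels and the methods name different RNA extraction kits, and the paper's text does not name the aligner or the quantification tool.

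Each deposited table holds one value per gene for one sample, with 27249 genes under Ensembl identifiers and 71462 under NONCODE identifiers. The unit is not stated. The values are decimals, and in 6873 genes with a single exon their product with the exon length falls on whole multiples of one step per sample, which is the pattern of reads or fragments scaled by gene length and depth (RPKM or FPKM). RPKM and FPKM cannot be told apart from the values. The authors had made these FPKM, as deposited, by steps that are not described, and they were used here without rescaling. With this step, 96.4% of the values of up to 2000 reads are within 0.05 of a whole number of reads, and the reads behind a sample number 12290130 to 19285958. Exon lengths, gene positions and GC content came from GENCODE release 29 on GRCh38, which holds 27234 of the Ensembl identifiers. Where all samples of a group had no more than 3 reads, the floor used here, a fold change within a line is given as a bound. Reads without molecular identifiers are not independent molecules, so that bound covers counting error only.

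Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and models were fitted with R 4.3.3 and limma 3.58.1. The design written before the data were examined assumed read counts and named limma on log2(value + 1) as the test for normalized values. As the tables hold normalized values, this test was used, with limma's empirical Bayes variances and a trend on mean expression. The thresholds, the samples compared, the gene lists, the rule for naming genes and the first set of alternatives were also fixed before the data were examined. Genes with at least 1 FPKM in at least 3 of the 6 samples of a line were tested, with a pseudocount of 1. This filter was set once the unit of the values was known, in place of a filter on counts. Differentially expressed genes have a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1. Overlaps between lines were tested with two-sided Fisher's exact tests among the genes tested in both, and differences between the lines with the interaction of cell line and resistance in all 12 samples. The genes named are those the paper names or labels for these experiments, its hub, risk score and ferroptosis index genes, the 5 higher and 5 lower genes with the largest change in each line among those whose groups did not overlap and whose mean was at least 1 FPKM in a group (the rule had named counts scaled by depth, which the tables do not hold), and the metallothioneins, ABC transporters and sorafenib targets called in both lines. Some of the genes that this rule selects are not reported here.

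Gene sets with at least 5 tested genes were tested with camera in limma with a correlation of 0.01, and again with fry and with an estimated correlation. The Hallmark and KEGG collections were not used here, and the lists are those of Table S4 and lists written for this purpose. The MDH score is the sum of components 1 and 2 of the scaled values of the 70 genes. The ferroptosis index follows gene set variation analysis with a Gaussian kernel. Group differences of scores were tested with exact permutation tests, two-sided, for which 3 samples against 3 give no p-value under 0.1. The mRNAsi score was not computed.

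The fit was tested on simulated data in which 200 genes were changed per line. Of the changed genes, 99.5% were recovered in Huh7, with 3 other genes called among 12529. In HepG2, 100% were, with 6 others among 11428. The changes were well beyond the threshold and set in well expressed genes. The simulated noise was independent between genes and held none of the GC trends of the real libraries. High recovery was therefore built in, and power for changes near the threshold was not measured. A gene set changed in the same data ranked first in both lines, but camera also called 3 other sets of 31 in each line. Whether these share genes with the changed set was not checked. Alternatives were another pseudocount, no filter, a filter of 10 reads in every sample, upper-quartile and median-ratio scaling, limma-voom on reads calculated back, limma without the trend, all 12 samples in one fit, the replicate number as a block, an unadjusted threshold, removal of the GC trend of each library and leaving out each sample in turn. The GC trend was a lowess curve, with a span of 0.3, of the difference of each sample from the mean of its line against the GC content of the gene. Median-ratio scaling, limma-voom, the fit without the trend and the removal of the GC trend, as well as the pseudocount for results other than the counts per line, were added after the data had been seen. Libraries were also thinned to 12290130 reads to equalise depth. The NONCODE genes were left out of the gene lists and counted separately, since no exon lengths for them were used here.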

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

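The interaction test of genes was fixed before the data were examined; all other tests in this part were chosen after the results they concern had been seen.

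The change with resistance differed between Huh7 and HepG2 for 3976 of 13800 genes (interaction at an adjusted p-value under 0.05 and a log2 difference beyond 1, limma), with 2517 higher and 1459 lower in HepG2 relative to Huh7. Among genes tested in both lines, 114 were differentially expressed in opposite directions and 67 in the same direction, against 81 and 85 without HepG2 resistant replicate 1. The paper draws its signature from the latter. In regroupings of the 12 samples within the lines, 100 of the 200 possible ones including the real one, 1 of 100 (the real grouping) gave as many genes with an interaction. This count says little about a difference between the lines beyond the change in Huh7 itself: 11 regroupings that kept the groups of Huh7 and mixed those of HepG2 gave 1550 to 3968 genes, 9 that kept the groups of HepG2 alone gave 183 to 365, and 79 that kept neither gave 0 to 1. With the labels of HepG2 exchanged as a whole, 3433 genes had an interaction. For genes with opposite changes and for genes with the same change, 1 of 100 regroupings each, the real one, gave as many. These counts decide nothing, since no other split of the samples of either line called any gene and the outcome of the other regroupings was fixed at 0. An exchange of the labels of HepG2 as a whole turns opposite into same changes.

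A GC trend that differs between the libraries does not account for the opposite changes as a whole. After it was taken off, the Spearman correlation of the log2 fold changes was -0.152, against -0.098 before, and 84 genes changed in opposite directions and 34 in the same direction, with 56 of the 114 and 24 of the 67 kept. The correlation itself is small and depends on single libraries, at 0.075 without HepG2 resistant replicate 1 and 0.062 without HepG2 parental replicate 2. Nor does an exchange of the cell lines account for them. Of 22 genes found at 10 FPKM or more in parental Huh7 and under 0.1 FPKM in parental HepG2 cells, 81.8% were kept at 1 FPKM or more in resistant Huh7 cells and 1 reached that level in resistant HepG2 cells. Of 6 such genes of HepG2, 100% were kept in resistant HepG2 cells and 0 reached 1 FPKM in resistant Huh7 cells. A different route to resistance in each line is a candidate explanation that these samples leave untested.

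Of the 37 genes named, 21 differed between the lines. The log2 fold change of HepG2 minus that of Huh7 was negative for S100P (-6.20), HAL (-6.77), DUSP5 (-6.09) and CDA (-5.29), which were higher in resistant Huh7 and lower in resistant HepG2 cells, and for NAV2 (-4.58), CES1 (-4.33), NQO1 (-3.92), S100A9 (-3.82), FGF19 (-3.68), CD7 (-2.85) and CXCL8 (-1.35). It was positive for RF00019 (4.13), HEPACAM (3.61), MT1E (3.56), the U6 gene ENSG00000207156 (3.56), TMEM47 (3.51), the U6 gene ENSG00000212305 (3.48), AP003181.2 (3.21), MT1M (2.32), MT1A (1.39) and GPX4 (1.36). The U6 genes and AP003181.2 had 0 to 2 reads in every HepG2 sample, and S100A9 and TMEM47 had 0 to 5, so that the difference is the change in Huh7 alone. All these differences are fitted values and not bounds. For ENSG00000212305, with 0 to 2 reads in each resistant Huh7 sample, only a decrease of at least 10.3-fold in Huh7 is secured by the reads. FGF19 in HepG2 and HEPACAM in Huh7 were too low to be tested there. CD7, CXCL8 and MT1A moved the same way in both lines by different amounts. MT1A, MT1E and MT1M can share reads with other metallothioneins, which was not tested. No biological explanation was tested for single genes.

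Of 32 gene sets, 15 changed differently in the 2 lines (interaction, adjusted p-value under 0.05, camera), among them ribosomal proteins, inflammatory genes and the output of ERK. After the GC trend was taken off, the call was lost for gluconeogenesis (adjusted p = 0.0742, camera), IL6/JAK/STAT3 (0.0767) and IL2/STAT5 (0.0742). It was also lost for hepatocyte secretory genes (0.196) and histones (0.105), and the other called sets kept it. For the sets called within a line, 2 of the 10 splits of the 6 Huh7 samples gave as many called sets as the real one (6 against a largest other count of 6), and 1 of the 10 splits of the HepG2 samples (22 against 13). With 10 splits, no share under 0.1 is possible, and in Huh7 the number of sets is no larger than another split of the samples gives. Every other split mixes the groups unevenly, so a part of the real difference stays in it. These counts therefore cannot show whether the set calls go beyond chance.

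NONCODE genes, which the paper does not report on, were differentially expressed as well: 4025 of 10675 tested in Huh7 (305 higher, 3720 lower) and 552 of 8796 in HepG2 (453 higher, 99 lower). Their share of the summed FPKM was 13.45 ± 1.08% (SD, n = 3) in resistant and 22.95 ± 2.54% in parental Huh7 cells, and 18.62 ± 2.05% and 15.81 ± 0.63% in HepG2. Within groups, the share followed the GC slope of the library, with Pearson's r = -0.92 (permutation p = 0.000772, adjusted 0.00232 over 3 relations) and Spearman's rho = -0.94 (permutation p = 0.000772, adjusted 0.00232), and r = -0.88 without the 2 libraries farthest from the median, both of resistant HepG2 cells. This is in line with a GC bias as a source of the spread between replicates. Taken out by a regression within groups, the slope left a difference of -2.86 points (standard error 1.26) of the -9.5 in Huh7. For Huh7, a loss of NONCODE transcripts and GC bias cannot be told apart, because the GC slope differs between the groups in the same way. In HepG2, 3.1 points (standard error 0.61) of the 2.8 were left, which argues against GC bias there. Whether the NONCODE genes called in Huh7 owe their change to GC content was not tested gene by gene.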

How the results depend on the processing

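The alternatives of median-ratio scaling, limma-voom, limma without the trend, removal of the GC trend and, for overlaps, lists, interaction and scores, a pseudocount of 0.1 were chosen after seeing the data. Upper-quartile normalization, limma without the trend, all 12 samples in one fit and the unadjusted p-value under 0.01 left every count of genes, overlap and list within 1.5 times its value. DESeq2 with its size factors, limma-voom with TMM normalization and a prior count of 0.5 were not run. The tables hold no counts, and of the count-based tests only limma-voom was run, on reads calculated back.

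With a pseudocount of 0.1, 612 genes were higher in HepG2; 59 were higher and 69 lower in both lines, 86 higher in Huh7 and lower in HepG2 and 123 the reverse; and 91 of the 161 and 41 of the 70 listed genes were called in both lines. With limma-voom on reads calculated back, 2162 genes were higher and 3388 lower in Huh7 and 965 and 708 in HepG2, with overlaps of 106, 123, 140 and 241 genes in the same order, 121 and 54 listed genes and 6147 interactions. The cause was not tested. The genes lower in Huh7 and higher in HepG2 numbered 28 with no filter, 32 with at least 10 reads in every sample and 39 with median-ratio scaling; the cause was not tested.

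With the GC trend of each library taken off, 703 genes were higher and 787 lower in Huh7; the overlaps fell to 13 higher and 21 lower in both lines and 33 lower in Huh7 and higher in HepG2; and 25 and 11 listed genes were called in both lines. The MDH score difference was 10.41 in Huh7 and 15.96 in HepG2, and the ferroptosis index difference in Huh7 -0.12. This step removes any change that runs along with GC content, biological or not. The share of called genes that were higher in HepG2, 52.5%, fell to 39.3% with median-ratio scaling, 42.3% with upper-quartile normalization and 38.6% with the GC trend taken off, while the median log2 fold change of all genes moved from 0.12 to 0.02 with median-ratio scaling. Without rescaling, the share was 45.7% with no filter, 48.6% with at least 10 reads in every sample, 44.1% without HepG2 resistant replicate 3 and 49.5% without HepG2 resistant replicate 2. Whether more genes are higher or lower in HepG2 therefore depends on the scaling, the filter and single libraries. In Huh7, the share was 38% and reached 47.2% with the GC trend taken off.

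Gene sets changed most with the test. fry called 8 sets lower in Huh7, where camera called 0. The estimated correlation called 0 higher in Huh7 and 0 higher and 0 lower in HepG2. In HepG2, 7 were lower with at least 10 reads in every sample. With the GC trend taken off, 1 was lower in Huh7, the list of sorafenib targets (adjusted p = 0.0352, camera). The direction reversed in Huh7 under fry for the cell cycle (adjusted p = 0.319), adherens junction (0.163), TGF-β targets (0.181), angiogenic factors (0.036) and inflammatory genes (0.0608); under no filter (0.989) and at least 10 reads (0.977) for inflammatory genes; and with the GC trend taken off for adherens junction (0.497), TGF-β targets (0.384), Wnt targets (0.9), angiogenic factors (0.404) and inflammatory genes (0.826). The Huh7 direction also reversed under fry for mismatch repair (0.38). With the GC trend taken off, it also reversed for nucleotide excision repair (0.561), Pan-F-TBRS (0.384), cell cycle regulators (0.826) and ABC transporters (0.558). Apart from angiogenic factors under fry, none of these passed the threshold. The cause was not tested.

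Of the scores, the MDH difference in Huh7 was 12.41 from component 1 alone and 10.91 with the opposite sign of component 2, and the ferroptosis index difference was -0.1 in Huh7 and -0.3 in HepG2 with ssGSEA, which has another scale. Both score differences kept their direction in every alternative and every fit that left out 1 sample. Of single genes, CES1 in Huh7 turned to 0.03 with median-ratio scaling; the cause was not tested.

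Across the fits that each left out 1 sample, the counts ranged from 854 to 1321 higher and 1190 to 1942 lower in Huh7, and from 260 to 473 and 276 to 357 in HepG2. Overlaps ranged from 19 to 42 (higher in both, 19 without HepG2 parental replicate 1), 29 to 43 (lower in both), 37 to 62 (higher in Huh7, lower in HepG2) and 33 to 81 (lower in Huh7, higher in HepG2, 33 without HepG2 resistant replicate 1 and 39 without HepG2 resistant replicate 3). The listed genes called in both lines ranged from 41 to 62 of 161 and 17 to 27 of 70, the interactions from 3455 to 4288, the correlation from -0.234 (without HepG2 resistant replicate 2) to 0.075 (without HepG2 resistant replicate 1), and the called sets from 5 to 6 higher and 0 to 0 lower in Huh7 and 9 to 11 higher and 9 to 13 lower in HepG2. The MDH difference ranged from 12.97 to 15.14 in Huh7 and 11.29 to 14.25 in HepG2, and the index difference from -0.59 to -0.26 (without Huh7 resistant replicate 1) and -0.75 to -0.54. Directions reversed for CES1 in Huh7 (-0.089 to 0.077) and RF00019 in HepG2 (-0.048 to 0.866), and for the Huh7 sets of angiogenic factors (adjusted p 0.808 to 0.997), TGF-β targets (0.903 to 0.997) and adherens junction (0.884 to 0.997) and gluconeogenesis in HepG2 (0.221 to 0.962).

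Counted over all 63 gene results and 44 set results, those given above included and reversals left out, the calls changed as follows. Outside the fits that left out a sample, 20 comparisons of 10 gene results fell below the threshold and 13 of 5 rose above it, as did 47 of 24 and 11 of 8 set results; the fits that left out a sample lost 22 of 8 gene results and gained 7 of 3, and lost 18 of 7 set results and gained 3 of 1.

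With the replicate number as a replicate block, 1081 genes were higher and 1760 lower in Huh7, and 426 and 353 in HepG2. Deviations of resistant and parental samples of the same number from their group means had correlations of 0.08, 0.06 and -0.23 in Huh7. In HepG2, these correlations were 0.25, 0.44 and -0.01. Samples of different numbers were not compared. The values show no pairing by number in Huh7 and do not exclude it for replicates 1 and 2 of HepG2. Under the block, fatty acid degradation (adjusted p = 0.0503) and Wnt targets (0.0503) in HepG2 lost their call and histones in HepG2 gained one (0.0276).

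Depth limits genes with few reads: the 106-base U6 gene ENSG00000212305 had 0 to 2 reads in each resistant Huh7 sample and is given as a bound, and genes under 1 FPKM in most samples, such as 3 of the 161 listed genes under 1 FPKM in every sample, were not tested. Thinning every library to the lowest depth left 2685 of the Huh7 and 688 of the HepG2 calls.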

Differences from the paper's values

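None of the tests of causes belongs to this part. The alternatives marked as added were chosen after seeing the values. The paper's values from figures were read by eye. A gap is called closed where a count or a share is within 1.5 times the paper's value, and where a score has the sign of the paper's value and lies within the SD of its 3 replicates from it.

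In Huh7, 1079 genes were higher in resistant cells, against the paper's about 2000 in Fig. S1C, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1581, within 1.5 times, and the others did not close the gap; limma-voom, chosen after seeing the values, gave 2162. In HepG2, 350 genes were lower, against the paper's about 650 in Fig. S1C, read by eye. A pseudocount of 0.1, set before the data were examined, gave 489, and the other alternatives set before the data were examined did not close the gap; median-ratio scaling (441), removal of the GC trend (444) and limma-voom (708), each chosen after seeing the values, did.

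Toward higher expression in both lines, 30 genes were called, against the paper's about 82 in Fig. S1D, read by eye. None of the alternatives set before the data were examined closed the gap, whereas a pseudocount of 0.1 (59) and limma-voom (106), chosen after seeing the values, did. Toward lower expression in both, 37 genes were called, against the paper's about 79 in Fig. S1D, read by eye. None of the alternatives set before the data were examined closed the gap; a pseudocount of 0.1, chosen after seeing the values, gave 69. For genes higher in Huh7 and lower in HepG2, 55 were called, against the paper's about 200 in Fig. S1D, read by eye; none of the alternatives set before the data were examined closed the gap, and limma-voom, chosen after seeing the values, gave 140. In total, 67 genes changed in the same direction, against the paper's 161. None of the alternatives set before the data were examined closed the gap; a pseudocount of 0.1 (128) and limma-voom (229), chosen after seeing the values, did.

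The MDH score was 3.61 in resistant Huh7 cells, against the paper's about 10 in Fig. S5D, read by eye, and -3.17 in parental HepG2 cells, against the paper's about -10 in Fig. S5D, read by eye. Of the alternatives set before the data were examined, component 2 with the opposite sign gave 10.46 and -10.91 and closed both gaps. In parental HepG2 cells, components from the samples of one line gave -6.8, which closes the gap only because its SD is 4.15 (n = 3); genes not scaled (-7.69) and component 1 alone (-7.04) came nearer to the paper's value with smaller SDs (1.42 and 1.67) and did not close it, nor did the others. It was -10.31 in parental Huh7 cells, against the paper's about -3.5 in Fig. S5D, read by eye, and 9.87 in resistant HepG2 cells, against the paper's about 3 in Fig. S5D, read by eye. None of the alternatives set before the data were examined closed these gaps; component 2 with the opposite sign gave -0.44 and 0.89. Component 2 held 27.8% of the variance, against the paper's about 43% in Fig. S5D, read by eye. Of the alternatives set before the data were examined, genes not scaled gave 42.6%, and 28.8% and 29.1% were reached without Huh7 resistant replicate 3 and without HepG2 parental replicate 1; removal of the GC trend, chosen after seeing the values, gave 32.7%.

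The ferroptosis index was -0.05 in parental Huh7 cells, against the paper's about 0.8 in Fig. S5D, read by eye; none of the alternatives closed the gap, with 0.41 from ssGSEA as the nearest. It was -0.01 in resistant HepG2 cells, against the paper's about -0.8 in Fig. S5D, read by eye. A kernel over the samples of one line, set before the data were examined, gave -0.44 with an SD of 0.4 (n = 3), and the other alternatives did not close the gap.

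Figure S1C shows more higher than lower genes in resistant Huh7 cells; here 1079 were higher and 1759 lower. It shows fewer higher than lower genes in resistant HepG2 cells, where 387 were higher and 350 lower here, and 286 and 441 with median-ratio scaling, chosen after seeing the values. Of the alternatives set before, upper-quartile normalization (306 and 417), no filter (278 and 330) and at least 10 reads in every sample (302 and 319) gave that order. So did the fits without HepG2 resistant replicate 2 (350 and 357) and replicate 3 (260 and 330). The pseudocount of 0.1, the fit of all 12 samples, the replicate block, the unadjusted threshold and the other fits that left out a HepG2 sample did not. Genes labelled in Figure S1C that were too low to be tested, 6 of 20 in Huh7 and 2 of 20 in HepG2, were all called with limma-voom, chosen after seeing the values, and 16 of the 20 Huh7 genes with no filter. Of the 161 genes, 54 were called in both lines here and 121 with limma-voom; of the 70 genes, 22 and 54.

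The paper's text puts cell cycle genes among the upregulated pathways of resistant cells. Neither line passed the threshold with camera (adjusted p = 0.875 and 0.178). In HepG2, fry (0.0126) and no filter on low values (0.0456) passed it. The paper's pathways come from KEGG enrichment among differentially expressed genes, which camera does not test. Nearer to it is a two-sided Fisher's exact test of each list among the genes called here. By this test, the cell cycle was enriched among higher genes in HepG2 (9 genes, adjusted p = 0.046) and not in Huh7. The paper's text puts FoxO signalling, adherens junction and AMPK signalling among the downregulated pathways. In Huh7 none of these passed the threshold with camera, and fry called FoxO signalling (0.00908). In HepG2 all 3 passed it with camera. Among lower genes in HepG2, Fisher's exact test called FoxO signalling (adjusted p = 0.0394), but not AMPK signalling (0.115) or adherens junction (0.445). It called none of the 3 as enriched in Huh7. The paper states that fatty acid metabolism is higher in resistant cells. With camera, the fatty acid degradation list was lower in HepG2 (adjusted p = 0.0421) and not called in Huh7 (0.875). The HepG2 call was lost with fry (0.0932) and in 3 of the 6 fits that left out 1 sample. The paper states the same of gluconeogenesis, which was not called in HepG2 (0.989, camera). It places TGF-β, PI3K/AKT/mTOR and EMT signalling in parental cells. TGF-β targets and EMT were not called in Huh7 (0.986 and 0.515; EMT 0.00291 with fry), and PI3K/AKT/mTOR in neither line (0.986 and 0.178; 0.00674 in HepG2 with fry). It places Wnt/β-catenin signalling and DNA repair in resistant cells, and neither was called higher in Huh7 (0.865 and 0.914; DNA repair was lower with fry, 0.00282). It places angiogenesis in resistant cells, where angiogenic factors were lower in HepG2 (0.00767 with camera, but 0.071 with no filter on low values). It places the inflammatory response, IL6/JAK/STAT3 and IL2/STAT5 signalling in parental cells. In Huh7 the first 2 were not called with camera (0.986 each), and fry called IL6/JAK/STAT3 (0.0363). IL2/STAT5 was higher in resistant Huh7 cells (0.0389, camera), a call lost in 5 of the 6 fits that left out 1 sample. That call was also lost after the GC trend was taken off (0.329, camera). With the correlation between genes estimated from the data, camera called no list in either line. The lists used here differ from the Hallmark and KEGG lists, and no gene set of those collections was run. The paper's text states a positive association of the MDH score with the ferroptosis index. Here the index was lower in resistant cells of both lines (differences of -0.52 and -0.73), while the score was higher. Figure S5D also shows a lower index in resistant cells, and the paper concludes that a higher score goes with reduced ferroptosis susceptibility, so the difference is from that sentence alone.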

Other observations

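Except for the comparisons of resistant with parental cells themselves, all tests in this part were chosen after the results they concern had been seen.

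The change of a gene in Huh7 runs with its GC content. Higher genes have a median GC content of 55.6% and lower genes one of 40%, against 48.9% and 48.2% in HepG2. The slope of log2 expression on GC content per 10 points was 0.29 ± 0.1 (SD, n = 3) in resistant and -0.29 ± 0.13 in parental Huh7 libraries (two-sided exact permutation test, p = 0.1, the smallest possible) and 0.01 ± 0.19 and -0.01 ± 0.1 in HepG2 (exact p = 0.9). Libraries of the same group differ in the slope too: the Spearman correlation with GC content of the deviation from the group mean ran from -0.75 (HepG2 resistant replicate 1) to 0.73 (HepG2 resistant replicate 2). With the trend of each library taken off, 1076 of the 2838 Huh7 calls were kept, which argues against GC bias as the whole cause of these, and 2833 kept their direction. For the 1762 that were lost, a GC bias and a biological change of genes with high or low GC content cannot be told apart, because the slope differs between the groups; 414 genes were newly called. In HepG2, 620 of 737 calls were kept, 117 were lost and 103 were newly called, which argues against GC bias as their cause.

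Neither depth nor abundant genes account for most of the calls. With every library thinned to 12290130 reads, 2685 of the Huh7 calls (94.6%) and 688 of the HepG2 calls (93.4%) were kept. With scaling by the median ratio, which a few abundant genes do not move, 2706 and 636 were kept. In the splits of the 6 samples of a line, 1 of 10 gave as many calls in Huh7 and 1 of 10 in HepG2, the real one each time, and the largest count of the others was 0; with 10 splits no share under 0.1 is possible. For the 161 and 70 listed genes called in both lines, 54 and 22, 1 of 100 regroupings each, the real one, gave as many. This says nothing about the lists, since without calls in the other splits the count had to be 0.

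The direction of the 70 genes in Huh7 may be set by GC content, since the genes listed as higher have a median GC content of 57.1% and the lower ones 40.5%. After the trend was taken off, 57 of the 59 tested genes still moved in the listed direction, which argues against GC bias as the whole cause, although the number called fell from 40 to 20.

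The MDH score followed the GC slope of the library within groups. Pearson's r was 0.89 (permutation p = 0.00231, adjusted 0.00346 over 3 relations, 1296 arrangements), Spearman's rho 0.87 (p = 0.00386 by permutation, adjusted 0.00579), and r was 0.84 without the 2 libraries farthest from the median. This is consistent with GC bias as a source of the spread of the score between replicates. For the ferroptosis index, r was -0.4 (permutation p = 0.182) and rho -0.46 (permutation p = 0.147). A regression within groups predicts 6 of the 13.92 points of the Huh7 difference in the MDH score from the GC slope and leaves 7.92 (standard error 1.37), and it leaves 12.78 (standard error 0.67) of the 13.04 in HepG2. Both argue against GC bias as the whole cause of the difference between resistant and parental cells.

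Of the 8 hub genes, 4 were tested in both lines and 2 of these were differentially expressed in both, and the mean FPKM of 8 of 8 differed in the listed direction in both. ALYREF rose from 10.4 ± 1.41 to 25.2 ± 2.95 FPKM in Huh7 (log2 fold change 1.20, adjusted p = 0.000123, limma) and from 8.09 ± 1.74 to 19.1 ± 2.72 FPKM in HepG2 (1.16, adjusted p = 0.00472, limma; SD, n = 3 each). The other was SEPSECS, with log2 fold changes of -1.59 and -1.34. After the GC trend was taken off, neither was called in Huh7 (ALYREF 0.67, SEPSECS -0.76). Of the 4 risk score genes, 3 of which were tested in both lines, CHAF1B (1.24 and 1.11) and ADH4 (-1.38 and -2.17) were called in both lines, but CHAF1B not in HepG2 without HepG2 parental replicate 1 (0.997) and ADH4 not in Huh7 after the GC trend was taken off (-0.78). Among the genes of the ferroptosis index, SLC7A11 was called lower in both lines (-1.15 and -1.84), but not in Huh7 after the GC trend was taken off (-0.21). ACSL4 was called lower in HepG2 (-1.05, lost in 3 of the 6 fits that left out 1 sample; Huh7 -0.91) and FDFT1 higher in HepG2 (1.44, Huh7 0.47). GPX4 was called higher in HepG2 (1.07, adjusted p = 0.0457, Huh7 -0.29), a call lost in 5 of the 6 fits that left out 1 sample.

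Of the gene families, metallothioneins had a median log2 fold change of 2.94 in HepG2 (7 of 7 higher, adjusted p = 1.21e-06, camera) and 0.45 in Huh7 (5 of 8 higher, adjusted p = 0.353), and the change differed between the lines (interaction, adjusted p = 0.0421). MT1G and MT1A were called higher in both, MT1A in Huh7 (1.09) not without Huh7 parental replicate 3 (0.969) or after the GC trend was taken off (0.82). Histone genes had a median of 1.12 in Huh7 (54 of 59 higher, adjusted p = 8.51e-08) and 0.52 in HepG2 (32 of 46 higher, adjusted p = 0.0592). In HepG2, histones were called with no filter on low values (0.0165) and in 3 of the 6 fits that left out 1 sample (0.000165 without HepG2 resistant replicate 1, 0.0168 and 0.0215 without HepG2 parental replicates 2 and 3), and the adjusted p-value rose to 0.774 in another, so the result in HepG2 stays open. Reads can be shared between members of both families. Of the ABC transporters, ABCC1 (1.32) and ABCG2 (1.61) were called higher and ABCA1 (-1.18) lower in Huh7, and ABCC3 and ABCC4 (-1.32 each) lower in HepG2. Of the genes on the list of sorafenib targets, BRAF (-1.07) was called lower in Huh7, and FGFR1 (2.17) and FGFR4 (1.17) higher in HepG2. As a whole, the list was called with camera in neither line (adjusted p = 0.865 and 0.888). In Huh7, it was lower with fry (0.0142) and with camera after the GC trend was taken off (0.0352). Checks of these single genes with samples left out are not given here. None of the transporters and targets was called in both lines.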
